# Inhibition of ACSS2-mediated histone crotonylation alleviates kidney fibrosis via IL-1β-dependent macrophage activation and tubular cell senescence

**DOI:** 10.1038/s41467-024-47315-3

**Published:** 2024-04-13

**Authors:** Lingzhi Li, Ting Xiang, Jingjing Guo, Fan Guo, Yiting Wu, Han Feng, Jing Liu, Sibei Tao, Ping Fu, Liang Ma

**Keywords:** Renal fibrosis, Molecular medicine

## Abstract

Histone lysine crotonylation (Kcr), as a posttranslational modification, is widespread as acetylation (Kac); however, its roles are largely unknown in kidney fibrosis. In this study, we report that histone Kcr of tubular epithelial cells is abnormally elevated in fibrotic kidneys. By screening these crotonylated/acetylated factors, a crotonyl-CoA-producing enzyme ACSS2 (acyl-CoA synthetase short chain family member 2) is found to remarkably increase histone 3 lysine 9 crotonylation (H3K9cr) level without influencing H3K9ac in kidneys and tubular epithelial cells. The integrated analysis of ChIP-seq and RNA-seq of fibrotic kidneys reveal that the hub proinflammatory cytokine IL-1β, which is regulated by H3K9cr, play crucial roles in fibrogenesis. Furthermore, genetic and pharmacologic inhibition of ACSS2 both suppress H3K9cr-mediated IL-1β expression, which thereby alleviate IL-1β-dependent macrophage activation and tubular cell senescence to delay renal fibrosis. Collectively, our findings uncover that H3K9cr exerts a critical, previously unrecognized role in kidney fibrosis, where ACSS2 represents an attractive drug target to slow fibrotic kidney disease progression.

## Abstract (web summary)

Here the author reveal that histone crotonylation (including H3K9cr) exert a role in kidney fibrosis, where ACSS2 represents a potential target to slow fibrotic kidney disease progression.

## Introduction

Chronic kidney disease (CKD) is a condition characterized by functional deterioration with sustained inflammation, and progressive fibrosis of the kidneys, affecting over 800 million people worldwide^1,2^. As known, macrophage activation is a common feature of inflammation in active fibrotic kidney lesions. Accelerated tubular cell senescence via the release of components of senescence-associated secretory phenotypes (SASPs) also promotes the pathogenesis of kidney fibrosis^3^. Since current treatments to slow CKD progression are limited and nonspecific, it eventually progresses to end-stage kidney disease, which requires dialysis or kidney transplantation^4^. Therefore, exploring the precise mechanism of CKD to find potential drug targets is of great importance to ultimately arrest and prevent its progression.

Protein posttranslational modifications (PTMs) play essential roles in modifying protein function and thus influence numerous biological processes, including organismal development, cell differentiation, cell death, and inflammation^5^. The aberrant PTMs in fibrosis and inflammation are becoming more crucial in the progression of CKD^6^, and histone lysine acetylation (Kac) is one of the most well-studied PTMs. With the development of mass spectrometry (MS) techniques^7,8^, lysine crotonylation (Kcr) was explored to be a evolutionarily conserved PTM principally related to active transcription, where histones are the most abundant crotonylated proteins^9^. Histone Kcr, specifically enriched at promoters and potential enhancers in the mammalian genome, exhibits a stronger effect on transcription than histone Kac^10^; however, Kcr and Kac are catalyzed by several similar enzymes and metabolic states, which makes it difficult to distinguish them and explore the role of crotonylation alone.

In the context of kidney diseases, few studies reported that histone Kcr was observed in both healthy and diseased kidneys, including acute kidney injury (AKI)^9^ and IgA nephropathy^11^, suggesting that it may play key roles in epigenetic regulation of gene expression in kidney diseases. Recently, nuclear condensation of a chromodomain Y-like transcription corepressor (CDYL) has linked histone Kcr to transcriptional responses and cystogenesis in autosomal dominant polycystic kidney disease (ADPKD). However, there is little knowledge regarding the functional role of histone Kcr relative to Kac during kidney injury and fibrosis.

In this study, we aimed to explore the function of histone crotonylation-especially histone 3 lysine 9 crotonylation (H3K9cr)-in patients and mice with kidney fibrosis as well as tubular epithelial cells (TECs). Our results reveal that H3K9cr is involved in kidney fibrosis by regulating macrophage activation and senescence of TECs. We propose that the crotonyl-CoA-producing enzyme, acyl-CoA synthetase short-chain family member 2 (ACSS2), could selectively regulate H3K9cr level and function, which represents an attractive drug target for strategies to slow fibrotic kidney disease progression.

## Results

### The level of histone Kcr positively correlates with the severity of CKD in patients and mice

To explore the roles of protein crotonylation in human kidneys, we first collected kidney biopsy slides determined the clinical characteristics of CKD patients, and performed immunohistochemistry (IHC) using antibodies targeting crotonyl lysine (anti-Kcr) (Fig. 1A and Supplementary Fig. 1A). The basic characteristics of the patients are summarized in Supplementary Data 1. The results exhibited that Kcr was mainly present in TECs, and was significantly higher in kidneys of CKD patients than that of control (Fig. 1A). The IHC results showed that the intensity of Kcr was positively correlated with disease progression, especially samples with nuclear staining (Fig. 1B and Supplementary Fig. 1B). Even when adjusting age and sex, the intensity of nuclear Kcr was positively correlated with serum creatine and negatively correlated with eGFR (Supplementary Data 2). The Kcr was involved in CKD patients as well as contributed to fibrosis in the obstructed kidneys of mice. The immunofluorescence (IF) staining data exhibited that unilateral ureteric obstruction (UUO) induced the increasing level of Kcr, which was mainly colocalized in the nuclei (Supplementary Fig. 1C). To confirm the changes in histone Kcr, we extracted total histones from the fibrotic kidneys of mice and evaluated the histone purification using Coomassie brilliant blue staining and liquid chromatography-mass spectrometry (LC-MS/MS) analysis. The LC-MS/MS analysis confirmed that all the proteins were extracted from the nucleus and functioned with chromatin structure and dynamics (Supplementary Fig. 2A–C). To compare the levels of histone crotonylation in kidneys, western blotting analysis using anti-Kcr antibodies was performed (Fig. 1D and Supplementary Fig. 1D, E), demonstrating that the increase of histone crotonylation was accompanied with kidney fibrosis in both UUO and folic acid nephropathy (FAN) mice (Supplementary Fig. 2D–G).

**Fig. 1:**
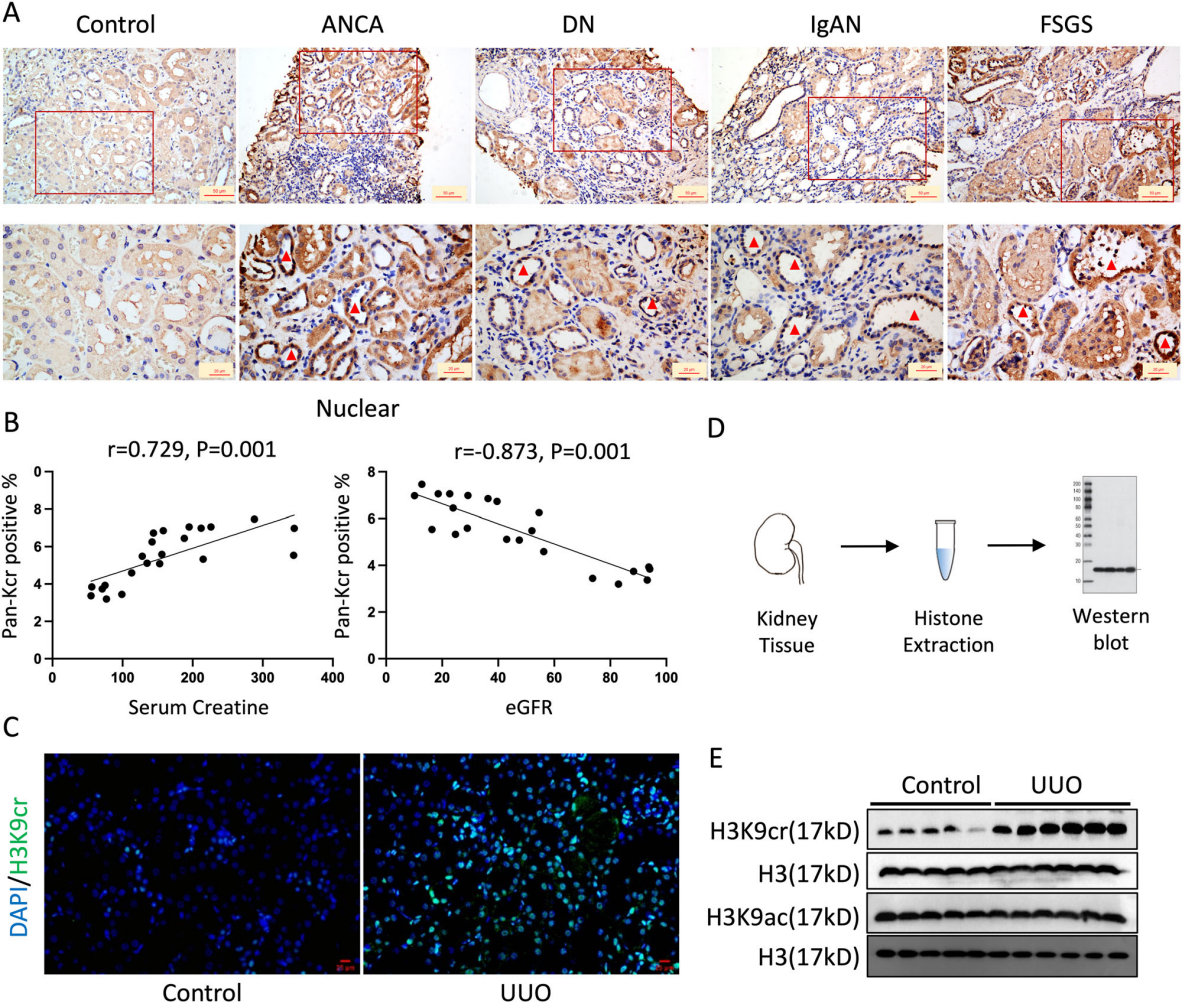
The increased levels of crotonylation in human renal biopsies of CKD and fibrotic kidneys from mice. **A** Representative IHC staining of pan-Kcr antibody in healthy control subjects and patients with chronic kidney diseases. Scale bar: upper panels: 50 μm; lower panels:20 μm. **B** Quantitative IHC analysis of pan-Kcr level in renal nuclear from control and patients with chronic kidney diseases using ImageJ 6.0 software; using Pearson correlation statistical analysis, two-sided statistical tests. (*n* = 6 for ANCA, *n* = 9 for DN, *n* = 3 for IgA, *n* = 3 for FSGS). **C** IF staining of H3K9cr (green) and DAPI (blue) in control and UUO kidneys. (*n* = 3 per group). Scale bar: 20 μm. **D** Flow chart of the process to collect histone. **E** Protein expression of H3K9cr, H3K9ac and H3 in fibrotic kidneys of UUO mice were determined by western blotting (*n* = 5 to 6 animals per group). IHC immunohistochemical, pan-Kcr pan anti-crotonyllysine, IF Immunofluorescence, FAN folic acid nephropathy, UUO unilateral ureteric obstruction, ANCA anti-neutrophil cytoplasmic antibodies, DN diabetic nephropathy, IgAN IgA nephropathy, FSGS focal segmental glomerulosclerosis. Triangle: representative positive staining of pan-Kcr. Statistical analysis by Pearson correlation.

As previously reported, different histone lysine modifications might exert diverse roles. To identify histone Kcr and Kac at several histone H3 residues reported (K9, K14, K18, and K27), we used different antibodies to blot the histone extraction. In particular, the level of H3K9cr increased remarkably in two experimental mice models of kidney fibrosis, while H3K9ac remained stable level (Fig. 1E, Supplementary Fig. 1F, and Supplementary Fig. 1H, I), proposing that H3K9cr may have distinct effects relative to H3K9ac in renal fibrosis. In addition, the level of H3K9cr was also increased in human fibrotic kidney slides and negatively correlated with eGFR in humans (Supplementary Fig. 1G). In addition, H3K18cr and H3K27cr, corresponding with H3K18ac and H3K27ac, both increased in fibrotic kidneys, suggesting that these two markers are coregulated. Interestingly, H3K14cr increased in kidneys with FAN and UUO; H3K14ac showed opposite trends, recommending that the roles of histone Kcr and Kac are both complicated and comprehensive (Supplementary Fig. 2H–K). However, we mainly focused on the level and function of H3K9cr in further study of kidney fibrosis.

### Genetic deletion of ACSS2 decreased the level of H3K9 crotonylation and alleviated kidney fibrosis

As histone Kcr and Kac are reversible, dynamic processes mediated by multiple identical enzymes, it has been challenging to distinguish their individual functions. Based on the abovementioned data, the alterations of H3K9cr appear to be independent of those of H3K9ac in kidney fibrosis. We examined these known enzymatic and metabolic regulation variables, including Sirtuin (SIRT) 1/2/3/4/5/6^9,12^, histone deacetylase (HDAC) 1/2/3^13,14^, acyl-CoA synthetase short chain family member 2 (ACSS2)^15^ and crotonate in vitro, to identify critical factors that could regulate H3K9cr more than H3K9ac (Fig. 2A) in both mouse renal tubular epithelial (TCMK-1) cells, and human embryonic kidney (HEK-293T) cells. By screening these factors, ACSS2 overexpression by plasmid transfection (Supplementary Fig. 3A, B) dramatically increased H3K9cr level and did not change H3K9ac, indicating that ACSS2 may exert a greater impact on H3K9cr than H3K9ac (Supplementary Fig. 4B).

**Fig. 2:**
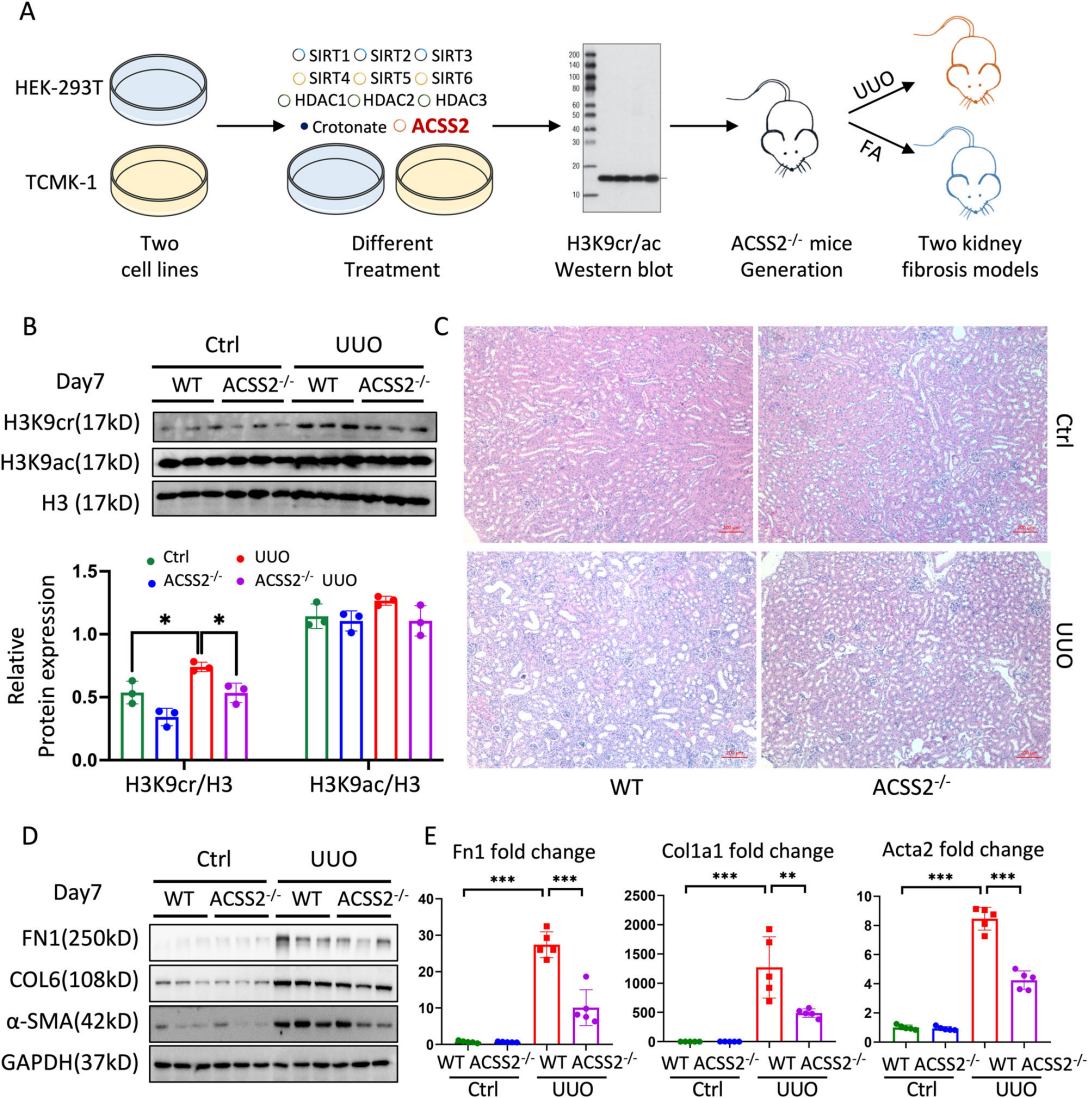
Global deletion of ACSS2 suppressed H3K9cr level and alleviated kidney fibrosis in mice. **A** Schematic overview of process for screening factors influencing H3K9cr in vitro and experimental design in ACSS2^-/-^ mouse. **B** Protein level and quantitative analysis of H3K9cr, H3K9ac, and H3 in whole kidney lysates of control and UUO of WT and ACSS2^-/-^ mice (*n* = 3 per group, Control *vs*. UUO: *p* = 0.032; UUO *vs*. ACSS2KO + UUO: *p* = 0.03). **C** Representative images of H&E staining in UUO of WT and ACSS2^-/-^ mice (*n* = 6 per group). Scale bar: 200 μm. **D** FN1, COL6, α-SMA, and GAPDH immunoblotting in the whole kidney lysates of control and UUO of WT and ACSS2^-/-^ mice (*n* = 3 per group). **E** mRNA levels of Fn1, Col1a1 and Acta2 in whole kidney lysates of WT and ACSS2^-/-^ mice treated with UUO (*n* = 5 per group, Control *vs*. UUO: *p* < 0.001 for Fn1, *p* < 0.001 for Col1a, *p* < 0.001 for Acta2; UUO *vs*. ACSS2^-/-^ + UUO: *p* < 0.001 for Fn1, *p* = 0.007 for Col1a, *p* < 0.001 for Acta2). FAN: folic acid nephropathy; UUO: unilateral ureteric obstruction; WT: wild type; ACSS2^-/-^: ACSS2 knockout; Ctrl: Control. Data shown are means ± SEM. Statistical analysis by one-way ANOVA with Tukey’s post hoc test. *p < 0.05, **p < 0.01 and ***p < 0.001.

Crotonate, a source of histone Kcr, also increased the level of H3K9cr and H3K9ac in TECs (Supplementary Fig. 3C, D, Supplementary Fig. 4C, D), demonstrating that crotonate exerted an impact on histone Kac process via ACSS2 effect. The SIRTs and HDACs were successfully overexpressed in TCMK-1 and HEK-293T cells after transfection with various plasmids (Supplementary Fig. 3E–P). Overexpression of SIRT1/2/3 and HDAC1/2/3 reduced the level of H3K9cr and H3K9ac in TECs (Supplementary Fig. 4E–H); however, overexpression of SIRT4/5/6 only affected H3K9ac modification without affecting H3K9cr (Supplementary Fig. 4I, J). Consequently, we proposed that ACSS2, notwithstanding H3K9ac interference, could be the ideal instrument for exploring the functions of H3K9cr in TECs and kidneys.

To understand the role of ACSS2-mediated H3K9cr in renal fibrosis, we generated mice with genetic deletion of ACSS2 using the CRISPR/Cas9 knock-out system (Supplementary Fig. 5A–C). The ACSS2^-/-^ mice were born at the expected Mendelian ratio, with no birth or growth defects and no signs of kidney function defects. The results of western blotting confirmed that ACSS2 reduction in the kidneys of knockout mice (ACSS2^-/-^) compared with littermate controls (Supplementary Fig. 5D, E). Interestingly, ACSS2 also decreased in fibrotic kidney of mice. The single-cell transcriptomics analysis from published studies suggested that ACSS2 was decreased in the proximal tubule (PT) S3 in the fibrotic kidney of mice^16,17^, while increased in CKD patients^18^ (Supplementary Fig. 6A, B). Mouse single-cell transcriptomics typically selects a piece of cortex for testing, while human kidney single-cell transcriptomics always uses intact cortical and medullary kidney penetrating tissue for subsequent experiments. The differences in single-cell transcriptome results indicate that different sampling methods have an impact on the expression pattern of ACSS2. On the other hand, the IHC staining revealed that ACSS2 was mainly expressed in the corticomedullary junction area of fibrotic kidneys, indicating a high correlation between ACSS2 expression and spatial characteristics (Supplementary Fig. 6 C). As the ability of single-cell transcriptomics to distinguish tubular cells is far inferior to spatial transcriptomics (Supplementary Fig. 6D, E), we reanalyzed the spatial transcriptomics data from Dixon et al. ^19^. It was revealed that PT S3 cells were those cells mainly expressed in corticomedullary junction with more expression of ACSS2 in fibrotic kidney compared to control (Supplementary Fig. 6F–H). Combined spatial transcriptomics data and our experiments, ACSS2 seemed to increase in special tubular epithelial cells of fibrotic kidneys while decreasing in bulk kidneys.

Next, two experimental kidney fibrotic mice (UUO and FAN) were created using ACSS2^-/-^ mice and littermate controls. After evaluating the level of H3K9cr by western blotting, we confirmed that genetic knockout of ACSS2 could reduce the level of H3K9cr in fibrotic kidneys, which was consistent with the results of cell experiments. Similarly, the level of H3K9ac remained unchanged (Fig. 2B and Supplementary Fig. 9A, B). In addition, the knockout of ACSS2 also decreased the levels of H3K18cr, H3K14cr, and H3K23cr as well as H3K27ac, H3K4ac, and H3K36ac in UUO fibrotic kidneys (Supplementary Fig. 7), where similar results have been confirmed in TGFβ1-triggered epithelial tubular cells with transfected with ACSS2 plasmids (Supplementary Fig. 8). Furthermore, we analyzed the phenotype of these mice to explore the function of ACSS2 in kidney fibrosis (Fig. 2A). Histological changes, such as tubule atrophy and interstitial fibrosis, were alleviated in ACSS2^-/-^ compared with wild-type (WT) UUO mice (Fig. 2C). The expression of protein markers of fibrosis including fibronectin (FN1), collagen type 6 (COL6), and smooth muscle actin (α-SMA) were higher in fibrotic kidneys, but lower in ACSS2^-/-^ kidneys of UUO mice (Fig. 2D and Supplementary Fig. 9C–G). Transcript levels of fibrotic markers in kidneys including Fn1, collagen type 1a1 (Col1a1), and smooth muscle alpha (α)−2 actin (Acta2) were altered similarly to the levels of fibrotic markers at the protein level (Fig. 2E). Genetic deletion of ACSS2 also decreased H3K9cr level and alleviated kidney fibrosis in FAN mice (Supplementary Fig. 9H–K). All these data confirmed that global genetic deletion of ACSS2 could influence H3K9cr level and thus improve kidney fibrosis.

### Tubular-specific deletion of ACSS2 decreased H3K9 crotonylation to delay the progression of kidney fibrosis

TECs play a core role in kidney fibrosis^20^. The IHC staining results confirmed that ACSS2 was mainly expressed in TECs of fibrotic kidneys both in mice and human (Fig. 3A and Supplementary Fig. 10A). To investigate the contribution of ACSS2 in TECs to kidney fibrosis, we crossed ACSS2 flox mice with Ksp-Cre mice to selectively delete ACSS2 in TECs of the kidneys (Fig. 3B and Supplementary Fig. 10B–D). The Ksp-Cre ACSS2^fl/fl^ (ACSS2^tecKO^) mice and Cre-negative littermate controls (ACSS2^tecWT^) were subjected to UUO or injected with folic acid (FA). The kidneys of ACSS2^tecKO^ and ACSS2^tecWT^ mice exhibited the same extent of H3K9ac when compared with sham-operated kidneys. The H3K9cr level was increased dramatically in ACSS2^tecWT^ UUO kidneys, and was inhibited in kidneys of ACSS2^tecKO^ UUO mice (Fig. 3C). The changes in H3K9cr and H3K9ac were also similar in the kidneys of FAN ACSS2^tecKO^ mice (Supplementary Fig. 11A).

**Fig. 3:**
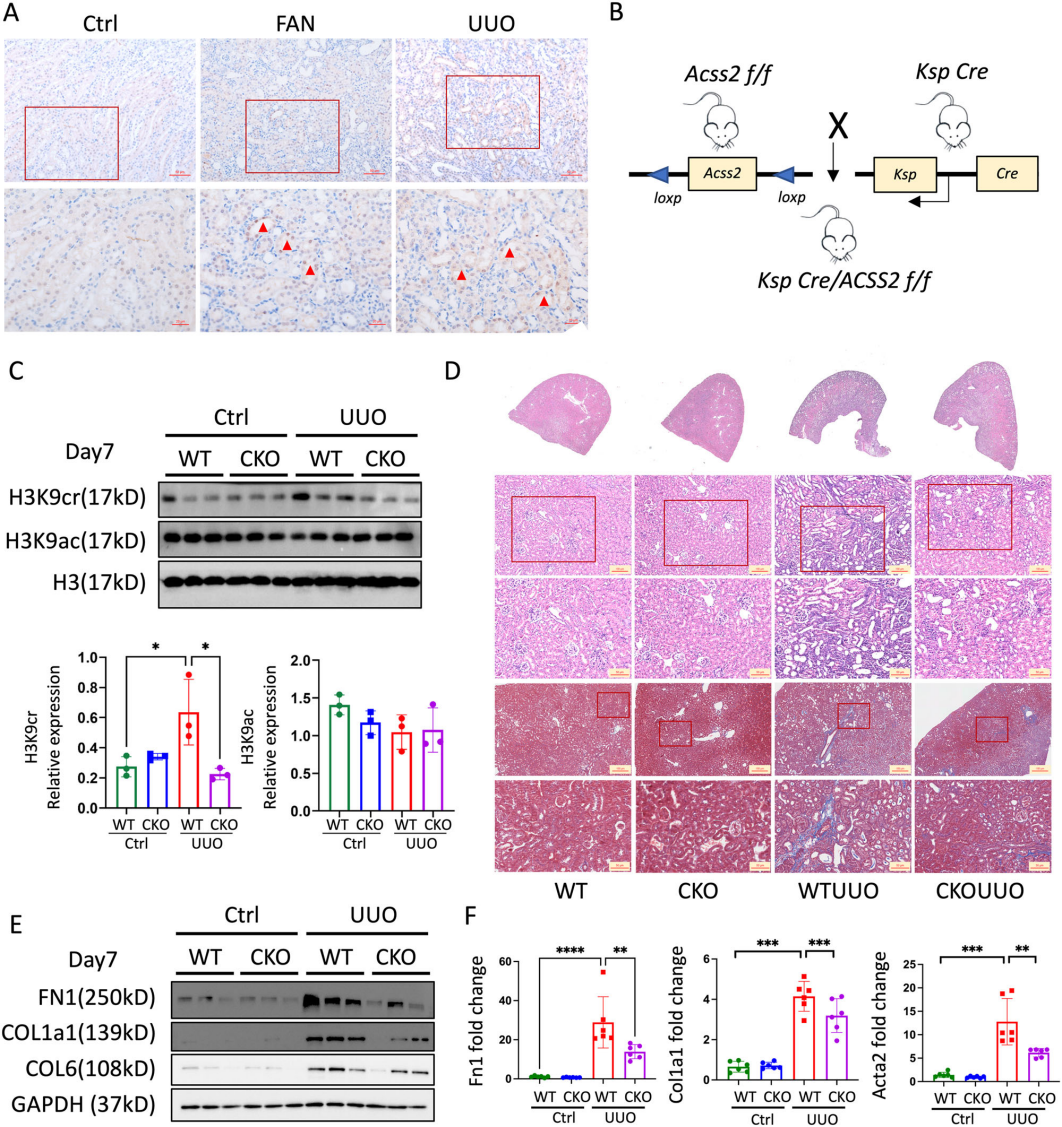
TEC-specific deletion of ACSS2 suppressed H3K9cr level and alleviated fibrosis in mice. **A** Representative IHC staining of ACSS2 in kidneys of control and mice treated with UUO or injected with FAN (*n* = 3 per group). Scale bar: upper panels: 50 μm; lower panels:20 μm. **B** Design strategy of TEC-specific deletion of ACSS2 (ACSS2^tecKO^) mice. **C** H3K9cr, H3K9ac and H3 immunoblotting and quantification of these immunoblots in the whole kidney lysates of control and UUO of WT and ACSS2^tecKO^ mice (*n* = 3 per group, Control vs UUO: *p* = 0.0212;UUO vs ACSS2CKO + UUO: *p* = 0.0106). **D** Representative images of H&E and Masson staining in kidneys of UUO of WT and ACSS2^tecKO^ mice (*n* = 3 per group). Scale bar: upper panels: 100 μm; lower panels: 50 μm. **E** FN1, COL1a1, COL6 and GAPDH immunoblotting in the whole kidney lysates of control and UUO of WT and ACSS2^tecKO^ mice (*n* = 3 per group). **F** mRNA levels of Fn1, Col1a1, Acta2 or Col6 in whole kidney lysates of WT and ACSS2^tecKO^ mice treated with UUO (*n* = 6 per group, Control *vs*. UUO: *p* < 0.0001 for Fn1, *p* < 0.0001 for Col1a, *p* < 0.0001 for Acta2; UUO *vs*. ACSS2CKO + UUO: *p* = 0.0055 for Fn1, *p* = 0.0011 for Col1a, *p* = 0.0456 for Acta2). UUO unilateral ureteric obstruction, WT wild type, IHC Immunohistochemical, ACSS2 CKO tubular epithelial cell-specific deletion of ACSS2. Triangle: representative positive staining of ACSS2. Data shown are means ± SEM. Statistical analysis by one-way ANOVA with Tukey’s post hoc test. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

The results of H&E and Masson staining showed that tubule injury and collagen deposition were alleviated in the kidneys of ACSS2^tecKO^ UUO mice compared with ACSS2^tecWT^ UUO mice (Fig. 3D). The western blot and qPCR results also confirmed that kidney fibrosis of UUO and FAN mice were ameliorated in ACSS2^tecKO^ mice compared with ACSS2^tecWT^ mice, demonstrated by the decreased expression of fibrotic markers (Fig. 3E, F and Supplementary Fig. 11B–D). In summary, the data indicated that specific deletion of tubular ACSS2 decreased H3K9 crotonylation to delay the progression of kidney fibrosis.

### H3K9cr promoted cytokine production and regulated cytokine-cytokine receptor interaction in fibrotic kidneys

Since the genomic locations of H3K9cr have not been previously mapped in kidneys, it is difficult to explore the possible regulatory genes of H3K9cr through the public database. Therefore, we sought to determine the biological function of H3K9cr using chromatin immunoprecipitation sequencing (ChIP-seq). For comparison and as a control, we also performed H3K9ac ChIP-seq using the same samples (Fig. 4A). 

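ChIP-seq pulls down chromatin fragments with an antibody and sequences their DNA, so that regions carrying H3K9cr or H3K9ac stand out from the rest of the genome as peaks. The authors deposited 1 list of peaks per library, called in that library alone, and 14 lists from mouse kidneys were analysed here, 8 of H3K9cr and 6 of H3K9ac. The 4 groups were control and UUO kidneys of wild-type (WT) and ACSS2-/- mice, where UUO (unilateral ureteric obstruction) is a surgical model of kidney fibrosis. H3K9cr had 2 libraries in each group, and H3K9ac had 2 in each UUO group and 1 in each control group, since H3K9ac libraries of replicate 1 of the control groups were not analysed here. According to the methods, the authors removed adapter and low-quality reads, aligned the rest with Bowtie2, discarded organelle reads, poorly mapped reads and PCR duplicates, and called peaks with MACS2 at a fixed q value. The lists give the position of each peak and no height, fold enrichment, q value or strand, so the ChIP signal itself and the read depth of a library are unknown from them. An H3K9cr list held between 27530 and 45014 peaks with a median of 36061.5, and an H3K9ac list between 15988 and 32760 with a median of 21575.5. The median length of a peak in a library was between 812 and 1044.5 bp. The number of peaks that pass a threshold grows with read depth as well as with the mark, so each comparison of numbers below was set against the spread between replicates.

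Genes were taken from the RefSeq annotation of the mouse assembly GRCm38.p6, with 49943 genes on the autosomes, X and Y. The paper's text does not name a genome build. A median of 42.4% of the peaks of a library lay within 500 bp of an annotated gene end, against 12.7% after all positions were moved by 20000 bp, and the annotation was used on this basis. It was used without strand, so a gene was counted as having a promoter peak when a peak overlapped by at least 1 bp the 3 kb either side of either of its ends, and peaks at termination sites count as well. With 2 libraries against 2, an exact two-sided permutation test cannot give a p below 0.33, and with a single H3K9ac library in a control group a difference has no replicate check on that side. The sample labels give each antibody another catalogue number in each group, while Supplementary Data 4 lists a single number per antibody. In 4 of the 14 lists, the mouse number written in the names of the peaks differs from the replicate number of the label. These were WT UUO H3K9cr replicate 1, ACSS2-/- UUO H3K9cr replicate 1 and both ACSS2-/- UUO H3K9ac libraries, and replicates are numbered here by the labels.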

We found that both H3K9ac and H3K9cr were enriched at transcriptional start sites (Supplementary Fig. 12). 

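In each of the 14 libraries, the share of peaks at gene ends was compared with the mean share over 20 random placements of the same peaks on the same chromosomes. Between 46.2% and 60.8% of the peaks lay at gene ends in the 8 H3K9cr libraries, and between 57.1% and 81.8% in the 6 H3K9ac libraries. Random placement gave between 18.8% and 19.8%. The observed share was between 2.39 and 4.32 times the random one, with a median of 2.98 over the 14 libraries. This median was 4.67 when the window was narrowed to 1 kb either side, the alternative that moved it most. The random placements describe each library on its own, so no p-value was drawn from them. In each of the 4 groups, every H3K9ac library had a larger share of its peaks at gene ends than every H3K9cr library, and also fewer peaks. Along genes longer than 10 kb, with 40520 ends, H3K9cr cover was highest 300 bp inside the gene end, where a peak covered between 21.3% and 24.6% of the ends. At 5 kb outside the gene, it covered between 2.34% and 4.79% of them. H3K9ac cover was highest 300 to 400 bp inside, at between 17.9% and 24.7% of the ends, against between 1.55% and 4.27% at 5 kb outside.

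**Figure D1:**
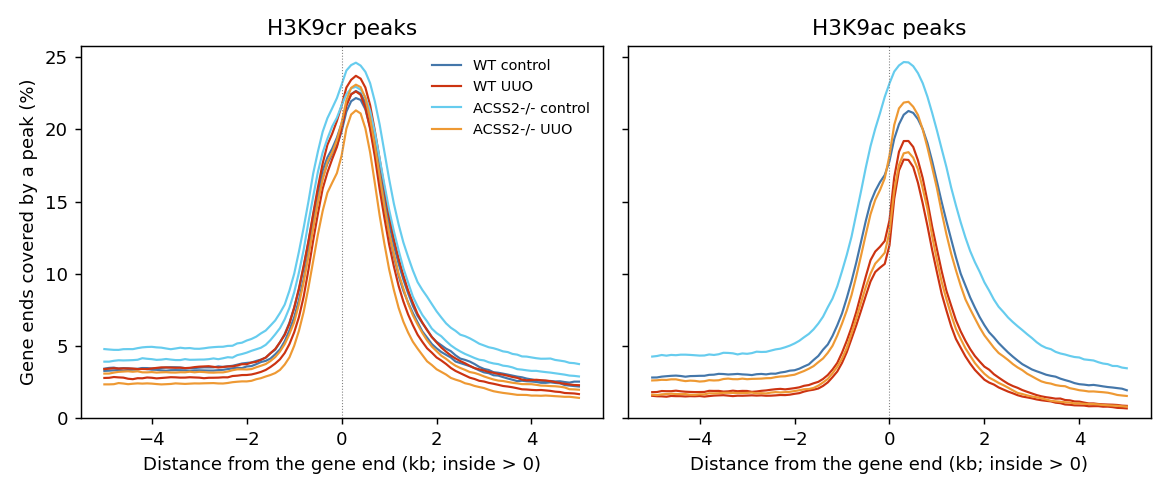
Share of gene ends covered by a peak (%, vertical axis) against the distance from the gene end (kb, horizontal axis, positive inside the gene), with H3K9cr on the left and H3K9ac on the right. Each line is 1 library, coloured by group; all 14 lines have their maximum 300 to 400 bp inside the gene end.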

The location of H3K9cr at transcriptional start sites is consistent with previous findings^10,21^. 

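In control kidneys of WT mice, 34715 ± 2503 H3K9cr peaks (SD, n = 2) were called, against 25585 H3K9ac peaks in the single H3K9ac library. The H3K9cr peaks covered 43.3 ± 2.13 Mb (SD, n = 2) and the H3K9ac peaks 34.2 Mb. In UUO kidneys of WT mice, there were 33570 ± 4475 H3K9cr peaks (SD, n = 2) and 17284 ± 1833 H3K9ac peaks (SD, n = 2). They covered 39.8 ± 6.77 Mb and 19.5 ± 2.50 Mb. The ratio of H3K9cr to H3K9ac was 1.36 in control and 1.94 in UUO kidneys for the number of peaks, and 1.26 and 2.04 for the length covered. Each H3K9cr library of WT mice held more peaks than each H3K9ac library of its group, and the exact permutation test in UUO kidneys gave a two-sided p of 0.33, the smallest it allows with n = 2 in each group. The lists show where signal passed the authors' threshold and not its height, which is what the ChIP profiles plot.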

Remarkably, the ChIP signal did not differ between H3K9cr and H3K9ac for control mice, while the ChIP signal of H3K9cr was obviously stronger than that of H3K9ac in the kidneys of UUO mice (Fig. 4C). 

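For each mark on its own, the number of H3K9cr peaks was similar in UUO and control kidneys of WT mice, with a log2 ratio of -0.05 that lay within the spread of the replicates. The number of H3K9ac peaks was lower in UUO kidneys, with a log2 ratio of -0.57, and both UUO libraries held fewer peaks than the control library. Over WT and ACSS2-/- mice, the ratio of mean peak numbers in UUO over control was 0.858 for H3K9cr (n = 4 against 4, two-sided exact permutation p = 0.171) and 0.655 for H3K9ac (n = 4 against 2, p = 0.0667 from the same exact test, the smallest it allows). The length covered fell to 0.734 times the control value for H3K9cr (two-sided exact permutation p = 0.0571) and to 0.522 times for H3K9ac (p = 0.0667, likewise the smallest that the exact test allows). The fall for H3K9cr came mainly from ACSS2-/- mice. Its length ratio was 0.596 in these and 0.920 in WT mice, the latter within the spread of the replicates. The ratios of H3K9cr peak numbers were 0.766 and 0.967.

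At promoters, 150 genes had an H3K9cr peak in all 4 UUO libraries and in none of the 4 control libraries, and 168 genes had one in all 4 control libraries and in no UUO library. With the WT libraries only, 2 against 2, these numbers were 920 and 498, the alternative that moved them most. The lists hold no peak score, so genes were named by the length of their promoter peak within each library, a rule set after the lists were seen. The 5 gained genes with the longest peaks were C1qc, the pseudogene Gm9169, Tyrobp, Il21r and C1qb, of which C1qb and C1qc are neighbours. The 5 lost genes with the longest peaks were the non-coding genes Gm11775, 1700028J19Rik and Gm33836 and the protein-coding genes Ambp and Slc5a12.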

The ChIP signal of H3K9cr and H3K9ac in control and UUO mice were shown in Fig. S13A.

**Fig. 4:**
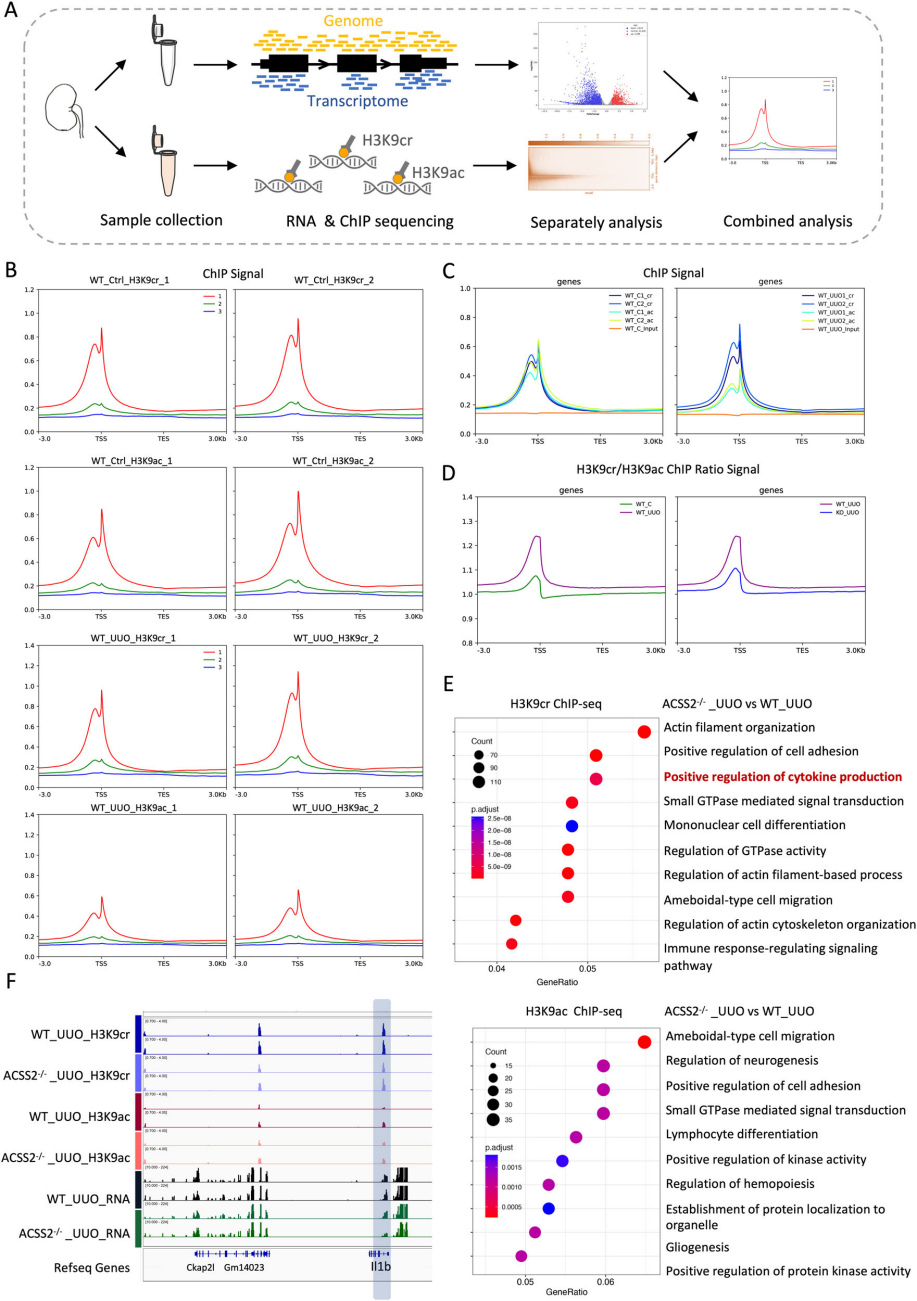
Integrated analysis of ChIP sequencing and RNA sequencing in kidneys of control and UUO from WT and ACSS2-/- mice. **A** Outline of bioinformatic analysis strategy. **B** All genes were split into 3 equal groups based on their expression levels calculated from RNA-seq. Mean H3K9cr and H3K9ac ChIP signals are shown for each tertile of gene expression and shown as different colored lines (red line is the gene expressed highest, and blue line is the gene expressed lowest) in both control and UUO mice. **C** H3K9cr, H3K9ac, and input ChIP signals are shown in both control and UUO mice. TSS, transcriptional start site; TES, transcriptional termination site. **D** Mean H3K9cr to H3K9ac ChIP ratios in the control and UUO of WT and ACSS2^-/-^ mice. **E** Comparable analysis from ChIP sequence between UUO of WT and ACSS2^-/-^ mice using GO database, two-sided statistical tests. **F** Genome browser representation of RNA-seq reads and ChIP-seq reads for Il1b from UUO of control and ACSS2^-/-^ mice. “Gene count” is the number of genes enriched in a GO (gene ontology) or KEGG (Kyoto Encyclopedia of Genes and Genomes) term. ‘Gene ratio’ is the percentage of total differential expression genes in the given GO/KEGG term. UUO unilateral ureteric obstruction, WT wild type, ACSS2^-/-^: ACSS2 knockout.

We further performed RNA-seq on these samples, as the combination of ChIP-seq and RNA-seq data can be used to decipher the transcriptional regulation network (Fig. 4A). Whether in control mice or UUO mice, the results of individual analyzes revealed a strong correlation between H3K9cr and H3K9ac regarding gene expression during the process of kidney fibrosis. 

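Most H3K9ac peaks lay at positions that also carried an H3K9cr peak in the same group. Over the 12 pairs of an H3K9ac and an H3K9cr library within a group, a median of 82.5% of the H3K9ac peaks overlapped an H3K9cr peak. The share was between 76.3% and 79.3% in WT control and between 88.2% and 92.9% in WT UUO kidneys, and between 68.6% and 73.0% in ACSS2-/- control and between 70.2% and 89.0% in ACSS2-/- UUO kidneys. When only the longest 50% of each library's peaks were used, a setting chosen after seeing the data, the median was 92.2%. With the 15988 longest peaks of every library, chosen likewise, it was 78.0%. With an overlap of at least 50% of the shorter feature, it was 79.4%. In the other direction, between 35.9% and 63.2% of the H3K9cr peaks overlapped an H3K9ac peak, as there were more H3K9cr peaks in every group. The Jaccard index, the length covered by both libraries divided by the length covered by either, was between 0.348 and 0.491 for the 12 pairs of the 2 marks in a group. It was between 0.525 and 0.615 for the 6 pairs of replicates. The index cannot exceed the shorter covered length divided by the longer, and in 4 of the 12 pairs, all from UUO kidneys, this limit was itself below 0.525, so the lower index there partly restates that H3K9ac peaks cover less. In the control groups, where the limits were between 0.764 and 0.995, the index was between 0.453 and 0.475 for the marks and between 0.568 and 0.587 for replicates of H3K9cr. With the 15988 longest peaks of every library, a setting chosen after seeing the data, it was between 0.423 and 0.532 for the marks, with 1 of the 12 limits below the lowest replicate pair, and between 0.579 and 0.627 for replicates. H3K9cr libraries of the control groups had an index between 0.384 and 0.486 with H3K9cr libraries of the UUO groups. Gene expression was not used in these comparisons.

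**Figure D2:**
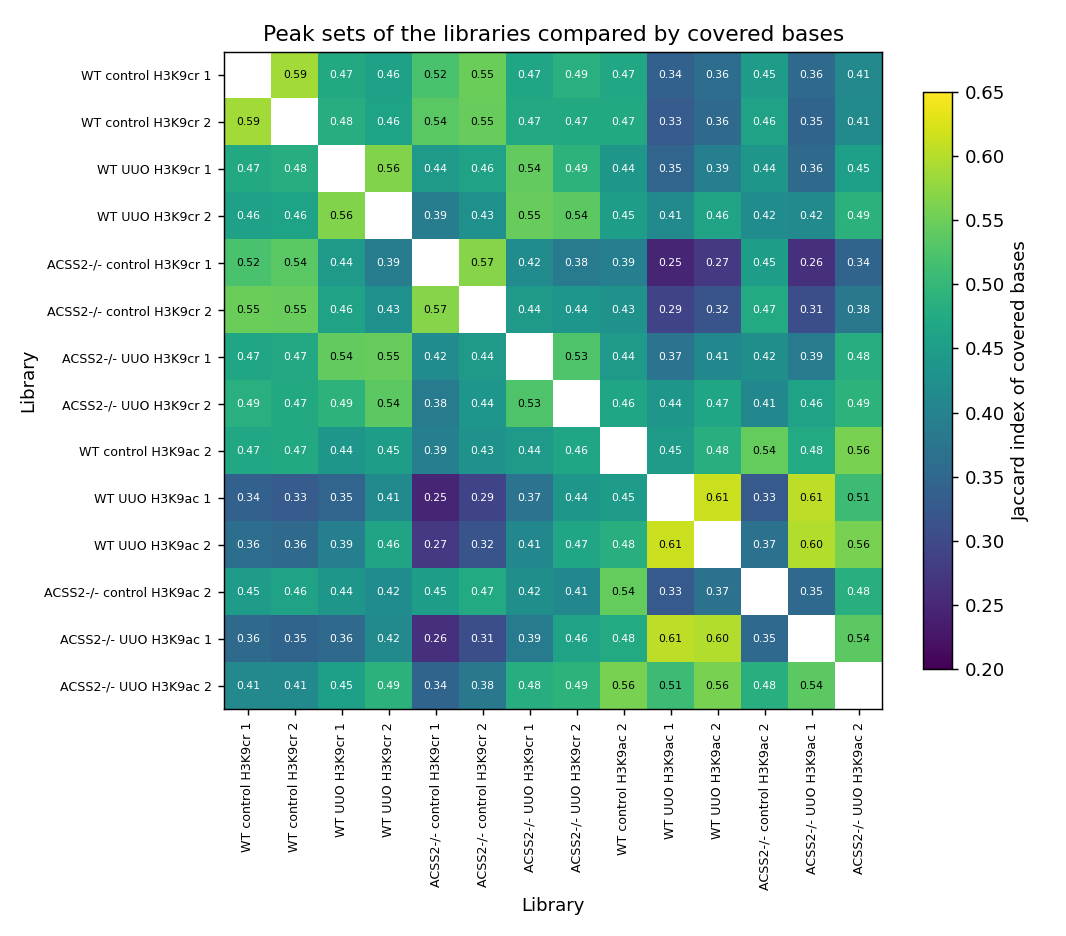
Jaccard index of covered bases for every pair of the 14 libraries, with the number after each name giving the replicate of the label. Brighter squares have a higher index; replicates of a group and mark lie between 0.525 and 0.615.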

The highest tertiles of gene expression displayed the highest occupancy of histone Kac and Kcr, suggesting that both H3K9cr and H3K9ac could activate gene transcription (Fig. 4B).

To further examine the relationship between H3K9cr and H3K9ac, we analyzed the relative ratio of H3K9cr to H3K9ac when both acylations can be detected (Fig. 4D). These results demonstrated that gene expression in UUO kidneys were among those with the highest H3K9 crotonylation/acetylation ratios. 

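Most genes with H3K9ac at the promoter had H3K9cr there as well. In WT control kidneys, between 16405 and 16619 genes had both marks in the 2 pairs of libraries, and these were between 94.1% and 95.3% of the genes with H3K9ac. In WT UUO kidneys, between 14778 and 15681 genes had both marks in the 4 pairs, between 97.9% and 99.1% of the genes with H3K9ac. In WT UUO kidneys between 3008 and 4677 genes had H3K9cr only and between 134 and 332 had H3K9ac only, while WT control kidneys had between 1791 and 2099 and between 816 and 1030. The H3K9cr/H3K9ac ratio was therefore computed here from the number of genes with a promoter peak for each mark, since the lists carry no signal to divide. Averaged over the 4 groups, its log2 was 0.14, a ratio of 1.11, and an exact permutation of the marks within groups gave a two-sided p of 0.0154 over 324 arrangements. According to the paper, both marks were measured in the same samples, which this test leaves out. With 6 pairs of libraries by replicate number, 3 of which differed in Y-linked peaks, the log2 ratio was 0.17 (two-sided exact sign-flip p = 0.0938). With 5 pairs by the mouse numbers in the peak names, a setting chosen after seeing the data, it was 0.13 (two-sided exact sign-flip p = 0.125, where the smallest possible is 0.0625). When all peaks were counted in place of promoters, the log2 ratio was 0.58. When every library was reduced to its 15988 longest peaks, a setting chosen after seeing the data, the direction was reversed, with a log2 ratio of -0.10 (two-sided exact permutation p = 0.00926). With equal numbers of peaks, this count depends on the share of peaks at gene ends. With all peaks, that share was larger for H3K9ac in every group, so the reversal may restate it. As 15988 peaks are the complete list of WT UUO H3K9ac replicate 1, this setting does not correct for read depth.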

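In WT control kidneys, 18457 ± 369 genes had an H3K9cr promoter peak (SD, n = 2) and 17435 genes an H3K9ac promoter peak (1 library), a log2 ratio of 0.08. In WT UUO kidneys, the numbers were 19069 ± 619 and 15459.5 ± 701 (SD, n = 2 each), a log2 ratio of 0.30 and a linear ratio of 1.23. The ratio was thus 0.22 higher on the log2 scale in UUO than in control kidneys, and it was not tested because the control group had 1 H3K9ac library. Between single libraries, the others give such a difference an SD of 0.09, which leaves out the unknown spread of H3K9ac in control kidneys. The rise came with fewer genes carrying H3K9ac in UUO kidneys, a log2 change of -0.17, where the control H3K9ac library had peaks at Y-linked genes and neither UUO library did. The number with H3K9cr changed by 0.05, within its spread between replicates. With the number of peaks made equal between libraries, the log2 ratios were -0.12 in control and -0.02 in UUO kidneys, so that the difference between the groups kept its direction at 0.10 while both ratios changed theirs.

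**Figure D3:**
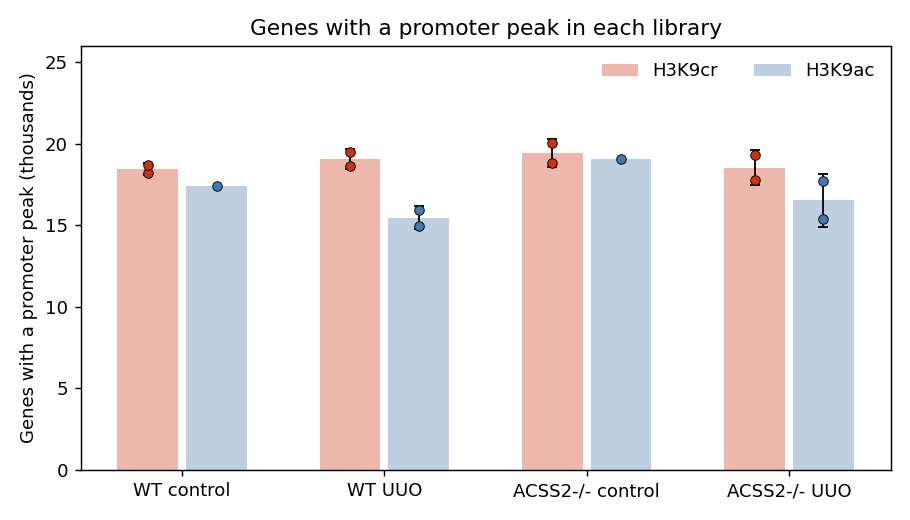
Number of genes with a promoter peak (in units of 1000, vertical axis) in each of the 4 groups (horizontal axis), for H3K9cr and H3K9ac. Points are libraries, bars are means and error bars are SD where there are 2 libraries; the gap between the marks is widest in WT UUO kidneys, with a log2 ratio of 0.30.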

When deleting ACSS2 in UUO kidneys, the decrease in H3K9cr leads to lower H3K9cr/ac ratios. Nevertheless, deletion of ACSS2 exerted an insignificant effect on genes in control kidneys, as the H3K9cr level remained unchanged (Supplementary Fig. 13B). 

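In ACSS2-/- UUO kidneys, 18522 ± 1068 genes had an H3K9cr promoter peak and 16520.5 ± 1644 an H3K9ac promoter peak (SD, n = 2 each). The log2 H3K9cr/H3K9ac ratio was 0.16, a linear ratio of 1.12, and the exact permutation test of the 2 marks reached its smallest two-sided p. Against WT UUO kidneys, the log2 ratio was changed by -0.14. The replicates give an SD of 0.18 for such a change between single libraries. A change between means of 2 libraries has a smaller SD, so 0.18 does not place it within the replicate spread. No p-value is given for this change. The planned permutation of genotypes took libraries of the same replicate number as 1 mouse, and in 3 of the 4 such pairs in UUO kidneys the H3K9cr and H3K9ac libraries differed in peaks at Y-linked genes. H3K9cr alone changed by -0.04 and H3K9ac by 0.10 on the log2 scale between the genotypes, both within the replicate spread. For H3K9cr, both replicate 1 libraries had Y-linked peaks and both replicate 2 libraries lacked them, so this spread holds that difference too. Within replicate 1, 19277 genes had H3K9cr in ACSS2-/- against 19507 in WT UUO kidneys. Within replicate 2, the numbers were 17767 and 18631, lower again in ACSS2-/- kidneys, and this was not tested. The difference of the log2 H3K9cr/H3K9ac ratio between the genotypes was -0.36 when all peaks were counted and -0.57 for the length covered. It lay between -0.24 and -0.03 in the 8 fits that each left out 1 library. With the number of peaks made equal, the difference was -0.04, and the ratio itself turned to -0.06.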

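In ACSS2-/- control kidneys, 19441.5 ± 862 genes had an H3K9cr promoter peak (SD, n = 2) and 19079 genes an H3K9ac promoter peak (1 library), a log2 ratio of 0.03. This ratio had no fixed direction, as it was -0.02 without replicate 1 of H3K9cr and -0.20 with the number of peaks made equal between libraries. Compared with WT control kidneys, the log2 ratio changed by -0.06. The H3K9cr replicates alone give an SD of 0.07 for such a change between single libraries. No test was made with a single H3K9ac library in each group. Both marks had more promoter genes in ACSS2-/- than in WT control kidneys, with log2 changes of 0.07 for H3K9cr and 0.13 for H3K9ac. The length covered by H3K9cr peaks in ACSS2-/- control kidneys was 58.0 ± 9.34 Mb (SD, n = 2), 1.34 times that in WT control kidneys, and both of these libraries covered more than both WT ones (two-sided exact permutation p = 0.33, the smallest possible). H3K9ac peaks there covered 51.1 Mb, 1.49 times the WT control value.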

According to these findings, H3K9cr may activate gene expression similarly to H3K9ac, exerting a greater impact on renal fibrosis-related genes.

To understand the specific regulatory genes of H3K9cr in kidney fibrosis, we investigated the RNA-seq data between control and UUO kidneys. Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway studies revealed the considerably enriched pathways of cytokine-cytokine receptor interaction and a cytokine-mediated signaling pathway in fibrotic kidneys (Supplementary Fig. 13C, D). After ACSS2 deletion in mice, the number of genes enriched in a pathway decreased (Supplementary Fig. 13E, F). Furthermore, to determine whether the reduction of the two signaling pathways produced by ACSS2 deletion is regulated by H3K9cr or H3K9ac, we investigated the results of GO pathway analysis from ChIP-seq data. It is noteworthy that the deletion of ACSS2 exhibited a greater impact on the genes controlling cytokine production by H3K9cr than H3K9ac in UUO kidneys (Fig. 4E).

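For this comparison, H3K9cr was counted as lost at a promoter when both WT UUO libraries had a peak there and neither ACSS2-/- UUO library did, since the lists carry no counts for a differential test. Of 17866 genes with H3K9cr in both WT UUO libraries, 358 lost it, while 146 genes had it in both ACSS2-/- UUO libraries and in no WT UUO library. Of 14423 genes with H3K9ac in both WT UUO libraries, 32 lost it and 332 showed the opposite, and 3 genes lost both marks. A split of the same 4 H3K9cr libraries by replicate number instead of genotype gave 434 promoters in replicate 1 only and 62 in replicate 2 only, and the replicate 1 libraries also held more peaks. They differed from the replicate 2 libraries in the mouse number in the peak names as well, and had peaks at Y-linked genes, which the replicate 2 libraries lacked. The remaining split, of WT replicate 1 and ACSS2-/- replicate 2 against the others, gave 141 and 191. For H3K9ac, the split by replicate number gave 17 and 557, and the remaining split 182 and 45. With genes also counted as lost when 1 ACSS2-/- library had a peak, the numbers were 1368 for H3K9cr and 508 for H3K9ac, the alternative that moved them most.

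Gene Ontology terms were not used here, and 302 cytokine and cytokine receptor genes were taken by their symbols instead. H3K9cr was lost at 6 of the 149 of them that had it in both WT UUO libraries (Fasl, Tnfrsf25, Il12rb2, Ccl5, Ccl4 and Tnfsf14), or 4.03%, against 1.99% of other genes (odds ratio 2.07, two-sided Fisher's exact p = 0.128). H3K9ac was lost at 1 of 105, Fasl, or 0.952%, against 0.217% of other genes (odds ratio 4.43, two-sided Fisher's exact p = 0.209). Adjusted by Benjamini-Hochberg over the 4 set tests made, these p-values were 0.197 and 0.209. Of the 149 genes, 104 had both marks in both WT UUO libraries, and among these Fasl alone lost H3K9cr and Fasl alone lost H3K9ac. The other 5 genes that lost H3K9cr were without H3K9ac in at least 1 WT UUO library. The leukocyte markers Cd2, Cd3e and Lyz2 lost H3K9cr in the same comparison. Libraries of whole kidneys cannot separate a change of the mark from a change of the cells present. Over the cytokine genes with either mark, the losses of 6 of 149 and 1 of 105 were not told apart (two-sided Fisher's exact p = 0.245). They were told apart with a 1 kb window, at 6 of 129 and 0 of 91 (two-sided Fisher's exact p = 0.0432), and with the longest 50% of the peaks, a setting chosen after seeing the data, at 9 of 106 and 0 of 67 (p = 0.0130 from the same exact test). These tests count a gene with both marks as 2 genes. At the genes with both marks, 2 of 90 lost H3K9cr and 0 lost H3K9ac with the 1 kb window (two-sided exact McNemar p = 0.500). With the less strict definition of loss, cytokine genes were lost more often than other genes for both marks, at 24 of 149 for H3K9cr (two-sided Fisher's exact p = 0.000491) and 12 of 105 for H3K9ac (p = 0.000318 from the same exact test). Of the genes with both marks, 5 then lost H3K9cr and 12 lost H3K9ac (two-sided exact McNemar p = 0.0391, a test chosen after seeing the data). The 5 genes with the longest lost H3K9cr peaks were Tmem268, Gm10250, Gm5292, Gm5922 and Gm6195, and those for H3K9ac were Sorbs3, Gm36599, Fasl, Gm33185 and Sdk1.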

Within these pathways, interleukin-1 (IL-1β) was found to be a core and altered proinflammatory cytokine, as mentioned in a previous study^16^. According to the enrichment plots of the GSEA results, the number of genes enriched in the pathways “cytokine-cytokine receptor interaction” and “response to IL-1” were increased in UUO kidneys while decreased after ACSS2 deletion (Supplementary Fig. 13G). It also raises the possibility that the deletion of ACSS2 offers renoprotection which mainly partially depends on H3K9cr-mediated IL-1β production. 

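The gene Il1b encodes IL-1β and Il1r1 its receptor. H3K9cr peaks within 3 kb of Il1b were called in both WT UUO libraries, in 1 of the 2 ACSS2-/- UUO libraries and in none of the 4 control libraries. Just outside the gene on chromosome 2, these peaks ran from 129372629 to 129373018 in WT UUO replicate 1 and from 129372365 to 129372877 in replicate 2, 390 and 513 bp long. In ACSS2-/- UUO replicate 1, a longer peak of 1645 bp ran from 129372570 to 129374214, with another of 508 bp inside the gene from 129370187 to 129370694, and replicate 2 had no peak. Farther outside, the region from 129379383 to 129381431 had H3K9cr in the same 3 libraries, with 1941 and 1392 bp in WT UUO and 817 bp in ACSS2-/- UUO kidneys. The presence of an Il1b peak thus followed UUO in WT mice and differed between the 2 ACSS2-/- mice, and 2 libraries per genotype cannot separate the genotypes.

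Il1r1 had an H3K9cr promoter peak in all 8 libraries, so its presence did not change with UUO or with ACSS2 deletion. Inside the gene on chromosome 1, the region from 40222615 to 40223418 had H3K9cr in both WT UUO libraries, in 1 of the 2 WT control and 1 of the 2 ACSS2-/- UUO libraries and in no ACSS2-/- control library. The neighbouring region from 40224348 to 40226015 had it in all H3K9cr libraries except WT UUO replicate 1. The mean length covered there was 589.5 bp in WT control, 453.5 bp in WT UUO, 1193.5 bp in ACSS2-/- control and 1122.5 bp in ACSS2-/- UUO kidneys, with the library without a peak counted as 0. More than 3 kb from the gene ends, H3K9cr in WT mice changed in both directions. From 40324335 to 40326254, outside the gene, the mean rose from 1171 bp in control to 1715 bp in UUO kidneys. From 40274994 to 40276542, inside it, the mean fell from 626.5 to 167 bp. Regions starting at 40233321, 40237664 and 40262736 were each called in 1 WT UUO library and in no other library. Acss2 itself had a promoter peak in all 14 libraries, the ACSS2-/- ones included, so these lists do not check the genotype labels. Positions are those of the deposited lists, counted from 1, and expression was not analysed here.

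**Figure D4:**
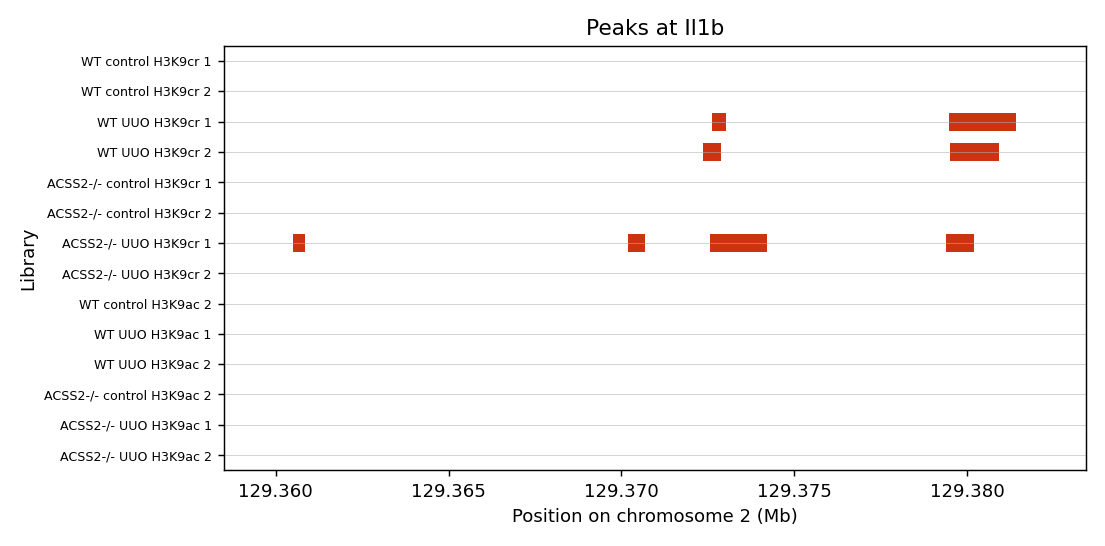
Peaks at Il1b and up to 10 kb either side in the 14 libraries (vertical axis, with the replicate of the label), by position on chromosome 2 (Mb, horizontal axis). Bars are peaks, all of H3K9cr; they appear in both WT UUO libraries and in ACSS2-/- UUO replicate 1.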

Excitingly, Il1b and Il1r1 displayed with increased H3K9cr level at their proximal promoter regions, and downregulated expression with ACSS2 deletion in UUO kidneys. However, these two genes displayed lower H3K9ac levels and fewer alterations after ACSS2 deletion (Fig. 4F and Supplementary Fig. 14A). 

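No H3K9ac peak was called within 10 kb of Il1b in any of the 6 H3K9ac libraries, which places its H3K9ac below the authors' threshold and does not show that it is absent. At the Il1r1 promoter, H3K9ac was called in 1 of the 2 WT UUO and 1 of the 2 ACSS2-/- UUO libraries, replicate 2 in each case, and in neither control library. These peaks, of 549 bp in WT UUO and 993 bp in ACSS2-/- UUO kidneys, overlapped the promoter H3K9cr peaks of the same region. Within Il1r1, the region from 40265948 to 40268043 on chromosome 1 carried both marks in all 14 libraries. In WT mice, H3K9cr peaks covered a mean of 1192 bp there in control and 1702 bp in UUO kidneys. H3K9ac peaks covered 1023 and 1075 bp. In ACSS2-/- mice, H3K9cr peaks covered 1559.5 bp in control and 1438 bp in UUO kidneys, and H3K9ac peaks 1031 and 1170.5 bp. Other genes examined here are named in the paper's text or legends. Of these, Tnf, Col1a1, Trp53 (p53), Cd68 and Il1rap had an H3K9ac promoter peak, counted at either gene end, in all 6 H3K9ac libraries. H3K9cr was called at the promoters of Tnf, Col1a1 and Cd86 in both WT UUO libraries and in neither WT control library. Mmp9 went the other way, with H3K9cr in both WT control and no WT UUO library, and H3K9ac in the WT control library and no WT UUO library. Fn1 and Acta2 also had H3K9ac in the WT control library and no WT UUO library, but had H3K9cr in both WT UUO libraries. In ACSS2-/- UUO kidneys, H3K9ac was called at Fn1 in 1 and at Acta2 in 2 of the 2 libraries. Il6 had H3K9cr in 1 of the 2 libraries of each UUO group, H3K9ac in 1 ACSS2-/- UUO library, and neither mark in control kidneys. Ccl2 (Mcp-1) and Nos2 (iNOS) had no promoter peak of either mark. The paper reads the signal at Il1b and Il1r1 (Fig. 4F and Supplementary Fig. 14A) as lower and less altered for H3K9ac. From its findings overall, it proposes that H3K9cr, not H3K9ac, controlled how cytokines and their receptors interact.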

The increase in Il1b and Il1r1 enrichment of H3K9cr following transfection of the ACSS2 plasmid in HEK-293T cells was further confirmed by ChIP-qPCR assay (Supplementary Fig. 14B). Interestingly, the enrichment of IL-1b also increased by H3K14cr, H3K27cr H3K36cr and H2BK34cr when we overexpress ACSS2 (Supplementary Fig. 14C). 

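Among the 302 cytokine and receptor genes taken by symbol, 127 ± 4.24 had an H3K9cr promoter peak in WT control kidneys (SD, n = 2) and 127 had an H3K9ac promoter peak (1 library). In WT UUO kidneys, 163 ± 11.3 had H3K9cr and 118 ± 12.7 had H3K9ac (SD, n = 2 each), and each H3K9cr library had more of them than each H3K9ac library (log2 ratio 0.47, the smallest two-sided p that the exact permutation test allows). In ACSS2-/- UUO kidneys, 148 ± 22.6 had H3K9cr and 130.5 ± 26.2 had H3K9ac (SD, n = 2 each), a log2 ratio of 0.18 that lay within the replicate spread. Between control and UUO kidneys of WT mice, the number with H3K9cr rose by a log2 ratio of 0.36, and both UUO libraries were above both control libraries. In ACSS2-/- control kidneys, 140.5 ± 10.6 genes had H3K9cr (SD, n = 2), and the log2 ratio of UUO over control was 0.08, within the replicate spread. The difference between the genotypes was not tested. Over both genotypes, the log2 ratio was 0.22 for H3K9cr (n = 4 against 4, two-sided exact permutation p = 0.0857) and -0.08 for H3K9ac.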

Overall, our findings indicated that H3K9cr, not H3K9ac, controlled the interaction between cytokines and cytokine receptors (particularly Il1b, which was crucial for fibrotic kidneys). However, whether crotonylation levels of other residues are also involved in regulating Il1b still needs further study. In addition, we analyzed the top five motifs from H3K9cr, which were HNF1b, COUP-TFII, ERRg, HNF4a, HNF1 in control kidneys, and ERG, ETV2, ETS1, GABPA, Fli1 in UUO kidneys (Supplementary Fig. 14D).

### H3K9 crotonylation promoted IL-1β production in both kidney cells and fibrotic kidneys

As abovementioned, ChIP investigations indicated that IL-1β could be directly regulated by H3K9 crotonylation. We independently evaluated H3K9cr-mediated changes of IL-1β production in mice and cells (Fig. 5A). First, IL-1β expressed more in CKD patients and negatively correlated with eGFR (Supplementary Fig. 15A, B). In addition, the increase of IL-1β was accompanied by an increase level of H3K9cr in fibrotic kidneys of UUO and FAN mice (Fig. 5B and Supplementary Fig. 16A, B). From the spatial transcriptomics data, the increase of ACSS2 in PT S3 was also accompanied with the slight rise of IL-1β (Supplementary Fig. 15C). When global or tubular specific knockout of ACSS2 were applied to decrease H3K9cr modification in mice with kidney fibrosis, both the protein level and transcription of IL-1β were suppressed (Fig. 5D, E and Supplementary Fig. 16C, D). Remarkably, it was clear that the deletion of ACSS2 reduced the amount of IL-1β produced in UUO kidneys, without influencing serum concentration (Fig. 5C). Immunofluorescence co-staining of IL-1β and H3K9cr also revealed that those tubular epithelial cells which highly expressed H3K9cr (yellow) could be co-stained with IL-1β (red) (Fig. 5F and Supplementary Fig. 15D).

**Fig. 5:**
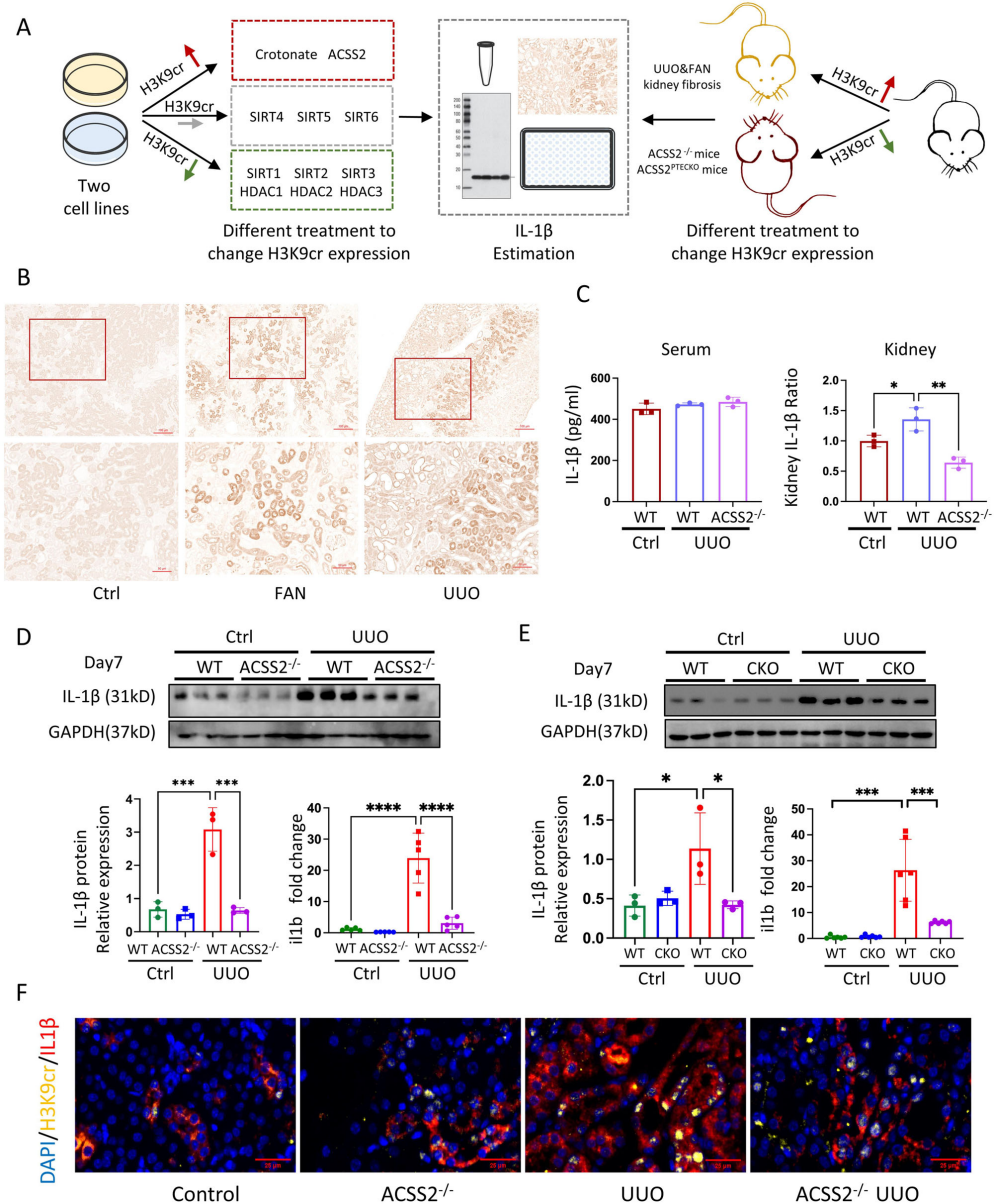
The changes of IL-1β expression under different condition. **A** Schematic overview of process for screening changes of IL-1β both in vivo and in vitro. **B** Representative IHC staining of IL-1β in kidneys of control and mice treated with UUO or injected with FA (*n* = 3 per group). Scale bar: upper panels: 100 μm; lower panels:50 μm. **C** IL-1β concentration of serum and kidney in control mice and UUO of WT and ACSS2^-/-^ mice tested by ELISA kit (*n* = 3 per group, Control vs UUO: *p* = 0.039; UUO vs. ACSS2^-/-^ + UUO: *p* = 0.0042). **D** IL-1β immunoblotting and quantification of IL-1β immunoblots normalizing to GAPDH (*n* = 3 per group, Control *vs*. UUO: *p* < 0.001; UUO vs. ACSS2^-/-^ + UUO: *p* < 0.001), as well as IL-1β mRNA levels (*n* = 5 per group, Control vs. UUO: *p* < 0.0001;UUO vs ACSS2^-/-^ + UUO: *p* < 0.0001). in kidneys of control and UUO from WT and ACSS2^-/-^ mice. **E** IL-1β immunoblotting and quantification of IL-1β immunoblots normalizing to GAPDH (*n* = 3 per group, Control *vs*. UUO: *p* = 0.0342; UUO vs. ACSS2CKO + UUO: *p* = 0.0315), as well as IL-1β mRNA levels (*n* = 6 per group, Control vs. UUO: *p* < 0.001; UUO vs ACSS2CKO + UUO: *p* < 0.001). in kidneys of control and UUO from WT and ACSS2^tecKO^ mice. **F** IF colocalization staining of kidney H3k9cr (yellow), IL-1β (red), and DAPI (blue) in UUO of WT and ACSS2^-/-^ mice (*n* = 3 per group). Scale bar: 25 μm. Ctrl control, UUO unilateral ureteric obstruction, WT wild type, ACSS2^-/-^ ACSS2 knockout, ACSS2 CKO tubular epithelial cell-specific knock out of ACSS2, IHC immunohistochemical, IF immunofluorescence. Data shown are means ± SEM. Statistical analysis by one-way ANOVA with Tukey’s post hoc test. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

After demonstrating the alterations of H3K9cr-mediated IL-1β in vivo, we used two different kidney cell lines to confirm the link between H3K9cr and IL-1β in vitro. Both the protein and mRNA levels of IL-1β notably increased following crotonate stimulation (Supplementary Fig. 17A–D). The expression of IL-1β was further boosted by transfecting TCMK-1 cells with the ACSS2 plasmid, which raises H3K9cr level. In addition to intracellular IL-1β, the ELISA kit analysis showed that the concentration of IL-1β in the supernatant of ACSS2-overexpressed TCMK-1 cells was also elevated (Supplementary Fig. 17E–G) and the HEK-293T cells showed similar effects (Supplementary Fig. 17H–J). Furthermore, the primary tubular epithelial cells treated with TGFβ1 from WT and ACSS2^-/-^ mice also linked the relationship between ACSS2 and H3K9cr-Il1b axis (Supplementary Fig. 17K–M). When SIRT1/2/3 and HDAC1/2/3 were overexpressed in TCMK-1 and HEK-293T cells to block H3K9cr modification, the levels of IL-1β decreased (Supplementary Fig. 18). Naturally, IL-1β expression was unaffected by SIRT4/5/6 plasmids, which had no impact on H3K9cr alteration (Supplementary Fig. 19). Collectively, our findings indicate that whether in vivo or in vitro, H3K9cr level is significantly associated with IL-1β production; importantly, ACSS2 may be a key factor to regulate H3K9cr-mediated IL-1β production.

### H3K9cr-derived IL-1β triggered macrophage activation in cells and fibrotic kidneys

As known, uncontrolled macrophages (particularly M1 macrophages) are considered deleterious in kidneys, as they sustain the proinflammatory environment, leading to the progression of renal injury and fibrosis^22^. IL-1β is an important cytokine that can induce proinflammatory or activated M1 macrophages. According to our spatial transcriptome analysis, TECs with the increase of ACSS2 were close to macrophage (Supplementary Fig. 20A-B); thus, it is possible that H3K9cr-mediated IL-1β triggers macrophage activation to promote kidney fibrosis progression. To test whether IL-1β could promote macrophage polarization, we first stimulated RAW264.7 macrophage with different doses of IL-1β. According to the Cell Counting Kit-8 assay, low dose of IL-1β can promote macrophage proliferation (Supplementary Fig. 20C). As expected, microscopic images depicted changes in cell morphology from a rounded M0 to flat M1 phenotype after IL-1β simulation (Supplementary Fig. 20D). Additionally, there were significantly higher levels of M1 macrophage markers (Tnf-α, iNOS, and Il1b), and lower levels of M2 markers (CD206) in IL-1β-simulated versus M0 cells, which this was consistent with the observed morphological changes (Supplementary Fig. 20E).

To test whether H3K9cr-derived IL-1β exerted similar effects, we collected the supernatant of HEK-293T cells transfected with ACSS2 plasmids ahead of time to increase H3K9cr level, and subsequently stimulated RAW264.7 macrophages (Fig. 6A). After supernatant stimulation, the microscopic images and mRNA levels of M1 macrophage markers including iNOS, Tnf-α, Mcp1, and Il6 changed, indicating that macrophage polarization occurred (Fig. 6B and Supplementary Fig. 21A). We repeated the experiments with TCMK-1 cells, and observed similar results (Supplementary Fig. 21B). In addition to supernatants from ACSS2-overexpressed cells, we collected supernatants from HEK-293T and TCMK-1 cells transfected with SIRT1/2/3 and HDAC1/2/3 plasmids, which inhibited H3K9cr-mediated IL-1β production partially. The microscopic images revealed that the flat M1 phenotype in the H3K9cr-downregulated group was less than those in the control group (Supplementary Fig. 22A). As the previous qPCR tests revealed, H3K9cr downregulation can reduce M1 macrophage markers (Supplementary Fig. 22B, C).

**Fig. 6:**
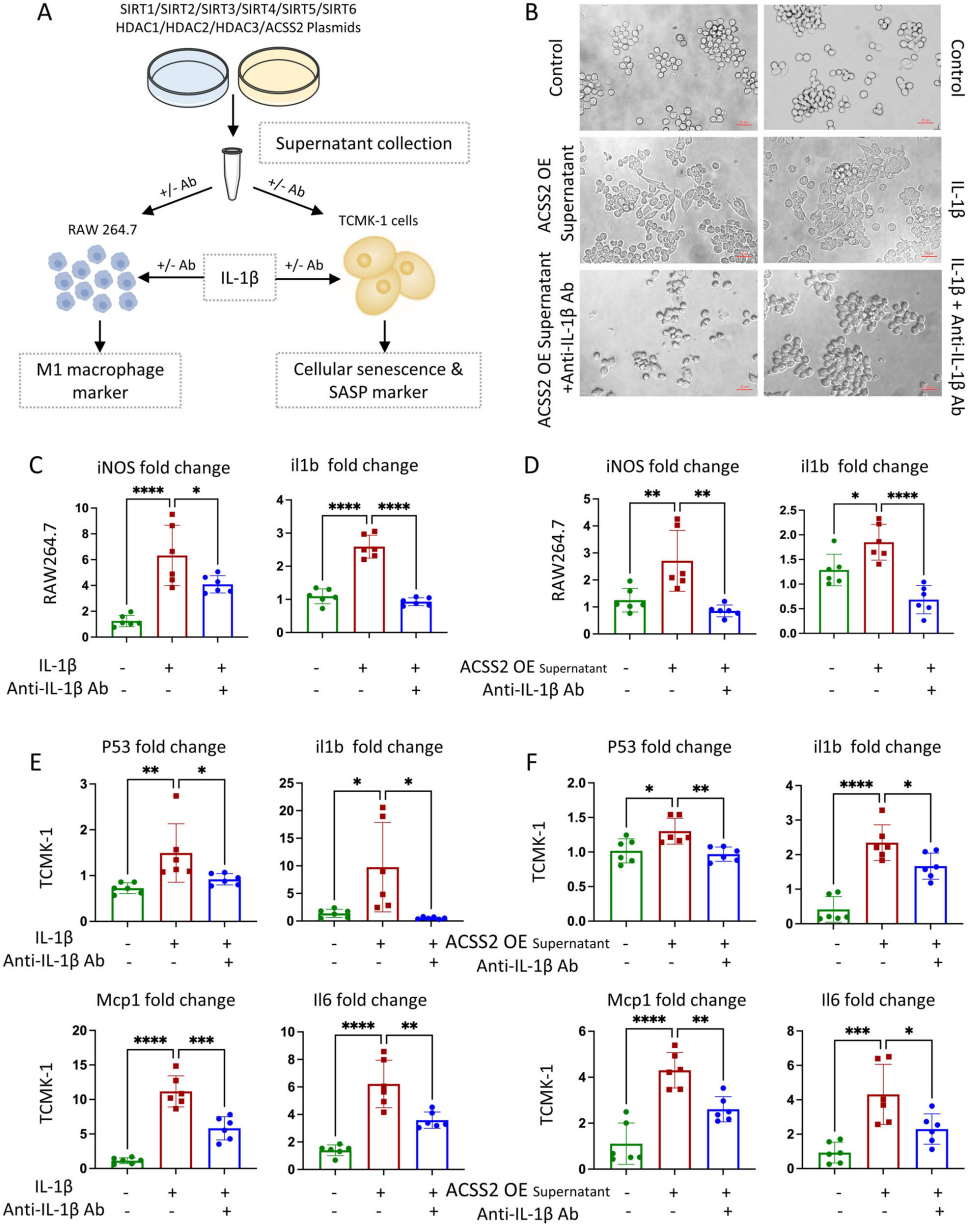
H3K9cr-derived IL-1β triggered M1 macrophage polarization and tubular senescence, which could be neutralized by anti-IL-1β IgG. **A** Schematic overview of process for researching effects of H3K9cr-derived IL-1β on macrophage and tubular cells. **B** Microscopic images depicted the changes of RAW264.7 cells morphology after stimulation from IL-1β (5 ng/ml) or cellular supernatants collected from HEK-293T cells transfected with ACSS2 plasmids. IL-1β antibody (5 µg/ml) added to neutralize supernatants or IL-1β inverted the morphological changes. Scale bar: 20 μm. **C** iNOS and IL-1β mRNA levels of RAW264.7 which was stimulated with IL-1β with or without IL-1β antibody neutralization (number of cell wells = 6 per group, control vs IL-1β: *p* < 0.0001 for iNOS, *p* < 0.0001 for il1b; IL-1β vs IL-1β+Anti-IL-1β Ab: *p* = 0.0406 for iNOS, *p* < 0.0001 for il1b). **D** iNOS and IL-1β mRNA levels of RAW264.7 which was stimulated with cellular supernatants from HEK-293T cells transfected with ACSS2 plasmids with or without IL-1β antibody neutralization (number of cell wells = 6 per group, control vs supernatants: *p* = 0.0076 for iNOS, *p* = 0.0228 for il1b; supernatants vs supernatants+Anti-IL-1β Ab: *p* = 0.0011 for iNOS, *p* < 0.0001 for il1b). **E** P53, IL-1β, Il6, and Mcp1 mRNA levels of TCMK-1 cells which was stimulated with IL-1β (5 µg/ml) with or without IL-1β antibody (5 µg/ml) (number of cell wells = 6 per group, control vs IL-1β: *p* = 0.0089 for p53, *p* = 0.0193 for il1b, *p* < 0.0001 for Mcp1, *p* < 0.0001 for il6; IL-1β vs IL-1β+Anti-IL-1β Ab: *p* = 0.0498 for p53, *p* = 0.0102 for il1b, *p* < 0.001 for Mcp1, *p* = 0.002 for il6). **F** P53, IL-1β, Il6 and Mcp1 mRNA levels of TCMK-1 cells stimulated with cellular supernatants from 293 T cells transfected with ACSS2 plasmids with or without IL-1β antibody neutralization (number of cell wells = 6 per group, control vs supernatants: *p* = 0.0191 for p53, *p* < 0.0001 for il1b, *p* < 0.0001 for Mcp1, *p* < 0.001 for il6; supernatants vs. supernatants+Anti-IL-1β Ab: *p* = 0.0068 for p53, *p* = 0.0367 for il1b, *p* = 0.0038 for Mcp1, *p* = 0.025 for il6). ACSS2 OE ACSS2 overexpression. Data shown are means ± SEM. Statistical analysis by one-way ANOVA with Tukey’s post hoc test. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

When observing the M1 macrophage marker in vivo, we found that regardless of whether global or tubular epithelial-specific knockout of ACSS2 was performed to decrease H3K9cr modification in mice with kidney fibrosis, the Cd68 and Tnf-α were suppressed (Supplementary Fig. 21C, D). Additionally, we also co-staining IL-1β with macrophage marker (F4/80) and a M1 macrophage marker (iNOS) (Supplementary Fig. 21E). Interestingly, IL-1β is mainly expressed in tubular epithelial cells instead of macrophage, which has been confirmed that just a few cells were co-stained with IL-1β and macrophage markers. Instead, it could be more colocalization of Il1r1 with macrophage markers (Supplementary Fig. 21F). Overall, these data suggest that regulating H3K9cr modification in TECs could influence the secretion of IL-1β, thereby influencing macrophage activation.

### H3K9cr-derived IL-1β accelerated tubular cell senescence in fibrotic kidneys

Other than mediating macrophage polarization, considerable studies report that IL-1β may be involved in the senescence of several types of cells, including vascular smooth muscle cells^23^, astrocytes^24^, bovine oviduct epithelial cells^25^, mature chondrocytes^26^, etc. Recently, several studies have shown positive correlations between senescent cell accumulation and fibrosis in kidneys during ageing^27–29^ and disease^30–32^. Based on known results, we suspected that IL-1β—the key mediator identified by H3K9cr—could also regulate the senescence of TECs in kidney fibrosis. First, we administered IL-1β directly to TECs at different concentration to determine whether it affected tubular cell senescence. High doses of exogenous IL-1β did not cause any toxicity in TCMK-1 cells as shown in Fig. S23A; however, even low dose of IL-1β triggered senescence-associated β-galactosidase (SA-β-gal) positive cells (Supplementary Fig. 23B). IL-1β also increased the cellular senescence marker P53, and several senescence-associated secretory phenotype (SASP) markers (Il6, Mmp9, and Il1b) (Supplementary Fig. 23C).

To further confirm whether H3K9cr-derived IL-1β exert similar effects, we collected supernatants from TCMK-1 or HEK-293T cells transfected with ACSS2 plasmids, which are IL-1β enriched. Thereafter, we treated TCMK-1 cells to observe changes in senescent markers. Similarly, the senescence phenotype increased in vitro, as evidenced by increased P53, Il6, and Mcp1 levels (Supplementary Fig. 24A, B). When we evaluated the data in vivo, the expression of P53, Il6, and Mcp1 increased in the kidneys of UUO and FAN mice (Supplementary Fig. 24C–F). Global knockout of ACSS2 in UUO and FAN mice to decrease H3K9cr partially mediated IL-1β production resulted in a decrease of P53, Il6, and Mcp1 (Supplementary Fig. 24G–J). Even when we specifically deleted ACSS2 in TECs, we discovered that the kidney cellular senescence marker decreased significantly (Supplementary Fig. 24K, L). The γH2AX staining to assess the DNA damage was also conducted, where the rise of DNA damage in UUO mice or primary tubular epithelial cells treated with Tgfβ will be suppressed when knockout or inhibition of ACSS2 (Supplementary Fig. 25A, B). These data therefore suggest that regulating H3K9cr level in TECs could influence the secretion of IL-1β and thus control the senescence of TECs.

### Anti-IL-1β IgG treatment alleviated macrophage activation and tubular cell senescence against fibrotic kidneys

We attempted to identify approaches to suppress IL-1β after confirming that H3K9cr-generated IL-1β might drive macrophage activation and tubular cell senescence. When anti-IL-1β IgG was added to RAW264.7 cells treated with IL-1β, the IL-1β-induced M1 macrophage polarization, cellular senescence marker P53, and SASP were also diminished (Fig. 6C, E). When treating cells with IL-1β antibodies to neutralize IL-1β-enriched supernatant stimulation, the changes of morphology and mRNA expression of M1 phenotypic markers and cellular senescence could be alleviated (Fig. 6D, F).

To examine the effects of IL-1β in vivo, we also administered anti-IL-1β IgG to UUO mice (Fig. 7A). Anti-IL-1β IgG dramatically improved renal fibrosis in UUO mice, as demonstrated by Masson’s trichrome staining and the decreased mRNA and protein expression of kidney fibrotic markers (Fig. 7B–D and Supplementary Fig. 26A). Anti-IL-1β IgG treatment also suppressed the key markers of M1 macrophage and cellular senescence (Fig. 7E–G and Supplementary Fig. 26B, C). In addition, we treated UUO mice with ACSS2 inhibitor followed by IL-1β stimulation for rescue experiments in vivo. The injection of ACSS2 inhibitor can alleviate fibrosis, cellular senescence, and inflammation in UUO kidneys while IL-1β could eliminate these benefits (Supplementary Figs. 27, 28). To summarize the data presented above, anti-IL-1β IgG could alleviate M1 macrophage polarization and tubular cellular senescence caused by H3K9cr-mediated IL-1β both in vivo and in vitro, and thus improve kidney fibrosis.

**Fig. 7:**
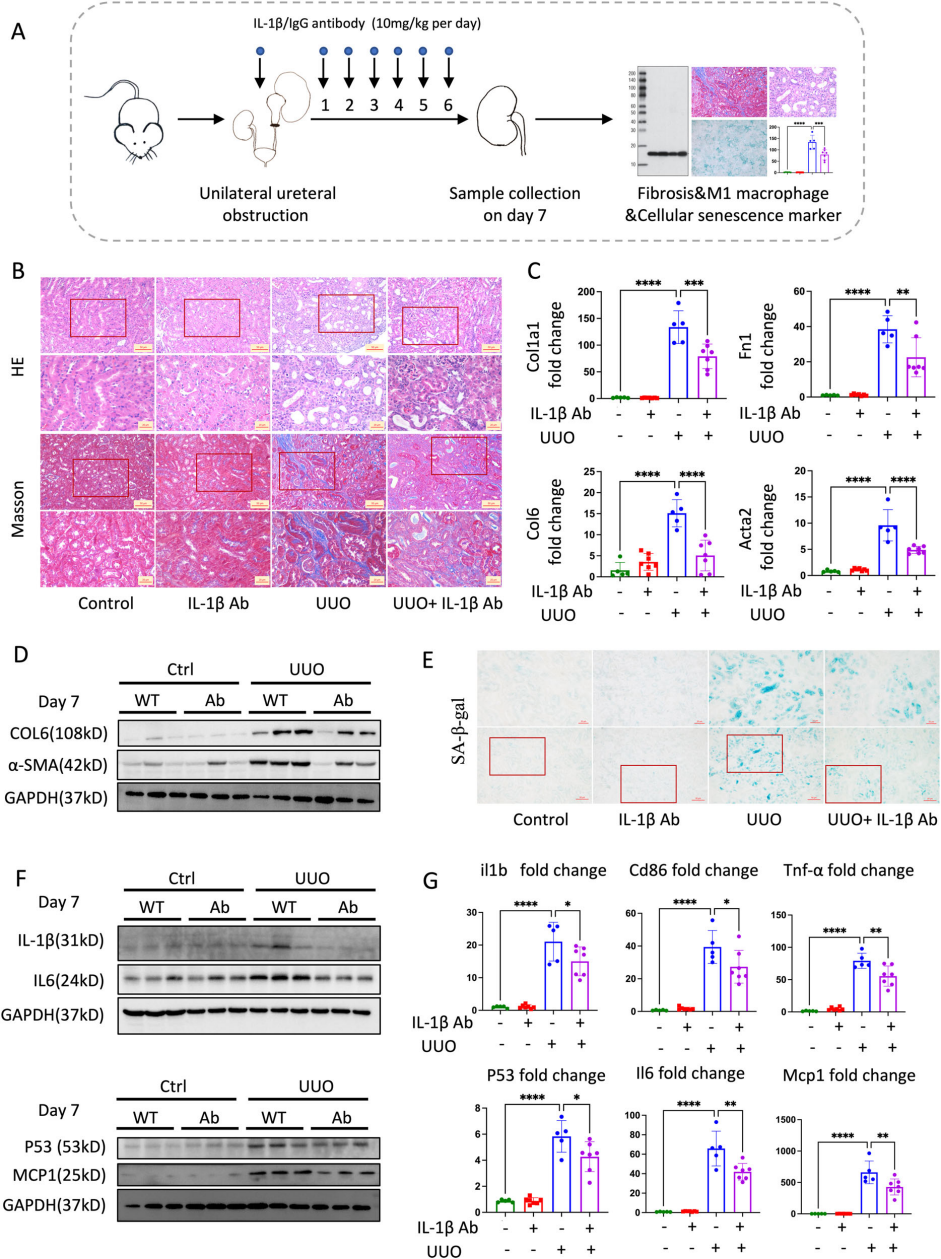
Anti-IL-1β IgG inhibited cellular senescence, M1 macrophage markers and further alleviated kidney fibrosis in vivo. **A** Treatment strategy of Anti-IL-1β IgG inhibitor for UUO mice. **B** Representative images of H&E and Masson staining in control and UUO mice treated with IL-1β antibody (10 mg/kg) (*n* = 3 per group).Scale bar: upper panels: 50 μm; lower panels:20 μm. **C** Fn1, Col1a1, Col6 and Acta2 mRNA levels in the whole kidney lysates of control and UUO mice treated with IL-1β antibody (10 mg/kg) (number of control and UUO group is 5; number of IL-1β and UUO + IL-1β group is 7, control vs UUO: *p* < 0.0001 for Col1a, *p* < 0.0001 for Fn1, *p* < 0.0001 for Col6, *p* < 0.0001 for Acta2; UUO vs UUO+Anti-IL-1β Ab: *p* < 0.001 for Col1a, *p* = 0.0048 for Fn1, *p* < 0.0001 for Col6, *p* < 0.0001 for Acta2). **D** COL6, α-SMA, and GAPDH immunoblotting in the whole kidney lysates of control and UUO mice treated with IL-1β antibody (10 mg/kg) (*n* = 3 per group). **E** SA-β-gal staining in control and UUO mice treated with IL-1β antibody (10 mg/kg) (*n* = 3 per group). Scale bar: upper panels: 20 μm; lower panels:50 μm. **F** IL-1β, IL6, P53, MCP1, and GAPDH immunoblotting in UUO mice neutralized with IL-1β antibody (*n* = 3 per group). **G** IL-1β, Cd86, Tnf-α, P53, Il6 and Mcp1 mRNA levels in the whole kidney lysates of control and UUO mice treated with IL-1β antibody (10 mg/kg) (number for control and UUO group is 5; number for IL-1β and UUO + IL-1β group is 7, control vs UUO: *p* < 0.0001 for il1b, *p* < 0.0001 for Cd86, *p* < 0.0001 for Tnf-α, *p* < 0.0001 for P53, *p* < 0.0001 for il6, *p* < 0.0001 for Mcp1; UUO vs UUO+Anti-IL-1β Ab: *p* = 0.0447 for il1b, *p* = 0.0404 for Cd86, *p* < 0.0001 for Tnf-α, *p* = 0.023 for P53, *p* = 0.0014 for il6, *p* = 0.007 for Mcp1,). UUO unilateral ureteric obstruction, WT wild type, Ctrl Control, Ab IL-1β neutralizing antibody. Data shown are means ± SEM. Statistical analysis by one-way ANOVA with Tukey’s post hoc test. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

### Pharmacological inhibition of ACSS2 partially repressed H3K9cr-mediated IL-1β production to protect against kidney fibrosis

Although anti-IL-1β IgG can help treat renal fibrosis, monoclonal antibodies are seemed to be prohibitively expensive for CKD patients who require long-term treatment. Another option is to use small-molecule chemical inhibitors, which could be less expensive and easier to use^33^. Unfortunately, no small-molecule IL-1β inhibitor is available on the market. Importantly, the newly developed ACSS2 inhibitor could serve as an alternative to inhibit IL-1β by reducing H3K9cr modification. In our study to discover a potential therapy, we identified an ACSS2 inhibitor (VY-3-249)^34^ that could delay the progression of kidney fibrosis in mice (Fig. 8A). In addition, there are no differences in kidney and liver function between control and VY-3-249 administration group (Supplementary Fig. 29A). The tissue staining revealed that no obvious damage of heat, lung, liver, and spleen in VY-3-249 administration group with appropriate pharmacokinetic parameters (Supplementary Data 3 and Supplementary Fig. 29B).

**Fig. 8:**
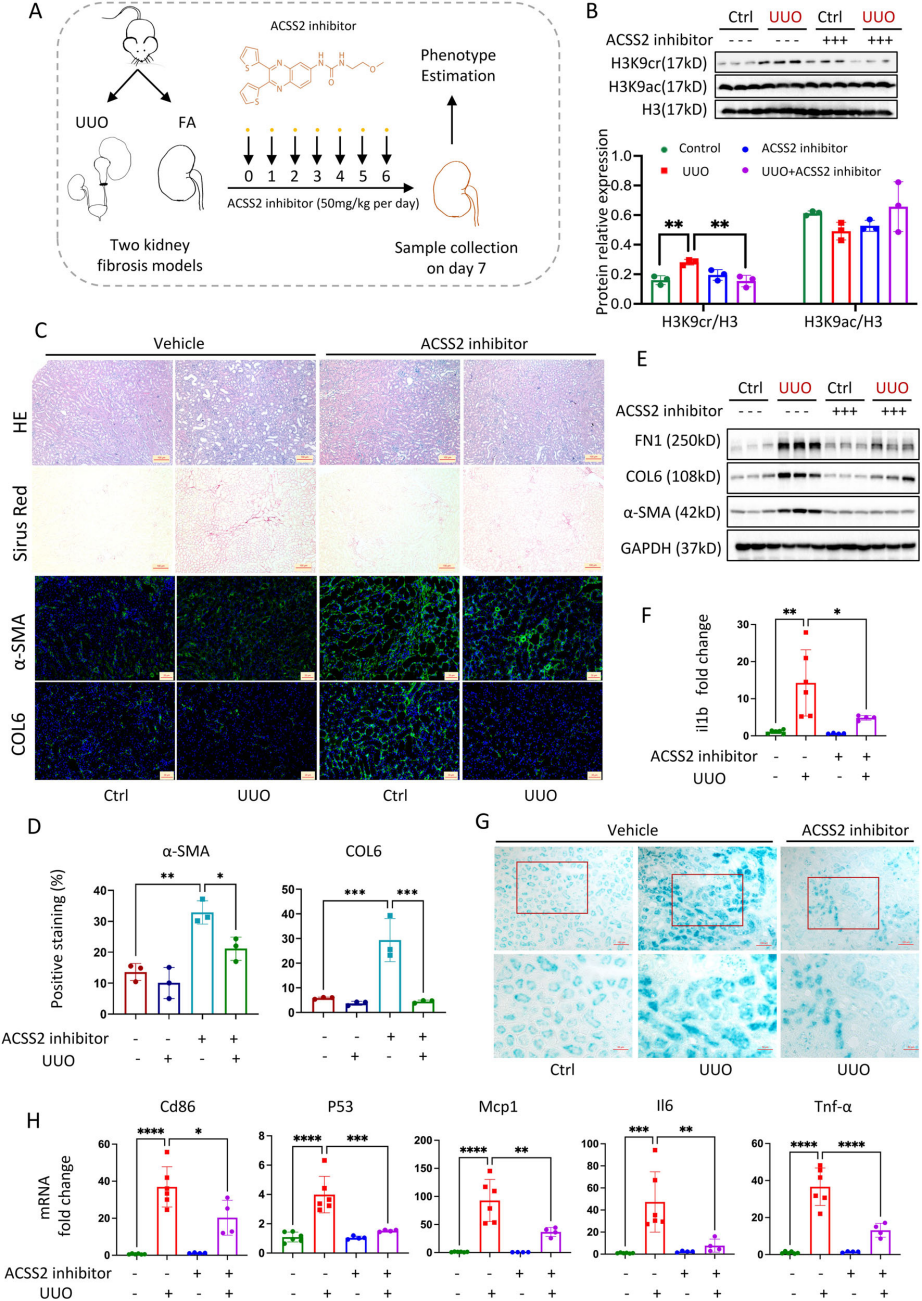
ACSS2 inhibitor suppressed H3K9cr-mediated IL-1β expression, cellular senescence, and M1 macrophage markers as well as alleviated kidney fibrosis in vivo. **A** Treatment strategy of ACSS2 inhibitor for mice. **B** Protein level of H3K9cr, H3K9ac, and H3 and quantification of these immunoblots in whole kidney lysates of UUO mice treated with or without ACSS2 inhibitor (*n* = 3 per group, control *vs*. UUO: *p* = 0.0068, UUO *vs*. UUO + ACSS2 inhibitor: *p* = 0.0051). **C** Representative images of H&E (*n* = 6 per group, Scale bar: 100 μm), Sirus red (*n* = 3 per group, Scale bar: 100 μm), and IF staining α-SMA (green), COL6 (green) and DAPI (blue) in UUO mice treated with or without ACSS2 inhibitor (*n* = 3 per group, Scale bar: 20 μm). **D** Quantitative analysis of α-SMA and COL6 IF staining in UUO mice treated with or without ACSS2 inhibitor (*n* = 3 per group, control vs. UUO: *p* = 0.0014 for α-SMA, *p* = 0.0008 for COL6; UUO *vs*. UUO + ACSS2 inhibitor: *p* = 0.0254 for α-SMA, *p* = 0.0005 for COL6). **E** FN1, COL6, α-SMA and GAPDH immunoblotting in the whole kidney lysates of UUO mice treated with or without ACSS2 inhibitor (*n* = 3 per group). **F** mRNA levels of IL-1β in whole kidney lysates of UUO mice treated with or without ACSS2 inhibitor (the number for control and UUO group is 6, the number for ACSS2 inhibitor and UUO + ACSS2 inhibitor group is 4; control vs UUO: *p* = 0.0016, UUO vs UUO + ACSS2 inhibitor: *p* = 0.04494). **G** SA-β-gal staining of control, UUO fibrotic mice, and UUO mice treated with ACSS2 inhibitor (*n* = 3 per group). Scale bar: upper panels: 100 μm; lower panels:50 μm. **H** mRNA levels of Cd86, P53, Mcp1, Il6 and Tnf-α in whole kidney lysates of control, UUO fibrotic mice and UUO mice treated with ACSS2 inhibitor (number for control and UUO group is 6, number for ACSS2 inhibitor and UUO + ACSS2 inhibitor group is 4; control *vs*. UUO: *p* < 0.0001 for Cd86, *p* < 0.0001 for P53, *p* < 0.0001 for Mcp-1, *p* = 0.0005 for il6, *p* < 0.0001 for Tnf-α; UUO *vs*. UUO + ACSS2 inhibitor: *p* = 0.0136 for Cd86, *p* = 0.0004 for P53, *p* = 0.0043 for Mcp-1, *p* = 0.0056 for il6, *p* < 0.0001 for Tnf-α). Ctrl Control, UUO unilateral ureteric obstruction. Data shown are means ± SEM. Statistical analysis by one-way ANOVA with Tukey’s post hoc test. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

ACSS2 expression was inhibited in kidneys of control mice after seven days of ACSS2 inhibitor administration (Supplementary Fig. 30A). The ACSS2 inhibitor suppressed H3K9cr level, and had no effect on H3K9ac (Fig. 8B and Supplementary Fig. 30B, C). Remarkably, the ACSS2 inhibitor significantly improved kidney fibrosis in UUO and FAN mice as evidenced by the improvements in pathological staining, western blot, and qPCR for fibrotic markers (Fig. 8C–F and Supplementary Fig. 30D–G). As expected, IL-1β decreased after ACSS2 inhibitor treatment, accompanied by a decline in SA-β-gal-positive senescent cells (Fig. 8F, G and Supplementary Fig. 31A–E). Additionally, the cellular senescence marker P53 and SASPs were suppressed (Fig. 8H and Supplementary Fig. 31F–J). Interestingly, these SASPs could also be identified by M1 macrophages, specifically Il1b, Il6, and Mcp1. The decrease in these proinflammatory markers was accompanied by a decrease of the M1 macrophage marker Cd86 (Fig. 8H).

## Discussion

Epigenetic regulation—especially histone modification—of gene expression plays key roles in cell fate transition in various diseases, including kidney fibrosis^35^. However, the newly reported histone Kcr changes and how they affect transcriptional responses in fibrotic kidneys remain poorly understood. In this study, the main findings were that overall, the increasing H3K9cr level was harmful to kidney fibrosis; the degree of H3K9cr could be modified by ACSS2 to further regulate IL-1β-mediated macrophage activation and tubular cell senescence. Our study demonstrates the potential of the therapeutic manipulation of histone Kcr by ACSS2 inhibition in a kidney fibrotic state.

Despite sharing the same DNA, the kidneys comprise complex tissues of multiple different cell types owing to differential epigenetic modulations that determine the characteristics of each cell type^36^. There is increasing interest in the epigenetic regulation of kidney injury and fibrosis, especially from the viewpoint of chronicity and aging^37^. Constitutive histone Kcr is present in healthy kidneys^8^, while increased histone Kcr has been described in ADPKD^38^ and AKI induced by FA and cisplatin^9^. As studies of Kcr in kidneys are rare and immature, the role of Kcr has not been unified. In kidneys with ADPKD, the increased Kcr could be reduced by genetic overexpression of CDYL and thereby slow cystic growth^38^. However, in FA-induced AKI, crotonate increased histone Kcr level and peroxisome proliferator-activated receptor coactivator alpha (PGC-1α) expression, thus providing protection against AKI^9^. One of the reasons for the difference in kidney protection or damage effects of histone Kcr may be that researchers use different ways to regulate histone Kcr levels. As we repeatedly emphasized, the same set of enzyme systems are shared by histone Kac and Kcr^8,12,13,15^. In our study, we identified and characterized several interventions that regulated H3K9cr levels in kidneys: genetically changing SIRT/HDAC/ACSS2 expression and increasing crotonate substrate availability. We found that several factors, including crotonate but excluding ACSS2, could both influence H3K9cr and regulate H3K9ac level. Data related to histone Kac has not yet been reported in an AKI study; thus, whether the renoprotective effects of crotonate are based on Kcr or Kac is difficult to differentiate. Moreover, finding a suitable tool to regulate Kcr separately—regardless of whether ACSS2 deletion or CDYL overexpression mice^38^ are selected—was challenging. The similar results suggest that histone Kcr was involved in kidney injury and downregulation of histone Kcr modification may alleviate kidney damage. In another study, histone Kcr-regulated gene expression was increased to promote diseases progression^39^. Collectively, histone Kcr is involved in regulating renal disease, while besides H3K9, whether other residues of histone Kcr play significant roles still needs further experiments.

The mechanism by which ACSS2 regulated more H3K9cr than H3K9ac is possibly due to the concentration of crotonyl-CoA and acetyl-CoA^15,40^. Since the intracellular crotonyl-CoA concentration is about 600- to 1000-fold lower than that of acetyl-CoA, the crotonyl-CoA concentration is likely to be the limiting factor in the crotonyl transfer reaction^15^. Thus, Kcr is more sensitive to any changes that alter cellular crotonyl-CoA levels by the expression/activity/location/interacting partners of crotonyl-CoA-producing enzymes^41^. Identification of signals and transcription factors that induce expression of crotonyl-CoA-producing enzymes, as well as the nuclear interacting partners of these enzymes, will be important to further dissect the underlying molecular mechanisms that regulate Kcr level during kidney fibrosis. In addition, ACSS2 might regulate other residues behave like H3K9 site in term of an increase in Kcr but not Kac level. Even though we have tested the modification of several histone residues, the large number and complicated correlations of these residues required further liquid chromatography with tandem mass spectrometry (LC-MS/MS) technology with antibody-verified experiments to explore the comprehensive relationship between ACSS2 and modification of different residues in future.

Given that histone PTMs impact the expression of multiple genes, it remains to be explored whether changes in the expression of these specific genes or other genes are the key drivers of the observed detrimental effect of H3K9cr. Owing to our ChIP-seq data and studies reporting the association between kidney injury and inflammation, cytokine IL-1β has become a subject of interest^42^. Previous studies reported that the inhibition of IL-1β by human recombinant IL-1 receptor antagonist *Anakinra* or antimurine IL-1β IgG could protect kidney inflammation and fibrosis; however, the mechanism is mainly limited to one type of cell^43,44^. Recently, a single-cell analysis revealed that inflammatory signaling connections were active in maladaptive TECs and myeloid cells, as well as among epithelial cells in fibrotic kidneys; IL-1β was proved to be the important hub gene^16^. According to our data, tubular cell-derived IL-1β could stimulate M1 macrophage polarization to build a microinflammatory environment, which continues promoting persistent inflammation to damage tubular cells. Simultaneously, tubular cell-derived IL-1β could induce cellular senescence of TECs, as previously found in other cells^24,45^. Senescent TECs then secreted a variety of SASPs that further mediated chronic inflammation and exerted profound effects on neighboring cells^46–48^. It is possible that the SASPs from senescent TECs might activate macrophages and induce their polarization towards the secretory M1 type to exacerbate the inflammatory environment, as observed in the liver^49^. The relationships between TECs and macrophages to maintain this vicious cycle of maladaptive repair in kidney fibrosis are complicated; however, IL-1β may be a potential central regulator^16^. In fact, our report does not provide detailed information about how IL-1β could trigger cellular senescence directly. Previous studies mentioned that the oxidative stress-dependent mechanism is how microglia-derived IL-1β induces p53 activation^50^, and miR-103/107 expression is part of the p53 response triggered by secreted IL-1β that renders macrophages refractory to HIV-1 entry^51^. In particular, recent results of *Canakinumab* anti-inflammatory thrombosis outcomes study trial underscore the clinical efficacy of selective IL-1β inhibition in the prevention of cardiovascular adverse events after acute coronary syndrome^24^. Perhaps the pharmacological inhibition of IL-1β will represent an effective therapeutic tool for both cardiovascular disease and kidney fibrosis.

In present, treatment of CKD is challenging, and the prognosis is difficult to determine. Our study identifies a potential clinical target to treat kidney fibrosis, besides the IL-1β mentioned above. The current therapeutic drugs for PTMs have certain positive effects under various pathological conditions, including renal injury^52^. It is encouraging that some drugs targeting epigenetic modifier are already in clinical use or undergoing clinical trials, with some already reporting promising post hoc results (as is the case for apabetalone)^53,54^. However, most of our understanding of epigenetic modifiers and the kidneys is derived from the adverse effects of drugs already in clinical use for nonrenal indications^55,56^. The ACSS2 inhibitors may be another promising drug target to modify histone Kcr, which has been studied in several other diseases and has already demonstrated benefits^57–62^. Conversely, the success of clinical senotherapeutic trials in patients with kidney disease or HIV highlighted another way to treat CKD by alleviating cellular senescence^63,64^. The discoveries in our present study have unique clinical relevance and physiological significance. Nevertheless, this promising field merits further research that should focus on drugs already in clinical use or undergoing clinical trials, as they are likely to eventually translate these advances to clinical practice within a more reasonable time than completely new chemical entities.

Limitations of our work include uncertainty regarding the importance and transferability of the ACSS2-H3K9cr-IL-1β axis from animals to humans. Although we show the data of human kidney slides and cells, future studies need to confirm the importance of this axis using human kidney tissue. Another limitation is that the effect of pharmacological ACSS2 inhibition was examined using a single molecule. Testing multiple, these well-characterized ACSS2 inhibitors with distinct chemical scaffolds would be warranted to mitigate the risk of off-target effects. Although we have shown that alterations of H3K9cr are positively associated with changes in gene expression during kidney fibrosis, and further demonstrated that histone Kcr is functionally important for this process, we did not analyze in detail how this modification relates to known chromatin states (active versus poised versus heterochromatin), and do not explore the roles of other Kcrs in this paper. It is possible that crotonylation levels of other residue, not only H3K9, might be regulated by ACSS2 and could possibly play roles in regulating IL-1b-mediated renal fibrosis. Future LC-MS/MS analysis, ATAC sequencing and related experiments are needed to better understand the correlational and causal relationships between histone Kcr and overall chromatin remodeling, as well as the correlation between different Kcrs during kidney fibrosis. Last, the mechanism by which IL-1β is secreted by tubular cells and transferred to macrophages was not investigated in this paper. Based on prior studies, we suggest that exosomes—enriched with miRNAs and mRNAs^65^—might act as cargo for intercellular communication to provide the mechanism of cross-talk between TECs and macrophages^66^; still, further research is required.

In conclusion, we reveal that the pattern of histone crotonylation changes during kidney fibrosis, suggesting a role of H3K9cr in kidney injury and fibrosis. The degree of kidney cell histone Kcr can be therapeutically manipulated by ACSS2 inhibitors, and decreasing H3K9cr-mediated macrophage polarization and tubular senescence is nephroprotective. Collectively, our findings uncover that H3K9 crotonylation plays a critical, previously unrecognized role in kidney fibrosis, where ACSS2 represents an attractive target for strategies that aim to slow fibrotic kidney disease progression.

## Methods

### Animals

The protocol of the animal research was reviewed and authorized by the Experimental Animal Ethics Committee of West China Hospital, Sichuan University (2022527004). The C57BL/6 J mice (25–28 g) aged 6–8 weeks were purchased from GemPharmatech Co., Ltd. (Nanjing, Jiangsu, China). ACSS2 knockout mice and TEC-specific ACSS2 mice were acquired from Gempharmatech Co. Ltd. (Nanjing, Jiangsu, China). The mice were maintained in a temperature-controlled environment with a 12-hour light/dark cycle (lights-on at 7:00 a.m.) and had free access to food and water. All animals were randomly grouped (*n* = 3–7 mice per group). For unilateral ureteric obstruction (UUO) model, under anesthesia, the left ureter was isolated, and completely ligated with 3-0 silk suture at two points and cut between the ligatures to prevent retrograde urinary tract infection. The sham operation mice underwent an identical surgical intervention except for ureter ligation. Briefly, the abdominal cavity was exposed via a midline incision and the left ureter was isolated and ligated. The folic acid (FA) group was intraperitoneally injected with 250 mg/kg of folic acid which was diluted in 0.3 M sodium bicarbonate just once and the control mice received an injection of an equivalent volume of sodium bicarbonate alone.

### Human kidney biopsy slides

Human renal tissue, fixed in formaldehyde, and embedded in paraffin, was selected from the files of the Service of Pathology of West China Hospital, Sichuan University: control normal renal tissue was obtained from a patient with nephrectomy performed for neoplasia, involving the possibility of tumor-related immune exhaustion. Each patient gave informed consent before enrollment. The institutional ethical committee board approved the clinical protocol. Th research was performed according to the Helsinki’s declaration principles.

### Drug studies for in vivo experiments

For the inhibitor studies, littermate mice were randomly injected with either the ACSS2 inhibitor or antimurine IL-1β antibodies. The ACSS2 inhibitor VY-3-249 (S8588, Selleck, Shanghai, China) was diluted in 0.9% saline and orally administered at a dose of 50 mg/kg/d for 7 consecutive days after UUO surgery or FA injection. Seven days after surgery or FA injection, the mice were sacrificed. Antimurine IL-1β antibody or control IgG was administered at 10 mg/kg body weight intraperitoneally once a day for 7 consecutive days after UUO surgery. Recombinant IL-1β was injected intraperitoneally at 1 μg/mouse, and ACSS2 inhibitor was administered 6 hours earlier, for a consecutive 7 days after UUO surgery. Mice were sacrificed on the 7^th^ day after UUO surgery, and kidneys were harvested. All animal experiments were conducted in accordance with the Guidelines for the Care and Use of Laboratory Animals.

For the pharmacokinetic experiments, blood samples were collected from animals at 0, 0.083, 0.25, 0.5, 1, 2, 4, 6, 8, 10, and 24 h after ACSS2 inhibitor administration. Approximately 0.02 mL of blood samples were obtained from mice through the orbital venous plexus. Heparin sodium-containing sample tubes were used to immediately transfer the blood samples, which were then centrifuged at 3500 rpm for 10 min at 4 °C. The supernatant was collected as plasma. 100 μL of acetonitrile containing internal standard was added to 5 μL of plasma for protein precipitation, which were then centrifuged at 18900 g for 10 min at 4°C. The supernatant was transferred to sample tubes for UFLC-MS/MS analysis. The non-compartmental model of DAS2.0 software was applied to calculate the pharmacokinetic parameters after the plasma concentration was analyzed.

### Serum biochemistry assays

Blood samples were taken and centrifuged at 1000 *g* for 20 min, and then serum was collected. The levels of serum creatinine (Scr), blood urea nitrogen (BUN), glutamic pyruvic transaminase (ALT) and glutamic oxaloacetic transaminase (AST) were measured by an automatic biochemical analyzer (Mindray BS-240, Shenzhen, China).

### Histologic examination

Remove half of the kidney, freeze in a liquid nitrogen and keep under a temperature of −80 °C. One-quarter of the kidney was excised and then fixed in 10% formaldehyde (50-00-0, Chron Chemicals, Chengdu, China), dehydrated, embedded into the paraffin and sectioned at a thickness of 4 μm for H&E, Masson and Sirius Red staining. An additional quarter of the kidney were embedded into OCT compound, which was frozen under a temperature of −80 °C. With Vectra® Polaris™ Automated Quantitative Pathology Imaging System and AxioCamHRc digital camera (Carl Zeiss, Jena, Germany), kidney sections were scanned and pictured at 100×, 200× and 400× magnification.

### Immunohistochemistry (IHC) staining analysis

The paraffin-embedded kidneys were sectioned to a thickness of 4 μm, de-paraffinized, rehydrated, and next antigen-retrieved. Subsequently, these sections were blocked with 2.5% normal goat serum, and inoculated by the primary antibodies Pan-Kcr, H3K9cr, ACSS2 or IL1b diluted 200:1 in PBS under a temperature of 4 °C overnight, separately. Slides were cleaned in PBS 3 times and stained with the VECTASTAIN ABC kit (Vector, Burlingame, CA, USA), which were then visualized through utilizing AxioCamHRc digital camera (Carl Zeiss, Jena, Germany) with ZEN 2012 microscopy software (blue version).

### Immunofluorescence (IF) staining analysis

Sections of OCT-embedded kidneys were 4 μm in thickness and subsequently inoculated at room temperature utilizing 5% horse serum for 60 min for blocking the non-specific binding sites. The slides were next inoculated overnight in a humid chamber under a temperature of 4 °C after dilution 1:200 in PBS with primary antibody Pan-Kcr, H3K9cr, α-SMA, COL6, γH2AX. The equivalent secondary antibody (1:500 dilution, 111-025-003, Jackson ImmunoResearch, West Grove, PA, USA) was utilized for 60 min. Slides were re-cleaned, stained with DAPI (dilution 1:500, D8200, Solarbio, Beijing, China), and sealed through coverslips. For cells, formaldehyde was used for fixation for 15 min, and the primary antibody γH2AX was added to the slides at 4 °C overnight. Secondary antibodies (1:500 dilution, 111-545-144, Jackson ImmunoResearch, West Grove, PA, USA) was applied for 60 min at room temperature. After washing, the cells were stained with DAPI (dilution 1:500, D8200, Solarbio, Beijing, China). The co-staining of IL-1β with H3K9cr, IL-1β with iNOS and F4/80 were performed by Opal reagent (Y6084S, Y6088S, Y6094S, Uelandy, Suzhou, China) according to the guidelines of the manufacturer. Images were gathered under an AxioCamHRc digital camera (Carl Zeiss, Jena, Germany) via utilizing the ZEN 2012 microscopy software (blue version).

### SA-β-gal staining

The activity of SA-β-gal was investigated in accordance with the guidelines of the manufacturer utilizing a kit (C0602, Beyotime Biotechnology, Shanghai, China). Images were gathered randomly with an AxioCamHRc digital camera (Carl Zeiss, Jena, Germany).

### Measurement of IL-1β by ELISA

Blood samples were centrifuged at 1000 g for 15 min and stored at −80^o^C until use. Frozen kidney tissues (10 mg) were added 100 µL PBS, homogenized with an electric homogenizer, centrifuged for 20 min at 13,000 rpm at 4 °C and stored at −80 °C until use. Pipette cell culture media into a centrifuge tube, centrifuge at 1,500 rpm for 10 min at 4 °C, and stored at −80 °C until use. Levels of IL-1β of mice serum, mice kidney tissue, and cell culture supernatant were detected by solid-phase sandwich enzyme-linked immunosorbent assay (ELISA) kits (Ruixin Biotechnology, Quanzhou, China) specific for these factors, and absorbance was measured at 450 nm using a plate reader (BioTek ELx800, USA).

### Western blotting

Nearly, 20-30 mg kidney tissue was homogenized in SDS-lysis buffer (#7722, CST) containing 42 mM DTT following the user manual. The same samples were loaded to the SDS-PAGE gels and run at 100 v for 1 h 40 min at RT in Tris-Glycin-SDS containing buffer. Blots were blocked with 5% non-fat dry milk powder in tris-buffer saline containing Tween-20 (TBST) for 30 min at RT. The blots were incubated in primary antibody overnight at 4 °C. After primary antibody (all the antibodies were shown in supplementary Data 4) incubation, blots were washed three times with TBST. Horseradish peroxidase-labeled goat anti-rabbit IgG (HA1001, 1:2000 dilution; HuaBio, Hangzhou, China) or goat anti-mouse IgG (HA1006, 1:2000 dilution; HuaBio, Hangzhou, China) were probed for 1 h at RT prepared in non-fat dry milk containing Tween-20. Finally, blots were washed with TBST for three minutes each 10 min at RT, and observed through Odyssey infrared imaging system. (Fluorescence Chemiluminescence Imaging System, Clinx Science, Shanghai, China) and quantified through utilizing ImageJ software (version 6.0; Wayne Rasband, National Institutes of Health, USA).

### Histone extraction, western blotting, and LC-MS/MS analysis

To extract histones from kidneys, we first isolated the nuclei and proceeded with the acid-histone extraction method. Two micrograms of histone lysates were loaded onto 15% SDS-PAGE gels; Coomassie brilliant blue was used for gel staining to demonstrate histone purification. Rest histone lysates were used for LC-MS/MS to double-check histone purification.

Briefly, nearly 40 mg of kidney tissue was washed with ice-cold PBS and minced in the nuclei isolation buffer (NIB-250 is 15 mM Tris-HCl at pH 7.5, 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 1 mM CaCl_2_, and 250 mM sucrose, to which 0.1% Nonidet P-40, 1x protease inhibitor cocktail, 1 mM DTT, and 10 mM sodium butyrate). Kidney pieces were collected into glass Dounce homogenizer on ice. After 5 min of incubation on ice, the homogenates were spin down, nuclei pellet was washed twice with NIB-250 without NP-40 and proceeded with histone extraction.

Histones were extracted with 0.4 N H_2_SO_4_ at 5:1 ratio for 2 h at 4 °C. Acidified nuclei were spin down at 11000rcf for 10 min at 4 °C, and the soluble fraction containing histones was collected into new tube and precipitated with 20% trichloro acetic acid at final concentration overnight at 4 °C overnight. Samples were spin down at 11000rcf for 10 min at 4 °C to sediment the histone pellet at the bottom. Histone pellets were washed with ice-cold 1 mL acetone containing 0.1% 12 N HCl then the pellet was washed twice with ice-cold 100% acetone, air-dried, and dissolved in RIPA buffer.

### Histone liquid chromatography-mass spectrometry

Trypsin Digestion The sample was slowly added to the final concentration of 20% v/v TCA to precipitate protein, then vortexed to mix and incubated for 2 h at 4 °C. The precipitate was collected by centrifugation at 4500 *g* for 5 min at 4 °C. The precipitated protein was washed with pre-cooled acetone for 3 times and dried for 2 h. The protein sample was then redissolved in 200 mM TEAB and ultrasonically dispersed. Trypsin was added at 1:50 trypsin-to-protein mass ratio for the first digestion overnight. The sample was reduced with 5 mM dithiothreitol for 30 min at 56 °C and alkylated with 11 mM iodoacetamide for 15 min at room temperature in darkness. Finally, the peptides were desalted by C_18_ SPE column. LC-MS/MS Analysis: The tryptic peptides were dissolved in solvent A (0.1% formic acid, 2% acetonitrile/in water), directly loaded onto a home-made reversed-phase analytical column (25-cm length, 75/100 μm i.d.). Peptides were separated with a gradient from 6% to 22% solvent B (0.1% formic acid in acetonitrile) over 40 min, 22% to 30% in 12 min and climbing to 80% in 4 min then holding at 80% for the last 4 min, all at a constant flow rate of 450 nL/min on a nanoElute UHPLC system (Bruker Daltonics). The peptides were subjected to a capillary source followed by the timsTOF Pro (Bruker Daltonics) mass spectrometry. The electrospray voltage applied was 1.60 kV. Precursors and fragments were analyzed at the TOF detector, with an MS/MS scan range from 100 to 1700 m/z. The timsTOF Pro was operated in parallel accumulation serial fragmentation (PASEF) mode. Precursors with charge states 0 to 5 were selected for fragmentation, and 10 PASEF-MS/MS scans were acquired per cycle. The dynamic exclusion was set to 24 s. The peptide segment was dissolved in the mobile phase A of liquid chromatography and separated by the NanoElute ultra-high performance liquid phase system. Mobile phase A is an aqueous solution containing 0.1% formic acid and 2% acetonitrile; Mobile phase B is a solution containing 0.1% formic acid and 100% acetonitrile. Liquid phase gradient setting: 0–40 min, 6–22% B; 40–52 min, 22% ~ 30% B; 52-56 min, 30% ~ 80% B; 56–60 min, 80% B, flow rate maintained at 450nL/min. The peptide segment is separated by the ultra-high performance liquid phase system and injected into the Capillary ion source for ionization and then analyzed by the timsTOF Pro mass spectrometry. The ion source voltage is set at 1.6 kV, and the peptide parent ion and its secondary fragments are detected and analyzed using high-resolution TOF. The scanning range of secondary mass spectrometry is set to 100–1700. The data acquisition mode uses parallel cumulative serial fragmentation (PASEF) mode. After a primary mass spectrum is collected, the secondary spectrum with the charge number of the parent ion in the range of 0-5 is collected by 10 times in PASEF mode. The dynamic elimination time of the tandem mass spectrum scanning is set to 24 s to avoid repeated scanning of the parent ion. Database Search The resulting MS/MS data were processed using MaxQuant search engine (v.1.6.15.0). Tandem mass spectra were searched against the Mus_musculus_10090_SP_20220119_Histone_H. fasta database (50 entries) concatenated with reverse decoy database. Trypsin/P was specified as cleavage enzyme allowing up to 4 missing cleavages. The mass tolerance for precursor ions was set as 20 ppm in first search and 20 ppm in main search, and the mass tolerance for fragment ions was set as 0.02 Da. FDR was adjusted to <5%.

### RNA isolation and quantitative real-time PCR

Total RNA was extracted from kidney and spleen tissues using a total RNA extraction kit (Foregene, Chengdu, China) according to the protocols and was reverse transcribed into cDNA using a PrimeScript^TM^ RT reagent kit (Takara, Kusatsu, Japan). The mRNA concentration was measured using a Scan Drop 100 (Analytik Jena, Thuringia, Germany) instrument. Quantitative real-time PCR was performed by using iQ SYBR Green Supermix (Bio-Rad, Hercules, CA, USA) in a PCR system (CFX Connect; Bio-Rad, Hercules, CA, USA). The primers used for target mRNA detection are listed in Supplementary Data 5. Relative gene expression was normalized to that of GAPDH by comparison with the control groups using CFX ManagerTM Software (Bio-Rad, Hercules, CA, USA).

### RNA sequencing

Frozen kidney samples from groups (*n* = 3 per group) were chosen randomly for sequencing. With TRIzol reagent (Invitrogen, Carlsbad, CA, USA), the total RNA of the samples could be extracted, and then the samples were examined for purity, quality, and integrity. Through LC-BIO Bio-Tech Ltd (Hangzhou, China), the construction and sequencing of libraries were conducted. With Illumina NovaSeq 6000 platform, such libraries were subsequently sequenced and paired-end reads with a 2×150 bp read length were produced.

### Sample collection and preparation of ChIP sequencing

ChIP assays were performed by Shandong Xiuyue Biotechnology Co., Ltd, according to the standard crosslinking ChIP protocol with modifications. Briefly, cells were harvested and crosslinker with 1% formaldehyde for 10 min at room temperature. After sonication, immunoprecipitation was performed with anti-H3K9cr (PTM) and anti-H3K9ac (Active Motif). The immunoprecipitated complex was washed, and DNA was extracted and purified by Universal DNA Purification Kit (TIANGEN, #DP214). The ChIP-Seq library was prepared using original Ultra II DNA Library Kits (NEB, #E7645) according to the manufacturer’s instructions. For ChIP-seq, extracted DNA was ligated to specific adapters followed by deep sequencing in the Illumina Novaseq 6000 using 150 bp paired-end.

### Data analysis of ChIP sequencing

Raw data (raw reads) of fastq format were firstly processed through in-house perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter, reads containing ploy-N and low-quality reads from raw data. At the same time, Q20, Q30 and GC content the clean data were calculated. All the downstream analyzes were based on the clean data with high quality. Clean reads were mapped to the reference genome using Bowtie2 software. And reads from organelle, mapping quality smaller than 30, PCR duplicated reads all removed. Those high-quality mapping reads were subjected to further peak calling. Macs2 was used to call peaks with q value < 0.05. Peaks were annotated by ChIP seeker package.

We analysis differential accessible peak through 3 steps. First, merge the peak files of each sample using the bed tools software. Second, the counts of the reads over the bed were determined for each sample using bed tools multicov. Finally, differential accessible peak was assessed using DESeq2. The region were called differentially accessible if the absolute value of the log2 fold change was 1 at an *p* value < 0.05. Gene ontology (GO) analysis was performed to facilitate elucidating the biological implications of unique genes in the significant or representative profiles of the gene in the experiment [Ashburner M, et al. Gene ontology: a tool for the unification of biology. The Gene Ontology Consortium. Nat Genet. 2000 May;25(1):25- 9.]. We downloaded the GO annotations from NCBI, UniProt (http://www.uniprot.org/) and the Gene Ontology (http://www.geneontology.org/). Fisher’s exact test was applied to identify the significant GO categories and FDR was used to correct the *p*-values. Pathway analysis was used to find out the significant pathway of the genes according to KEGG database. We turn to Fisher’s exact test to select the significant pathway, and the threshold of significance was defined by *P*-value and FDR.

### ChIP-qPCR assay

Proteins and DNA interaction was evaluated by ChIP-qPCR using the ChIP assay kit (Millipore, MA, USA). The experiment protocols were according to the manufacturer’s instructions. The antibodies used for the ChIP assay were as follows: anti-H3k9cr (PTM), anti-H3k9ac (Active Motif), anti-H3k4cr (PTM), anti-H3k14cr (PTM), anti-H3k18cr (PTM), anti-H3k23cr (PTM), anti-H3k27cr (PTM), anti-H3k36cr (PTM), anti-H2Bk34cr (PTM), and control IgG (Millipore). The primers used for ChIP were as follows: Il1b-F 5’- ACCCAGACAGGGCTTTTAGC-3’, Il1b-R 5’- TCCATTCCTAACACTGAGCCC-3’; Il1r1-F 5’- TCACTCAGGTCCTCTCAGTCC-3’, Il1r1 -R 5’- TCCAATTGTGGGCAGCAATGA-3’. The calculation formula for enrichment efficiency was elaborated on previously.

### Isolation and culture of primary tubular epithelia cells

Renal cortex was isolated from mouse kidney and divided into tiny pieces, then added with 1 mg/ml type I collagenase (17100-017, Gibco, MA, USA), and incubated at 80 rpm in a 37 °C shaker for 30 min. Subsequently, PTCs were separated by strainer (100, 70, and 40 μm), and erythrocytes were removed with red blood cell lysis buffer (R1010, Solarbio, Beijing, China). Finally, the PTCs were cultured in RPMI1640 (HyClone, Logan, UT, USA) containing 10% fetal bovine serum, 1×insulin transferrin selenium additive, 1% penicillin/streptomycin and 20 ng/mL epidermal growth factor, and incubated at 37 °C in a humidified atmosphere of air/CO_2_ (95:5).

### Cell viability assay

Cell viability was determined by the Cell Counting Kit-8 assay (CCK-8, APExBIO, Houston, TX, USA) according to the manufacturer’s instructions. Briefly, TCMK-1 cells in the logarithmic growth phase were seeded in 96-well culture plates at a density of 5000 cells/well. After treating with Il1b, a 10 μl CCK-8 solution was added to each well and incubated in the dark for 1 h at 37 °C. In the end, the absorbance at 450 nm was detected using a microplate reader (Synergy Mx, Biotek, Vermont, USA).

### Cell culture and treatments

TCMK-1, HEK-293T, and RAW264.7 macrophage were acquired from the American Type Culture Collection (Manassas, VA). TCMK-1, HEK-293T and RAW264.7 cells were cultured in DMEM (Sigma-Aldrich) containing 10% fetal bovine serum (FBS) and incubated at 37 °C in a humidified atmosphere of air/CO_2_ (95:5). For IL-1β-induced aging research, TCMK-1 and HEK-293T were incubated in MEM medium supplemented with different doses of IL-1β for 24 h. For assessing the treatment effect of IL-1β antibody, cells were treated with IL-1β (5 ng/ml) or cell culture supernatant with IL-1β antibody (5 µg/ml) at the same time for 24 h. For TGFβ-induced fibrosis research, HEK-293T and primary tubular epithelia cells were exposed to TGFβ (20 ng/ml) for 48 h. For plasmid transfection research, gene-expressing plasmid and blank plasmid (pVector) were obtained from MiaoLing Plasmid (Wuhan, China). TCMK-1 and HEK-293T cells transfection with plasmids was conducted using Lipofectamine 2000 (12566014, Invitrogen, CA, USA) for 24 h, according to the manufacturer’s instructions.

### Primary culture of mouse TECs

Kidneys were collected from 3- to 6-week-old mice, minced, and digested by collagenase I (2 mg/ml) for 30 min at 37 °C and then filtered successively through 100-, 70-, and 40-µm mesh to collect single TECs. Cells were cultured in RPMI 1640 supplement with 10% fetal bovine serum (FBS), epidermal growth factor (20 ng/ml), and 100× insulin-transferrin-selenium at 5% CO_2_, 37 °C. At 80% confluence, cells were treated in fed condition (RPMI 1640 + 10% FBS).

### Statistical analysis

Statistical analysis was performed using the GraphPad Prism 9 software. One-way ANOVA and the unpaired t-test were performed on variables. Sample size estimation was not performed, and sample size was determined by the number of animals in the colony of a determined age and gender. The number of replicates (including the number of animals used in each experiment) are indicated in the figures and/or figure legends. All data are expressed as mean ± SEM. The statistical parameters can be found in the figures and the figure legends. *p* < 0.05 was considered significant. *p* < 0.05 (*), *p* < 0.01 (**), *p* < 0.001 (***) and *p* < 0.0001 (****).

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The sequencing data generated in this study have been deposited in the GEO data repository database under accession code GSE245390 and GSE253032. The remaining data are available within the article, Supplementary Information or Source Data file. Source data are provided with this paper, and have been deposited in Figshare database(10.6084/m9.figshare.25202678).

# Supplementary material for: Inhibition of ACSS2-mediated histone crotonylation alleviates kidney fibrosis via IL-1β-dependent macrophage activation and tubular cell senescence
**Source:** Nat Commun. 2024 Apr 13;15:3200. doi: 10.1038/s41467-024-47315-3

## Supplementary figures

**Supplementary Fig. 1. The increased levels of crotonylation in human renal biopsies of CKD and fibrotic kidneys from mice.** (A) Representative IHC staining of pan-Kcr antibody in healthy control subjects and CKD patients focused on glomerular. Scale bar: 20  $\mu$ m. (n= 3 per group). (B) Quantitative IHC analysis of pan-Kcr expression in renal cytoplasm from control and CKD patients using ImageJ 6.0 software. (C) IF staining of pan-Kcr (green) and DAPI (blue) in control and UUO kidneys. Scale bar: 50  $\mu$ m. (n= 3 per group). (D) Protein expression and quantitative analysis of histone crotonylation in the fibrotic kidneys of mice. (E) Coomassie brilliant blue staining of histone in the fibrotic kidneys of mice. (F) Quantitative analysis of H3K9cr, H3K9ac and H3 in the fibrotic kidneys of UUO mice. (G) Representative IHC staining and quantitative analysis of H3k9cr in healthy control subjects and CKD patients. Scale bar: 50  $\mu$ m. (n= 3 per group). (H) Protein expression of H3K9cr, H3K9ac and H3 in the fibrotic kidneys of FAN mice were determined by western blotting (n = 6 animals per group). (I) Quantitative analysis of H3K9cr, H3K9ac and H3 in the fibrotic kidneys of FA mice. IHC: immunohistochemical; pan-Kcr: pan anti-crotonyllysine; IF: Immunofluorescence; FAN: folic acid nephropathy; UUO: unilateral ureteric obstruction. Triangle: representative positive staining of pan-Kcr. Data shown are means  $\pm$  SEM. Statistical analysis by one-way ANOVA with Tukey's post hoc test. \*P < 0.05.

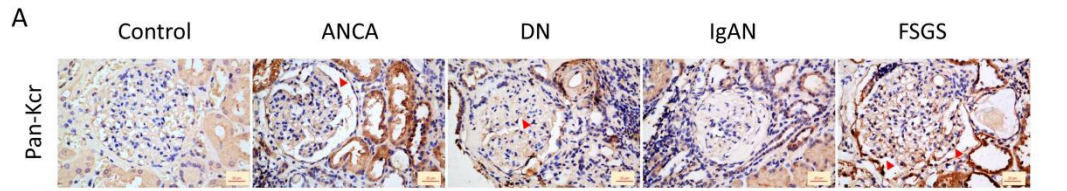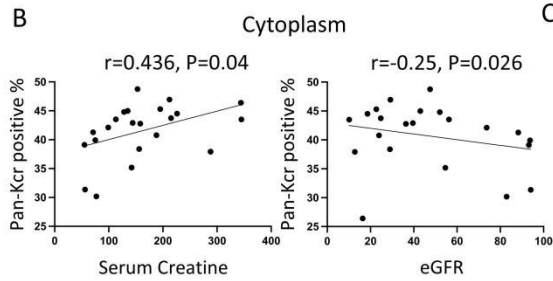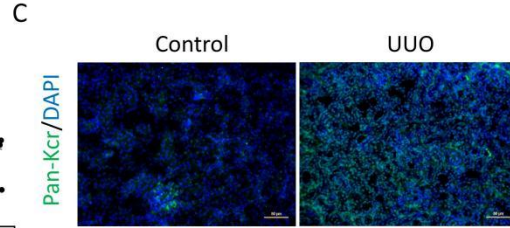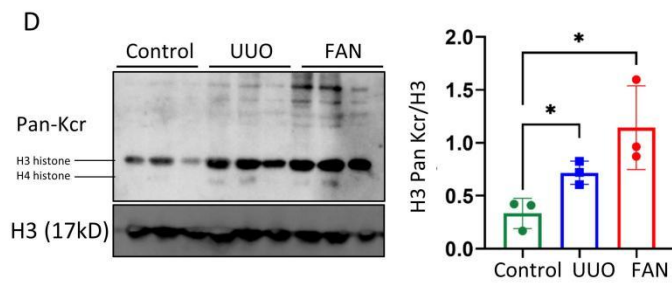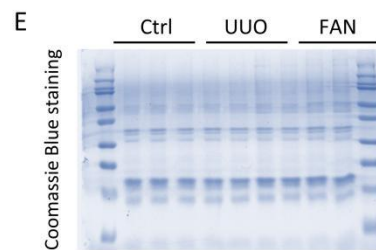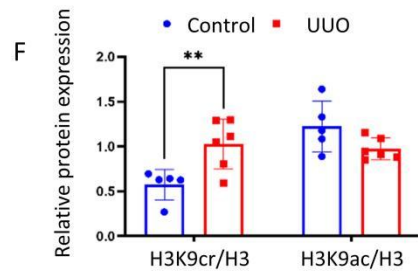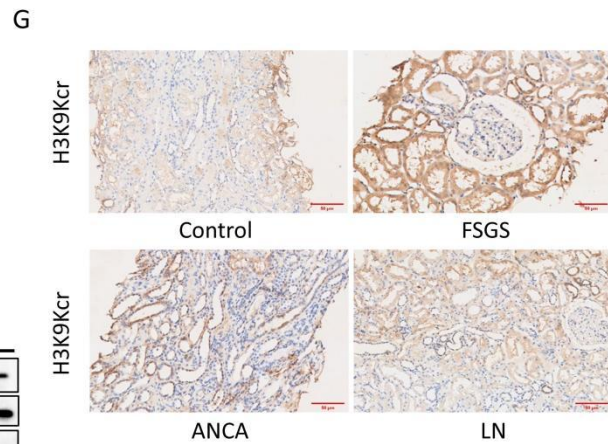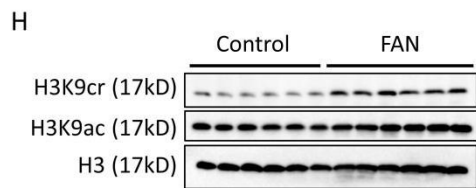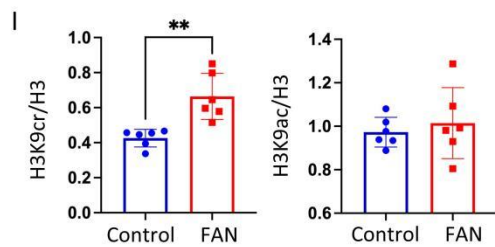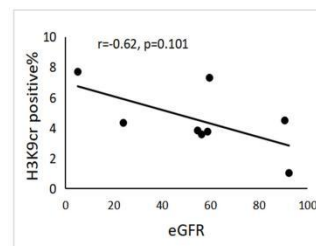

**Supplementary Fig. 2. Changes of other lysine crotonylation and acetylation in fibrotic kidneys of mice.** (A) Coomassie brilliant blue used for staining of gels to demonstrate histone purification. (B-C) subcellular classify and COG classify of histone LC/MS analysis. (D) Representative images of H&E and Masson staining in control and fibrotic mice kidneys. Scale bar: 50  $\mu$ m.(n= 6 per group). (E) mRNA expression of Fn1, Colla1 and Acta2 in control and fibrotic mice kidneys was determined by real-time qPCR (n = 3 to 6 animals per group). (F-G) Protein expression of FN1, COL6 and  $\alpha$ -SMA in the fibrotic kidneys of mice was determined by western blotting (n = 5 to 6 animals per group). (H-K) Protein expression of H3K14cr, H3K18cr, H3K27cr, and H3K14ac, H3K18ac, H3K27ac in the fibrotic kidneys of mice were determined by western blotting (n = 5 to 6 animals per group). FN1: fibronectin; COL6: collagen type6;  $\alpha$ -SMA: smooth muscle actin; FAN: folic acid nephropathy; UUO: unilateral ureteric obstruction. Data shown are means  $\pm$  SEM. Statistical analysis by t-test. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001.

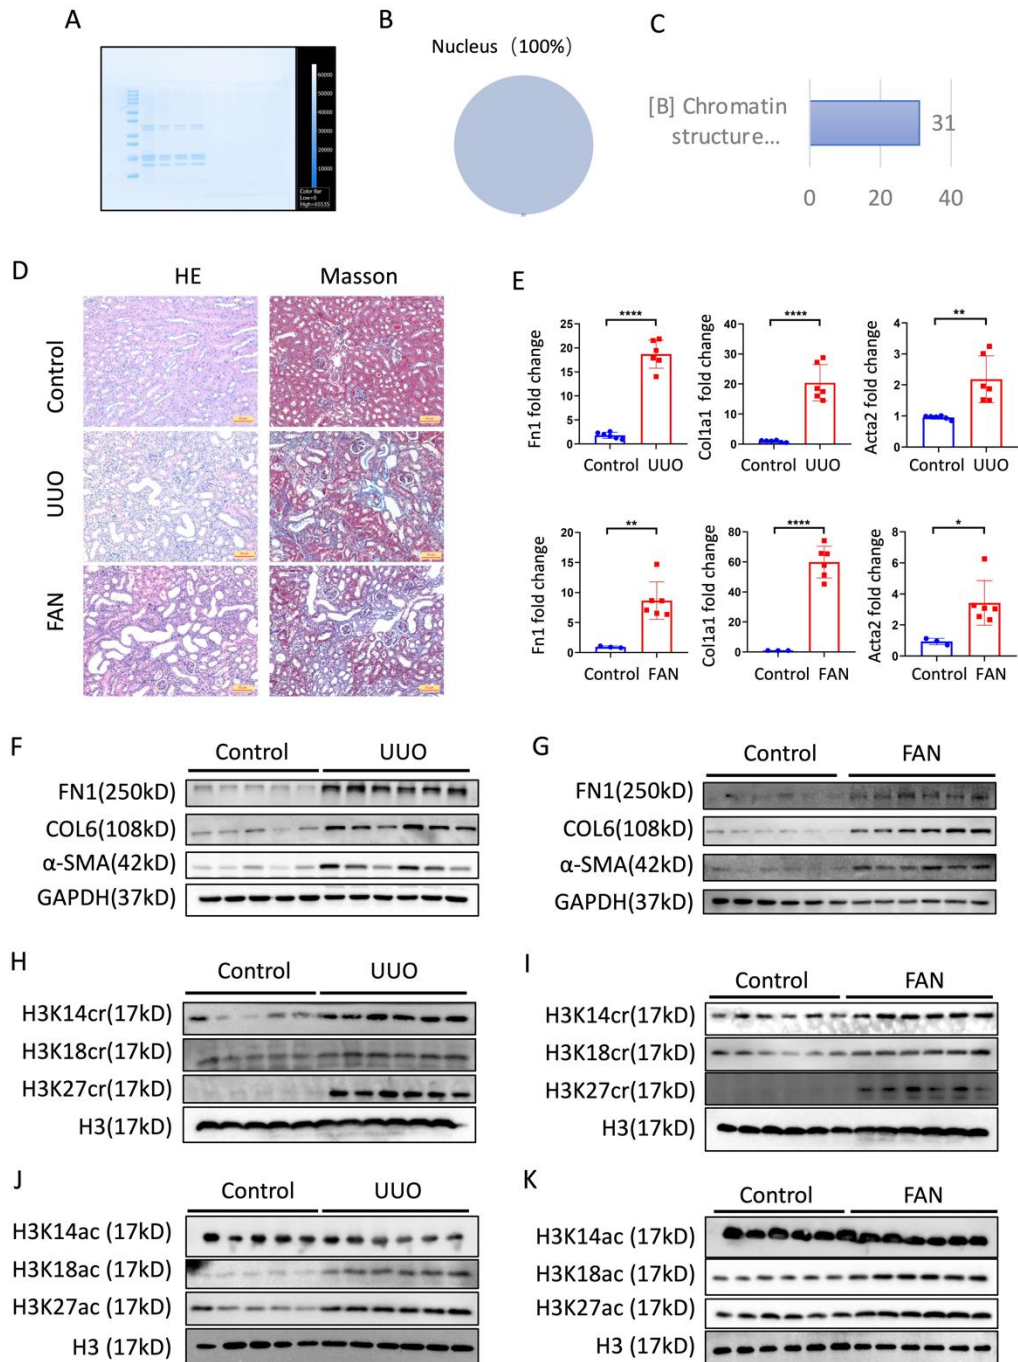

**Supplementary Fig. 3. Basic information of TCMK-1 and HEK-293T cells**

**treated with crotonate or plasmids.** (A) Protein and mRNA expression of ACSS2 in TCMK-1 cells treated with ACSS2 plasmids. (B) Protein and mRNA expression of ACSS2 in HEK-293T cells treated with ACSS2 plasmids. (C) Protein and mRNA expression of ACSS2 in TCMK-1 cells treated with 10  $\mu$ M crotonate. (D) Protein and mRNA expression of ACSS2 in HEK-293T cells treated with 10  $\mu$ M crotonate. (E-F) Protein and mRNA expression of SIRT1/2/3 in TCMK-1 cells treated with SIRT1/2/3 plasmids. (G-H) Protein and mRNA expression of SIRT1/2/3 in HEK-293T cells treated with SIRT1/2/3 plasmids. (I-J) Protein and mRNA expression of HDAC1/2/3 in TCMK-1 cells treated with HDAC1/2/3 plasmids. (K-L) Protein and mRNA expression of HDAC1/2/3 in HEK-293T cells treated with HDAC1/2/3 plasmids. (M-N) Protein and mRNA expression of SIRT4/5/6 in TCMK-1 cells treated with SIRT4/5/6 plasmids. (O-P) Protein and mRNA expression of SIRT4/5/6 in HEK-293T cells treated with SIRT4/5/6 plasmids. CR10: 10  $\mu$ M crotonate; SIRT1/2/3/4/5/6 OE: SIRT1/2/3/4/5/6 overexpression; HDAC1/2/3 OE: HDAC1/2/3 overexpression. Data shown are means  $\pm$  SEM. Statistical analysis by t-test. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001.

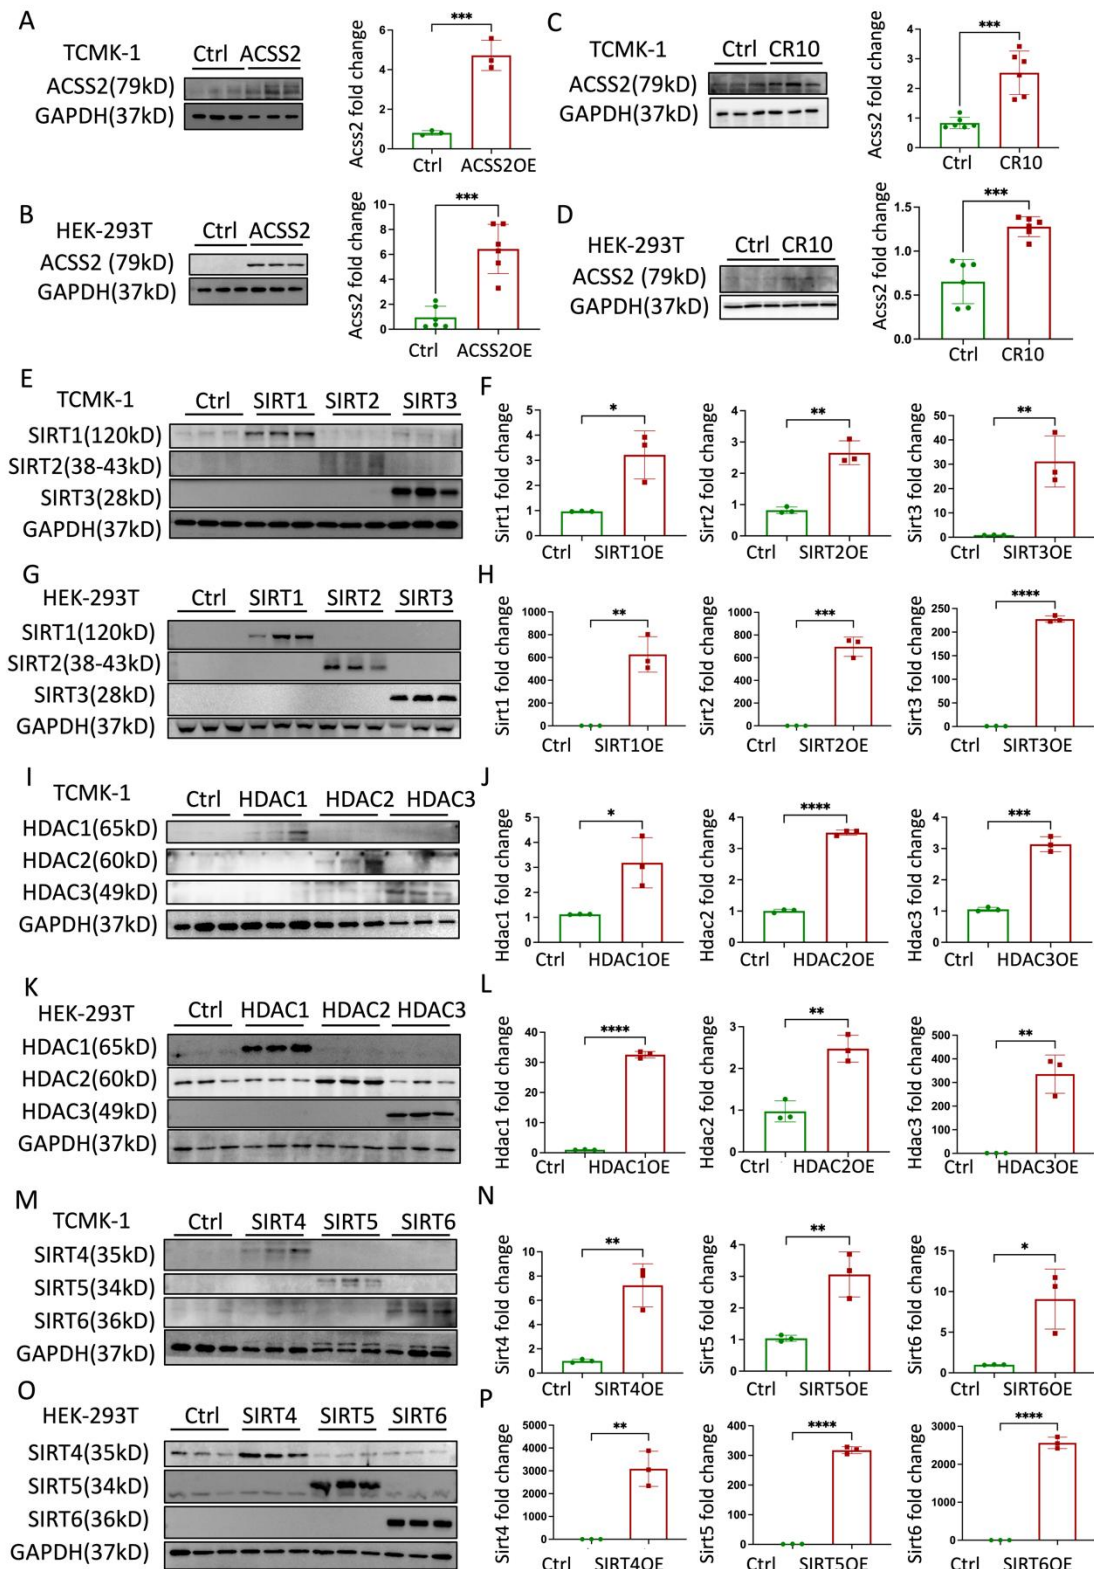

**Supplementary Fig. 4. The changes of H3K9cr and H3K9ac level under different treatment *in vitro*.** (A) Schematic illustration of different treatment for H3K9cr and H3K9ac in cells. (B) Protein expression and quantitative analysis of H3K9cr, H3K9ac and H3 when overexpression of ACSS2 using relative plasmids in TCMK-1 cells and HEK-293T cells (n = 3 per group). (C-D) Protein expression and quantitative analysis of H3K9cr, H3K9ac and H3 when treated with 10  $\mu$ M crotonate in TCMK-1 cells and HEK-293T cells (n = 3 per group). (E-F) Protein level and quantitative analysis of H3K9cr, H3K9ac and H3 when treated with HDAC1/2/3 plasmids in TCMK-1 cells and HEK-293T cells (n = 3 per group). (G-H) Protein level and quantitative analysis of H3K9cr, H3K9ac and H3 when treated with SIRT1/2/3 plasmids in TCMK-1 cells and HEK-293T cells (n = 3 per group). (I-J) Protein level and quantitative analysis of H3K9cr, H3K9ac and H3 when treated with SIRT4/5/6 plasmids in TCMK-1 cells and HEK-293T cells (n = 3 per group). CR10: 10  $\mu$ M crotonate. CTRL: Control. Data shown are means  $\pm$  SEM. Statistical analysis by t-test or one-way ANOVA with Tukey's post hoc test. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001 versus the control.

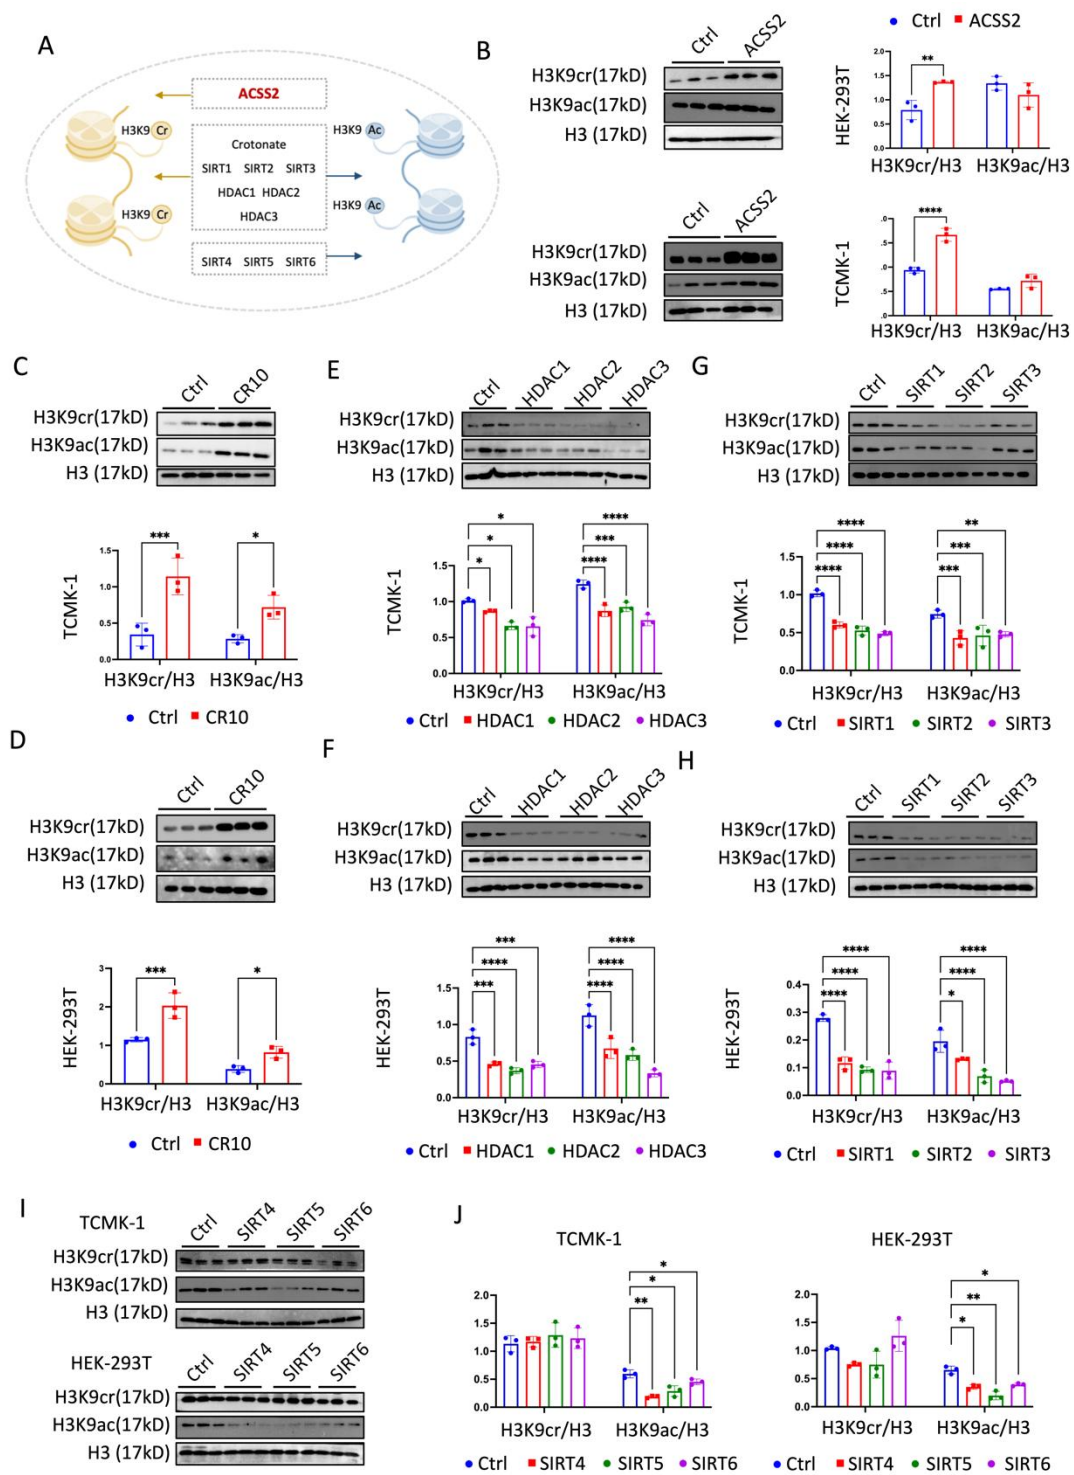

**Supplementary Fig. 5. Generation of ACSS2<sup>-/-</sup> mice.** (A) Schematic generation of ACSS2<sup>-/-</sup> mice. (B-C) Identification of the genotype of ACSS2<sup>-/-</sup> mice by PCR assay. (D) Protein expression of ACSS2 and GAPDH in whole kidney lysates of control and UUO of WT and ACSS2<sup>-/-</sup> mice (n = 3 per group). (E) Protein expression of ACSS2 and GAPDH in whole kidney lysates of control and FAN of WT and ACSS2<sup>-/-</sup> mice (n = 3 per group). FAN: folic acid nephropathy; UUO: unilateral ureteric obstruction; WT: wild type; ACSS2<sup>-/-</sup> : ACSS2 knockout mice.

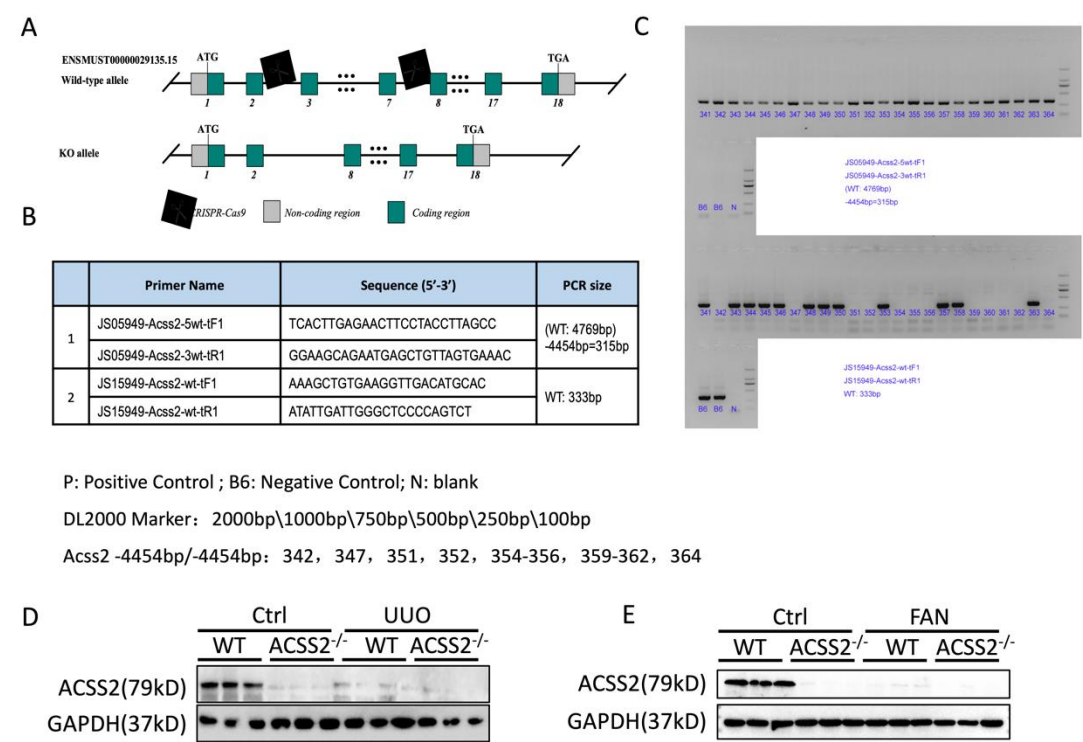

**Supplementary Fig. 6. The scRNA-seq and spatial transcription analysis.** (A) The expression of ACSS2 in proximal tubule cell of health and IRI/UUO mice in scRNA-seq. (B) The expression of ACSS2 in proximal tubule cell of health and CKD patients in scRNA-seq. (C) Representative IHC staining of ACSS2 in medulla, corticomedullary junction and cortex of mice fibrotic kidney. Scale bar: 100  $\mu$ m. (n= 3 per group). (D) UMAP plots of expression of the marker genes for PTs12 and PTs3 in mice and CKD in scRNA-seq. (E) UMAP plots of expression of the marker genes for PTs12 and PTs3 in mice in spatial transcription analysis. (F) UMAPs of cell type clustering in kidneys. Cell types include proximal tubule segments 1-2 (PT S1-S2), proximal tubule segment 3 (PT S3), distal convoluted tubules (DCT), intercalated cells (IC), podocytes (Pod), fibroblasts (Fib), thick ascending limb (TAL), principal cells (PC), urothelium (Uro), and proximal tubule segment 3- thick ascending limb (PT S3-TAL), macrophage (Macro), adipocytes (Adipo). (G) Heatmap showing the expression patterns of the top ten marker genes in each cell cluster. (H) The expression of ACSS2 in health and IRI mice in spatial transcription. IRI: ischemia reperfusion injury; Sham: Sham surgery mice; CKD: chronic kidney disease; UUO: unilateral ureteric obstruction; 6we: 6 weeks after ischemia reperfusion injury.

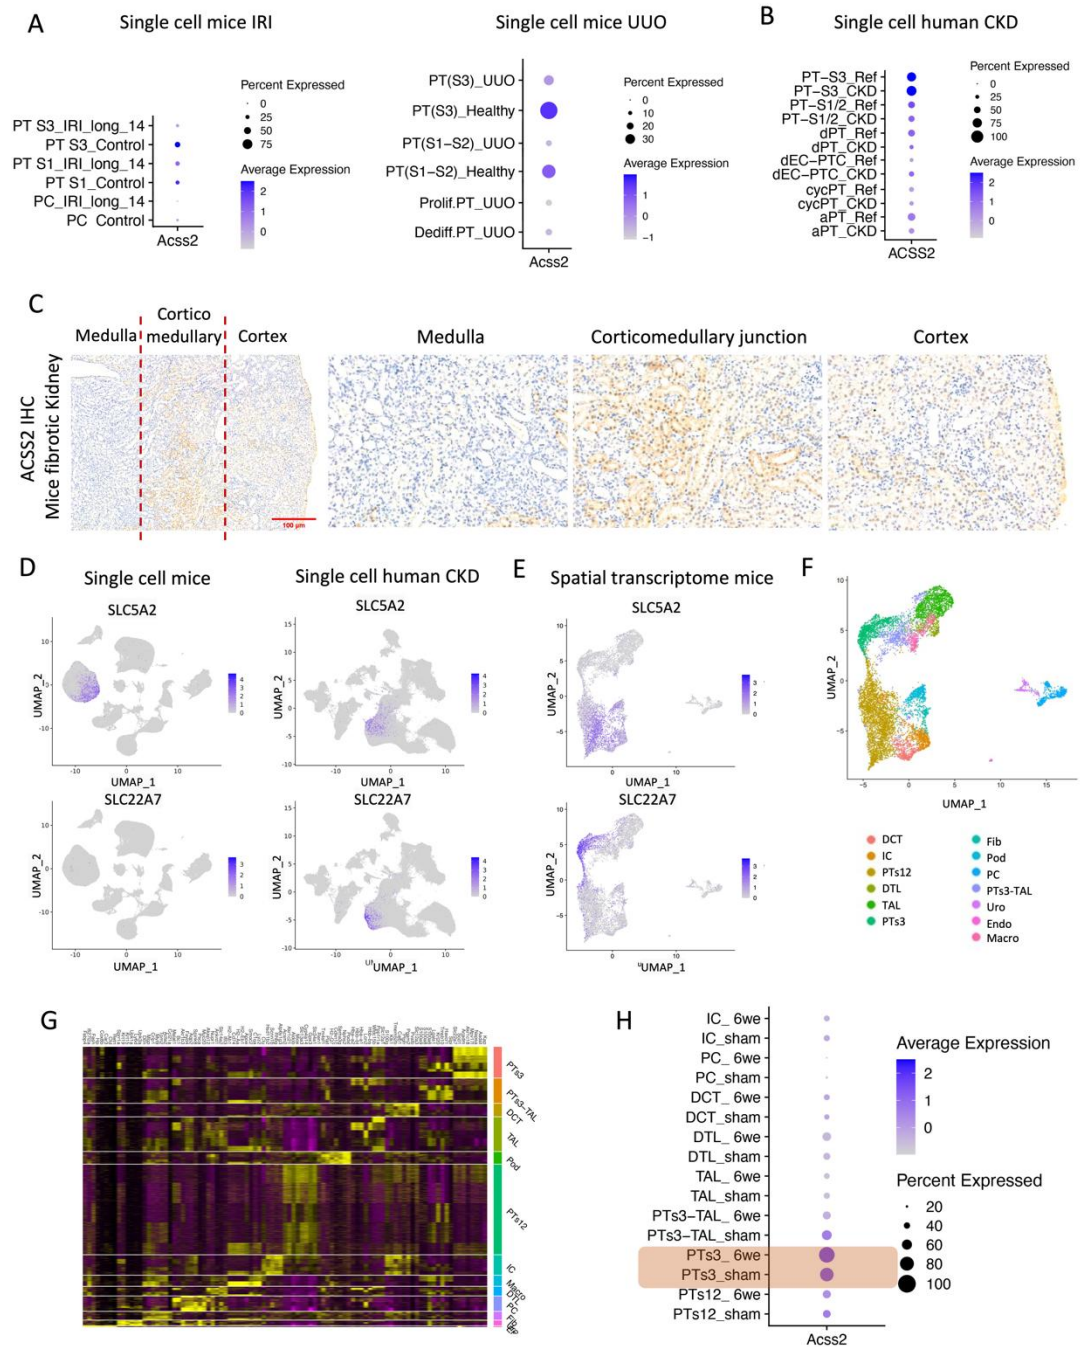

**Supplementary Fig. 7. Global genetic knock out of ACSS2 influenced crotonylation and acetylation levels of several histone lysine residues in UUO-induced fibrotic kidneys.** (A) The expression of crotonylation levels of H3K18, H3K27, H3K4, H3K23, H3K36 and H3K14 in UUO-induced fibrotic kidneys from wild type and ACSS2<sup>-/-</sup> mice. (B) The expression of acetylation levels of H3K18, H3K27, H3K4, H3K23, H3K36 and H3K14 in UUO-induced fibrotic kidneys from wild type and ACSS2<sup>-/-</sup> mice. (C-D) Protein expression of crotonylation and acetylation levels of several histone lysine residues in whole kidney lysates of control and UUO of WT and ACSS2<sup>-/-</sup> mice (n = 3 per group). UUO: unilateral ureteric obstruction; WT: wild type; ACSS2<sup>-/-</sup>: ACSS2 knockout mice. Data shown are means ± SEM. Statistical analysis by ANOVA analysis. \* Means WT UUO vs. WT Control. # Means WT UUO vs. ACSS2<sup>-/-</sup> UUO. \*P < 0.05, \*\*P < 0.01, and \*\*\*P < 0.001. #P < 0.05, and ##P < 0.01.

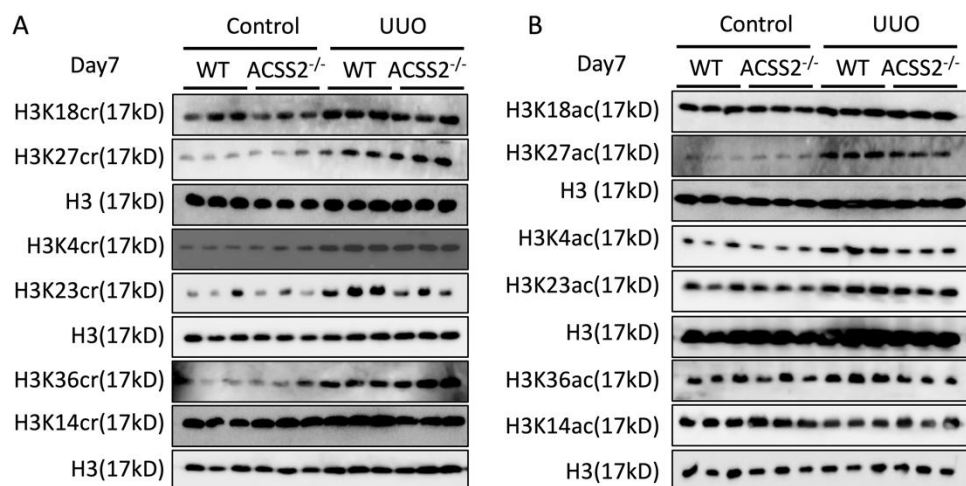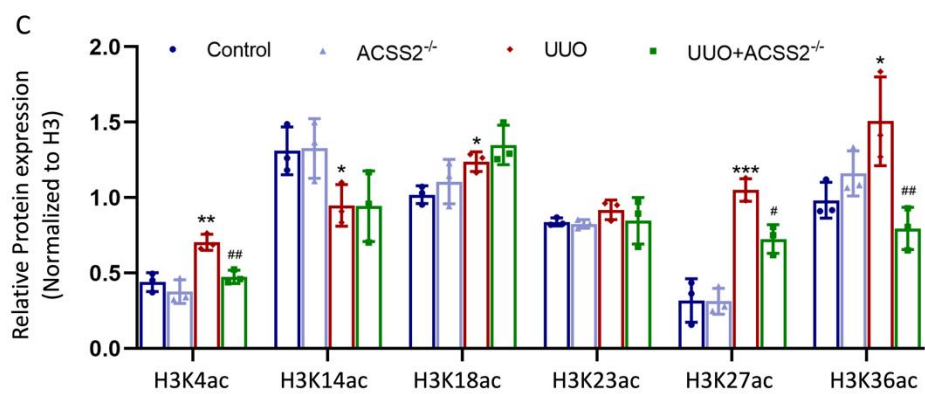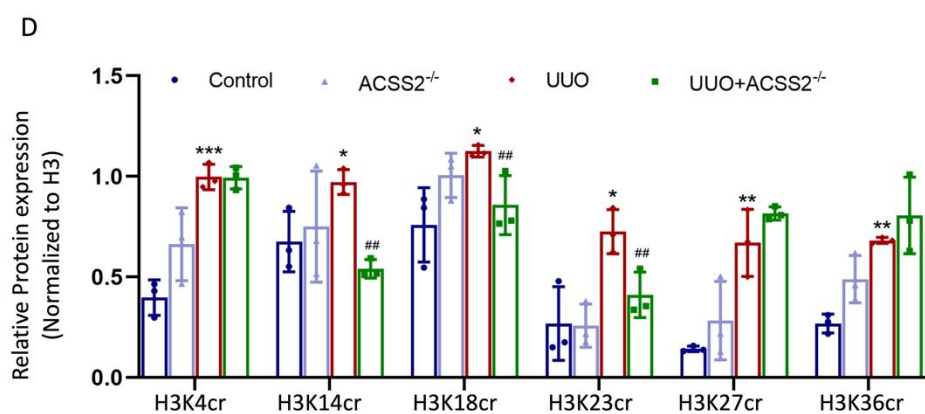

**Supplementary Fig. 8. Overexpression of ACSS2 in tubular epithelial cells treated with TGFβ1 influenced crotonylation and acetylation levels of several histone lysine residues.** (A) The crotonylation levels of H3K14, H3K9, H3K18, H3K4, H3K23, H3K36 and H3K27 in tubular epithelial cells treated with TGFβ with/without ACSS2 plasmids. (B) The acetylation levels of H3K14, H3K9, H3K18, H3K4, H3K23, H3K36 and H3K27 in tubular epithelial cells treated with TGFβ with/without ACSS2 plasmids. (C-D) The crotonylation and acetylation levels of several histone lysine residues in tubular epithelial cells treated with TGFβ with/without ACSS2 plasmids (n = 3 per group). ACSS2 OE: ACSS2 overexpression plasmids. Data shown are means ± SEM. Statistical analysis by t-test. \*P < 0.05, and \*\*P < 0.01.

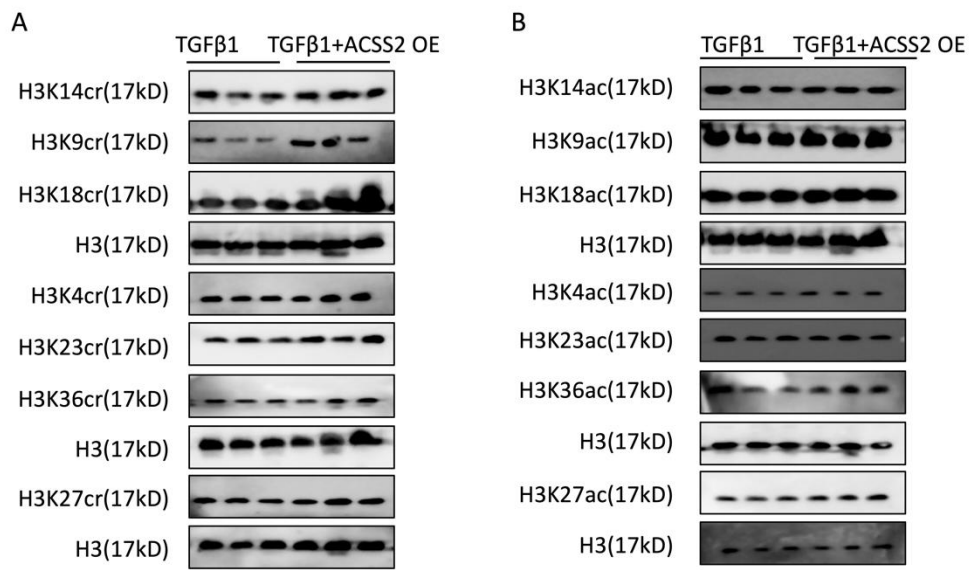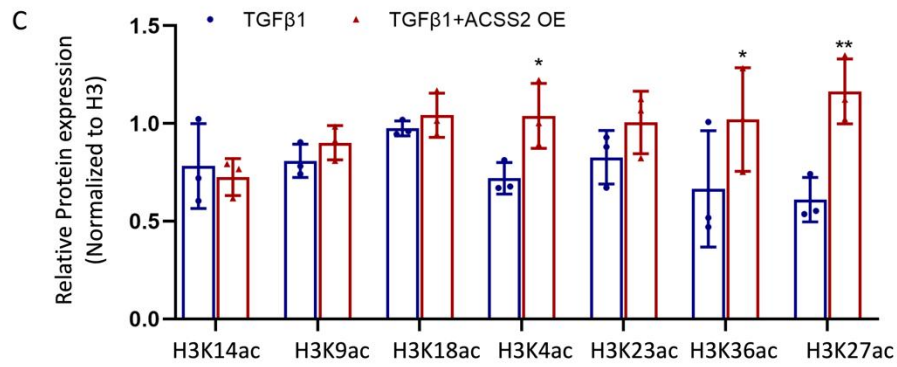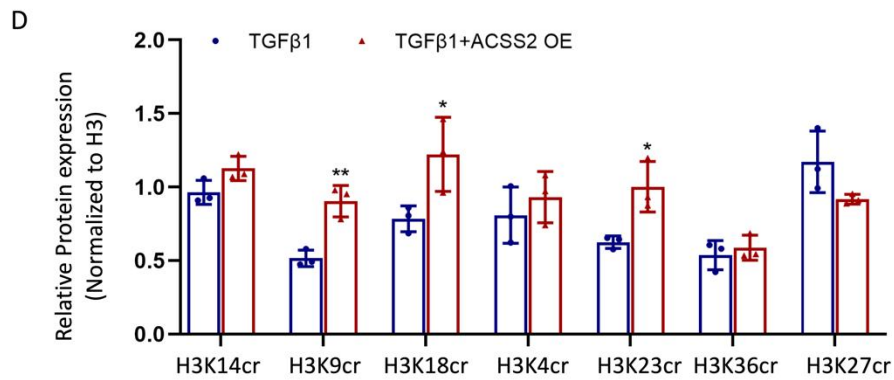

**Supplementary Fig. 9. Global genetic knockout of ACSS2 alleviated UUO and folic acid (FA)- induced kidney fibrosis in mice.** (A) Protein level of H3K9cr, H3K9ac and H3 in whole kidney lysates of control and FAN of WT and ACSS2<sup>-/-</sup> mice (n = 3 per group). (B) Quantification of H3K9cr immunoblots normalizing to H3 (n = 3 per group). (C-E) Quantitative analysis of FN1, COL6 and  $\alpha$ -SMA in UUO of WT and ACSS2<sup>-/-</sup> mice (n = 3 per group). (F-G) IF staining and quantitative analysis of  $\alpha$ -SMA (green) and DAPI (blue) in UUO of WT and ACSS2<sup>-/-</sup> mice (n = 3 per group). Scale bar: 100  $\mu$ m. (H-I) Representative images of H&E and Masson staining in FAN of WT and ACSS2<sup>-/-</sup> mice. Scale bar: upper panels: 100  $\mu$ m; lower panels: 20  $\mu$ m. (n = 3 per group). (J) FN1, COL6,  $\alpha$ -SMA and GAPDH immunoblotting in the whole kidney lysates of control and FAN of WT and ACSS2<sup>-/-</sup> mice (n = 3 per group). (K) The mRNA levels of Fn1, Col1a1 and Acta2 in whole kidney lysates of WT and ACSS2<sup>-/-</sup> mice injected with FA (n = 3 to 5 per group).

FAN: folic acid nephropathy; UUO: unilateral ureteric obstruction; WT: wild type; ACSS2<sup>-/-</sup>: ACSS2 knockout; IF: Immunofluorescence; Data shown are means  $\pm$  SEM. Statistical analysis by one-way ANOVA with Tukey's post hoc test. \*P < 0.05, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001.

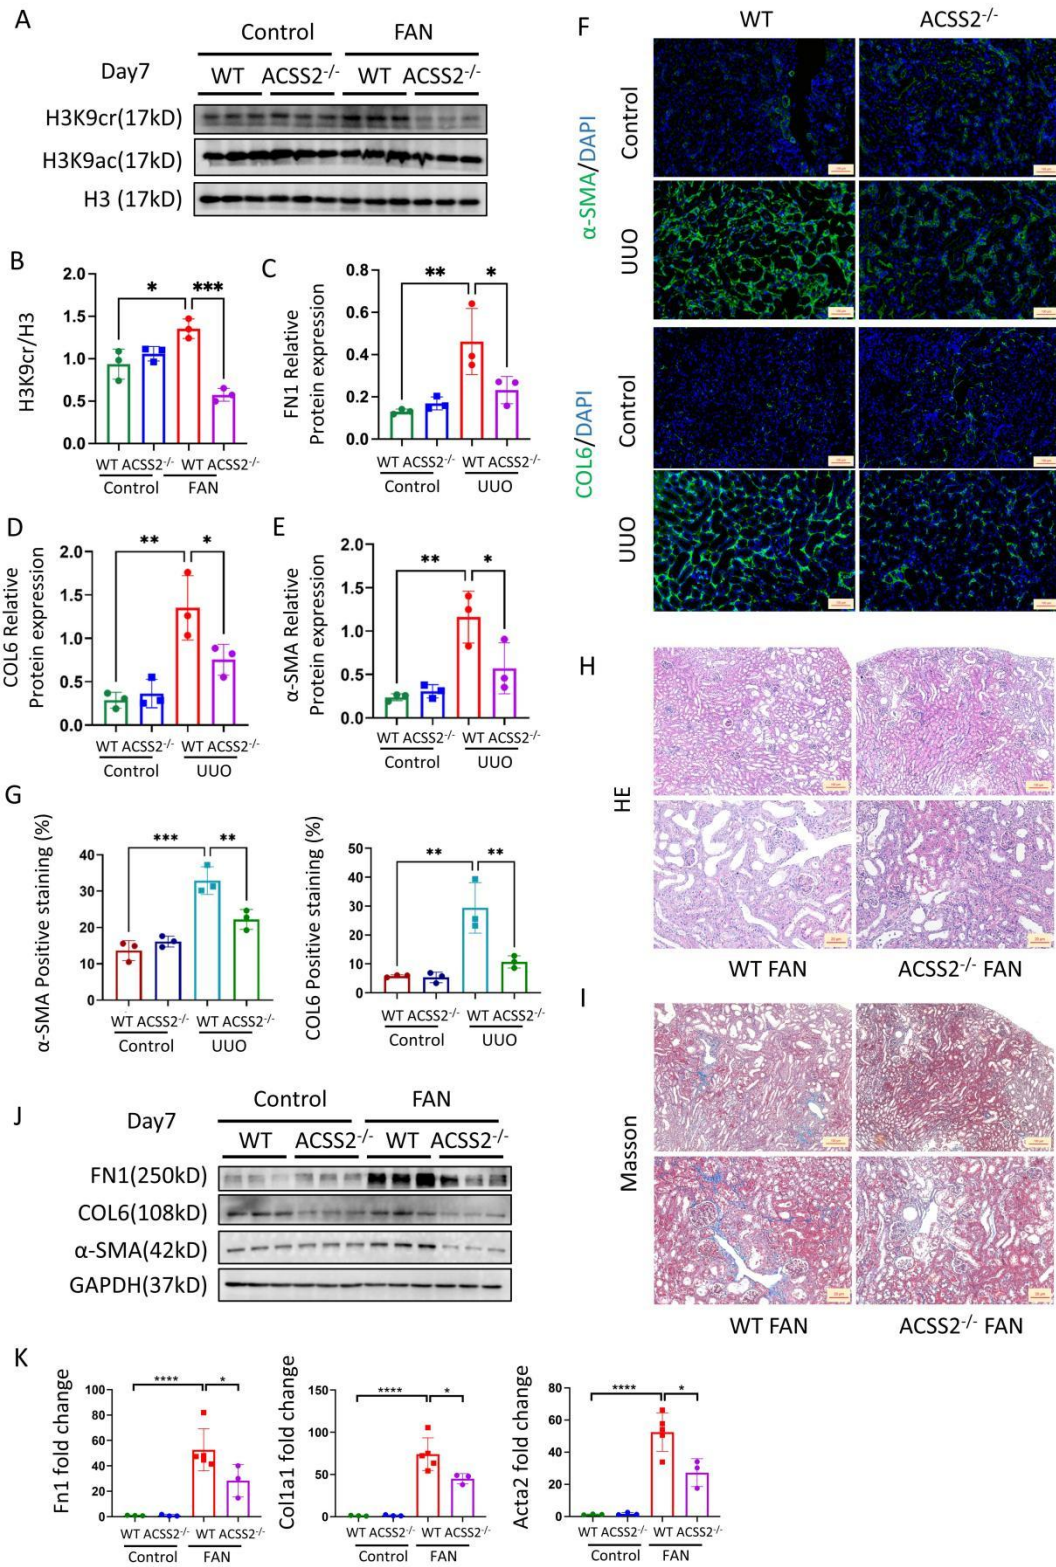

**Supplementary Fig. 10. Generation of renal tubular epithelial cell (TEC)-specific ACSS2 knockout mice.** (A) Representative IHC staining and quantitative analysis of ACSS2 in healthy control subjects and patients with chronic kidney diseases. Scale bar: 50  $\mu$ m. (n= 3 per group). (B) Schematic of ACSS2<sup>fllox/fllox</sup> (ACSS2<sup>f/f</sup>) mice generation by CRISPR/Cas9-stimulated homologous recombination. (C-D) Identification of the genotype of ACSS2<sup>f/f</sup> mice and ACSS2<sup>tecKO</sup> (Cdh16-Cre+ ACSS2<sup>f/f</sup>) mice by PCR assay. IHC: immunohistochemical; FSGS: focal segmental glomerulosclerosis; ANCA: anti-neutrophil cytoplasmic antibodies; LN: lupus nephritis. Statistical analysis by Pearson correlation.

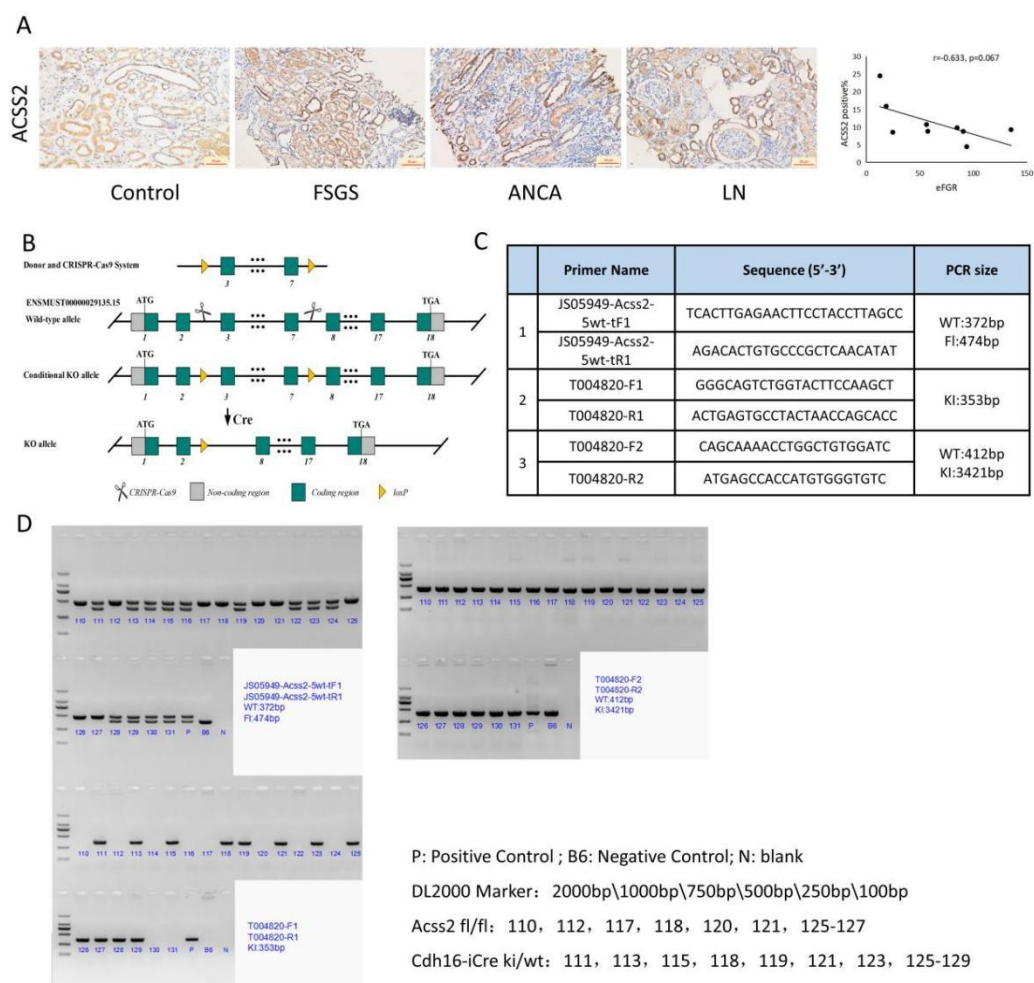

**Supplementary Fig. 11. TEC-specific deletion of ACSS2 suppressed H3K9cr level and alleviated UUO and FA-induced kidney fibrosis in mice.** (A) H3K9cr, H3K9ac and H3 immunoblotting and quantification of these immunoblots in the whole kidney lysates of control and FAN of WT and ACSS2<sup>tecKO</sup> mice (n = 3 per group). (B) Quantification of FN1, COL1a1, COL6 and GAPDH immunoblotting in the whole kidney lysates of control and UUO of WT and ACSS2<sup>tecKO</sup> mice (n = 3 per group). (C) mRNA levels of Col1a1 or Col6 in whole kidney lysates of WT and ACSS2<sup>tecKO</sup> mice treated with FAN (n = 6 per group). (D) COL1a1, COL6 and GAPDH immunoblotting and quantification of these immunoblots in the whole kidney lysates of control and FAN of WT and ACSS2<sup>tecKO</sup> mice (n = 3 per group). FAN: folic acid nephropathy; UUO: unilateral ureteric obstruction; WT: wild type; ACSS2 CKO: tubular epithelial cell-specific knockout of ACSS2. Data shown are means ± SEM. Statistical analysis by one-way ANOVA with Tukey's post hoc test. \*\*P < 0.01, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001.

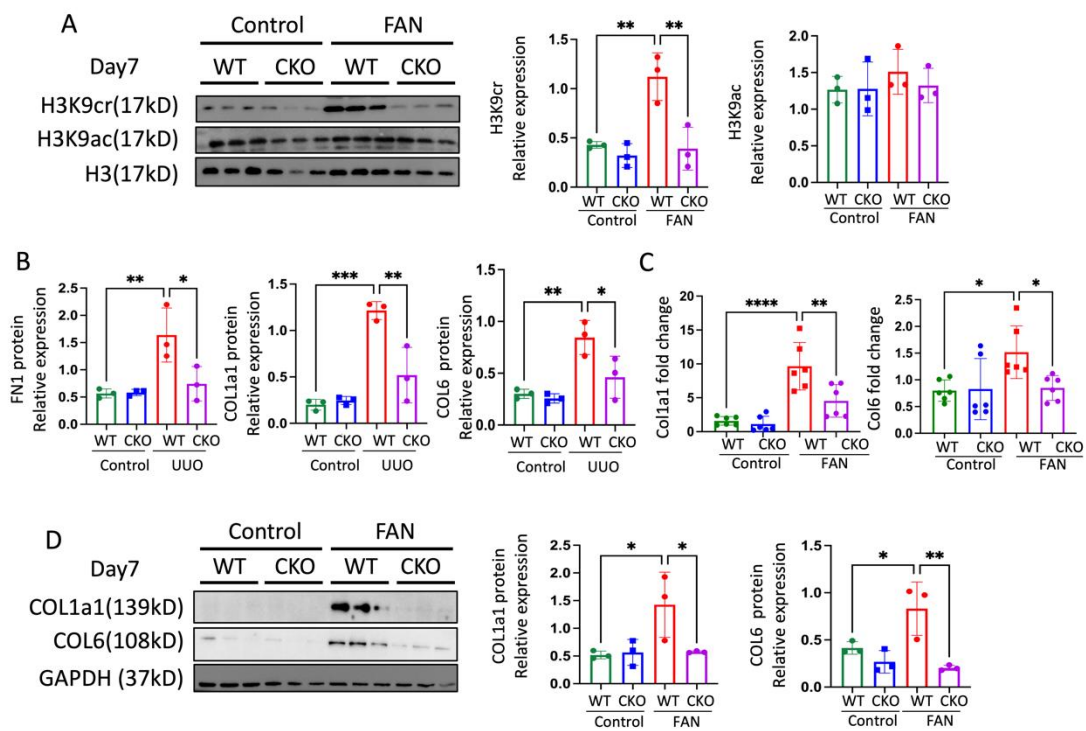

**Supplementary Fig. 12. The ChIP-seq analysis in each sample.** (A) ChIP-seq analysis of test chromatin occupancy and heatmap of the distribution around $\pm 3$  kb from the TSSs of H3K9ac in WT control mice. (B) ChIP-seq analysis of test chromatin occupancy and heatmap of the distribution around $\pm 3$  kb from the TSSs of H3K9cr in WT control mice. (C) ChIP-seq analysis of test chromatin occupancy and heatmap of the distribution around $\pm 3$  kb from the TSSs of input in WT control mice. (D) ChIP-seq analysis of test chromatin occupancy and heatmap of the distribution around $\pm 3$  kb from the TSSs of H3K9ac in ACSS2<sup>-/-</sup> control mice. (E) ChIP-seq analysis of test chromatin occupancy and heatmap of the distribution around $\pm 3$  kb from the TSSs of H3K9cr in ACSS2<sup>-/-</sup> control mice. (F) ChIP-seq analysis of test chromatin occupancy and heatmap of the distribution around $\pm 3$  kb from the TSSs of input in ACSS2<sup>-/-</sup> control mice. (G) ChIP-seq analysis of test chromatin occupancy and heatmap of the distribution around $\pm 3$  kb from the TSSs of H3K9ac in WT UUO mice. (H) ChIP-seq analysis of test chromatin occupancy and heatmap of the distribution around $\pm 3$  kb from the TSSs of H3K9cr in WT UUO mice. (I) ChIP-seq analysis of test chromatin occupancy and heatmap of the distribution around $\pm 3$  kb from the TSSs of input in WT UUO mice. (J) ChIP-seq analysis of test chromatin occupancy and heatmap of the distribution around $\pm 3$  kb from the TSSs of H3K9ac in ACSS2<sup>-/-</sup> UUO mice. (K) ChIP-seq analysis of test chromatin occupancy and heatmap of the distribution around $\pm 3$  kb from the TSSs of H3K9cr in ACSS2<sup>-/-</sup> UUO mice. (L) ChIP-seq analysis of test chromatin occupancy and heatmap of the distribution

around  $\pm 3$  kb from the TSSs of input in ACSS2<sup>-/-</sup> UUO mice. UUO: unilateral ureteric obstruction; WT: wild type; ACSS2<sup>-/-</sup>: ACSS2 knockout.

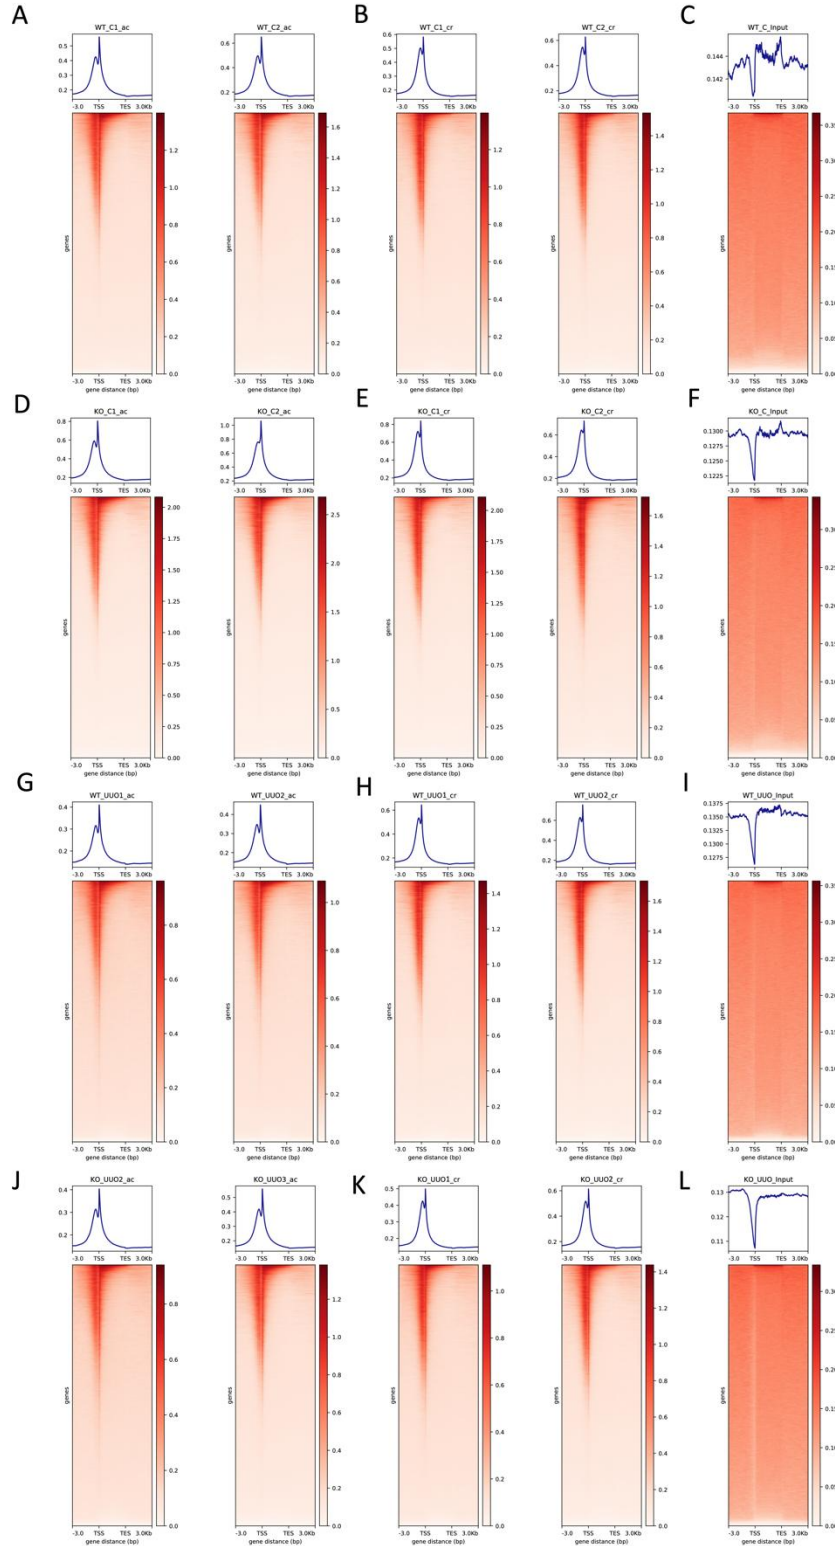

**Supplementary Fig. 13. The combination analysis of ChIP sequencing and RNA sequencing.** (A) H3K9cr and H3K9ac ChIP signals are shown in both control and UUO mice. (B) Mean H3K9cr to H3K9ac ChIP ratios in the control of WT and ACSS2<sup>-/-</sup> mice. (C-D) Comparable analysis from RNA sequencing between control and UUO group using KEGG and GO database ( $F_c > 2$ ,  $P\text{-adj} < 0.05$ ). (E-F) Comparable analysis from RNA sequence between UUO of WT and ACSS2<sup>-/-</sup> group using KEGG and GO database ( $F_c > 2$ ,  $P\text{-adj} < 0.05$ ). (G) Enrichment plots from the GSEA results, including ‘cytokine-cytokine receptor interaction’, and ‘response to interleukin-1’. “Gene count” is the number of genes enriched in a GO (gene ontology) or KEGG (Kyoto Encyclopedia of Genes and Genomes) term. ‘Gene ratio’ is the percentage of total differential expression genes in the given GO/KEGG term. UUO: unilateral ureteric obstruction; WT: wild type; ACSS2<sup>-/-</sup>: ACSS2 knockout; WT\_C\_ac: H3K9ac ChIP Signals in control mice; WT\_UUO\_ac: H3K9ac ChIP Signals in UUO mice; WT\_C\_cr: H3K9cr ChIP Signals in control mice; WT\_UUO\_cr: H3K9cr ChIP Signals in UUO mice.

A

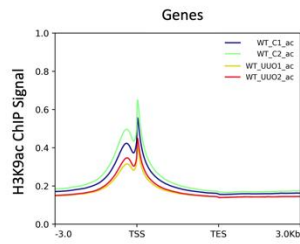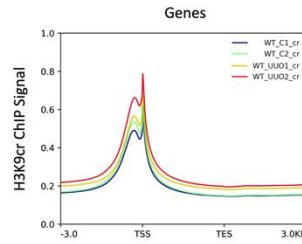

B

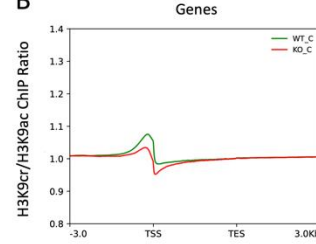

C

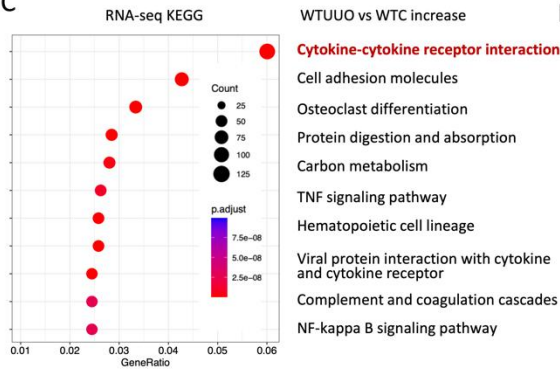

D

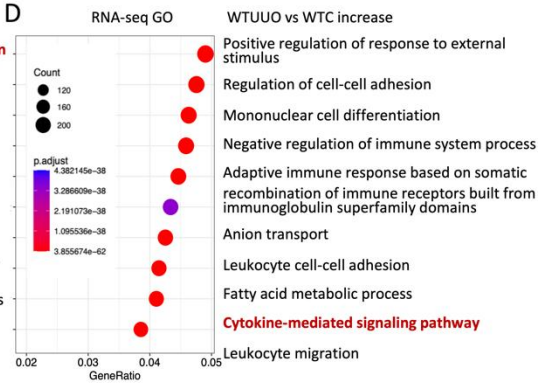

E

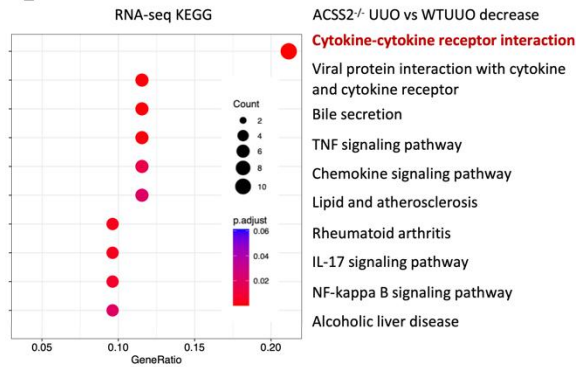

F

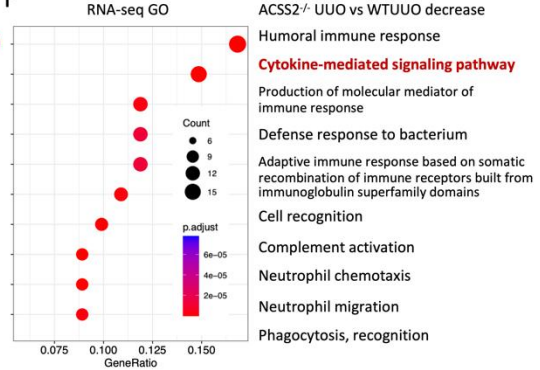

G

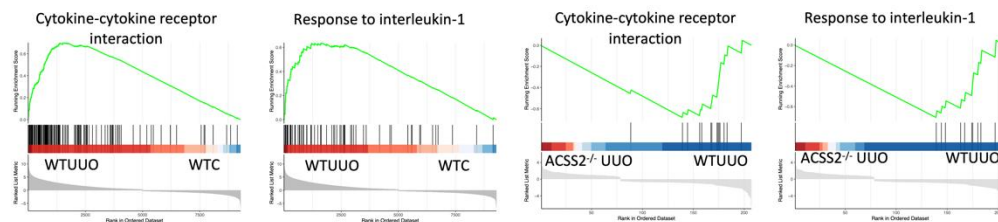

**Supplementary Fig. 14. The combination analysis of ChIP sequencing/RNA sequencing data and the specificity of transcription factor binding motifs associated with H3K9cr.**(A) Genome browser representation of RNA-seq reads and ChIP-seq reads for *Il1r1* from UUO of control and ACSS2<sup>-/-</sup> mice. (B-C) qPCR analysis of H3K9Cr, H3K4cr, H3K14cr, H3K18cr, H3K23cr, H3K27cr, H3K36cr and H2BK34cr ChIP products from HEK-293T cells transfected with ACSS2 plasmids for 24 hours. (D) DNA motifs enriched of H3k9cr in WT and UUO determined by HOMER motif analysis. UUO: unilateral ureteric obstruction; WT: wild type; ACSS2<sup>-/-</sup>: ACSS2 knockout. Data are represented as mean of fold enrichment ± standard deviation of technical replicates.

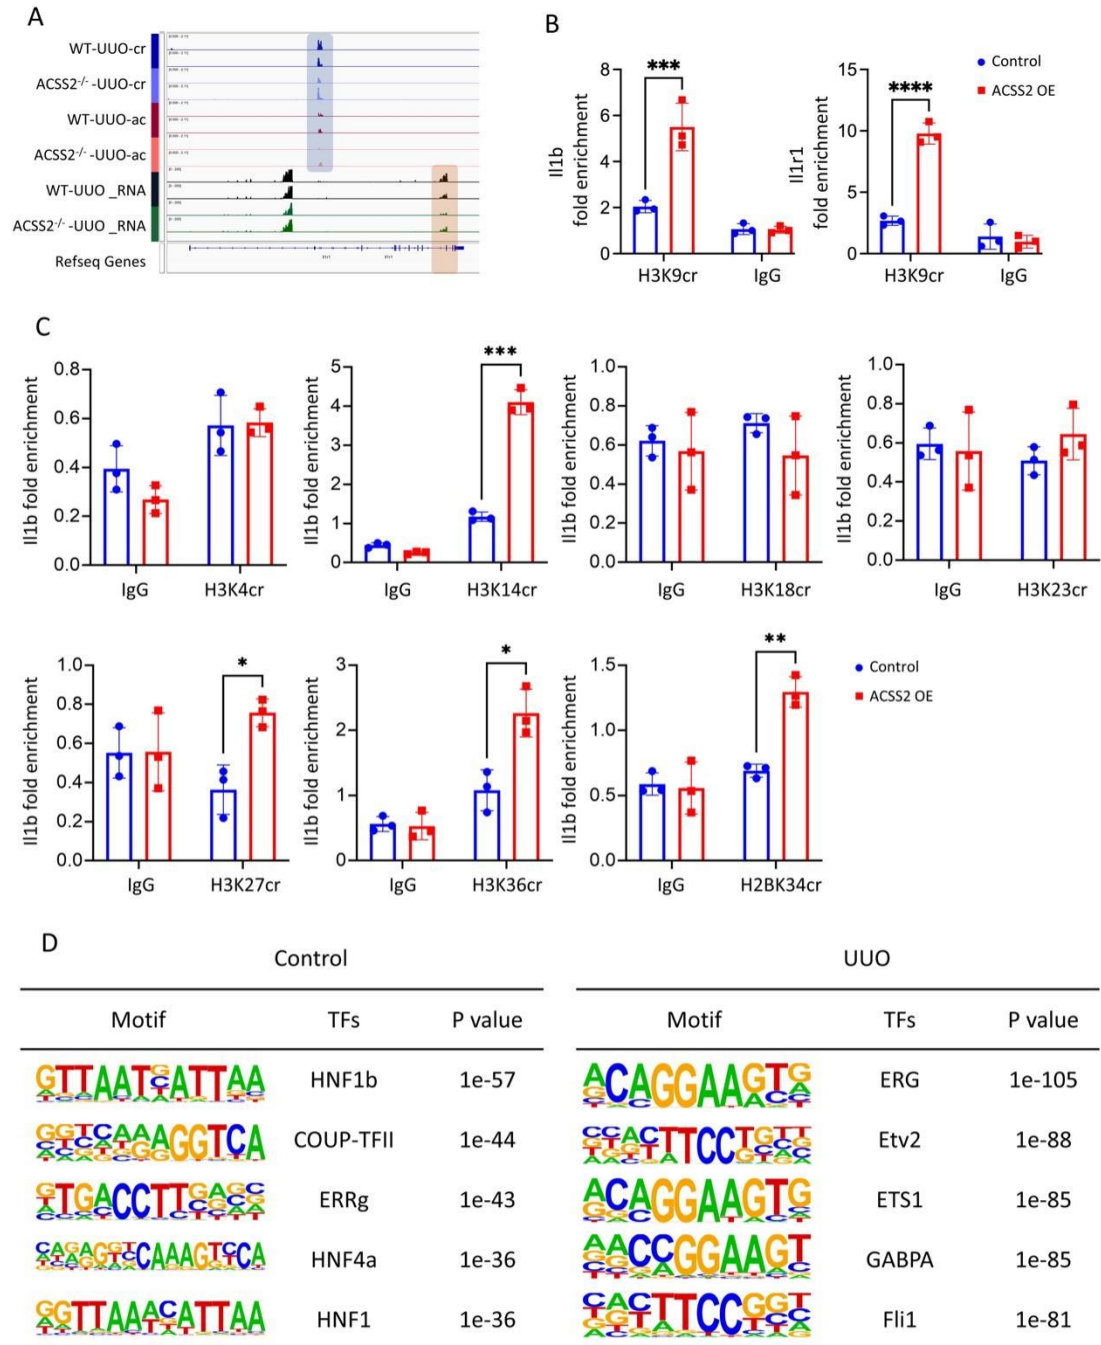

**Supplementary Fig. 15. IL-1 $\beta$  expression and the correlation between IL-1 $\beta$  with ACSS2 and H3K9cr.** (A) Representative IHC staining with IL-1 $\beta$  antibody in healthy control subjects and patients with chronic kidney diseases. Scale bar: upper panels: 50  $\mu$ m; lower panels: 20  $\mu$ m. (n= 3 per group). (B) Quantitative IHC analysis of IL-1 $\beta$  expression in control and patients with chronic kidney diseases using ImageJ 6.0 software. (C) Expression of ACSS2, IL-1 $\beta$ , IL1r1 and IL1rap for tubular epithelial cells in mice from spatial transcription analysis. Cell types include distal convoluted tubules (DCT), descending limb (DTL), ascending limb (TAL), proximal tubule segments 1-2 (PTs12), proximal tubule segment 3 (PTs3), and proximal tubule segment 3-thick ascending limb (PTs3-TAL). (D) IF staining of H3k9cr (yellow), IL-1 $\beta$  (red) and DAPI (blue) in UUO of WT and ACSS2<sup>-/-</sup> mice. Scale bar: 25  $\mu$ m. (n= 2 per group). WT: wild type; UUO: unilateral ureteric obstruction; ACSS2<sup>-/-</sup>: ACSS2 knockout; FSGS: focal segmental glomerulosclerosis; ANCA: anti-neutrophil cytoplasmic antibodies; MN: membranous nephropathy. IHC: immunohistochemical; IF: immunofluorescence; Sham: Sham surgery mice; 6we: 6 weeks after ischemia reperfusion injury. Statistical analysis by Pearson correlation.

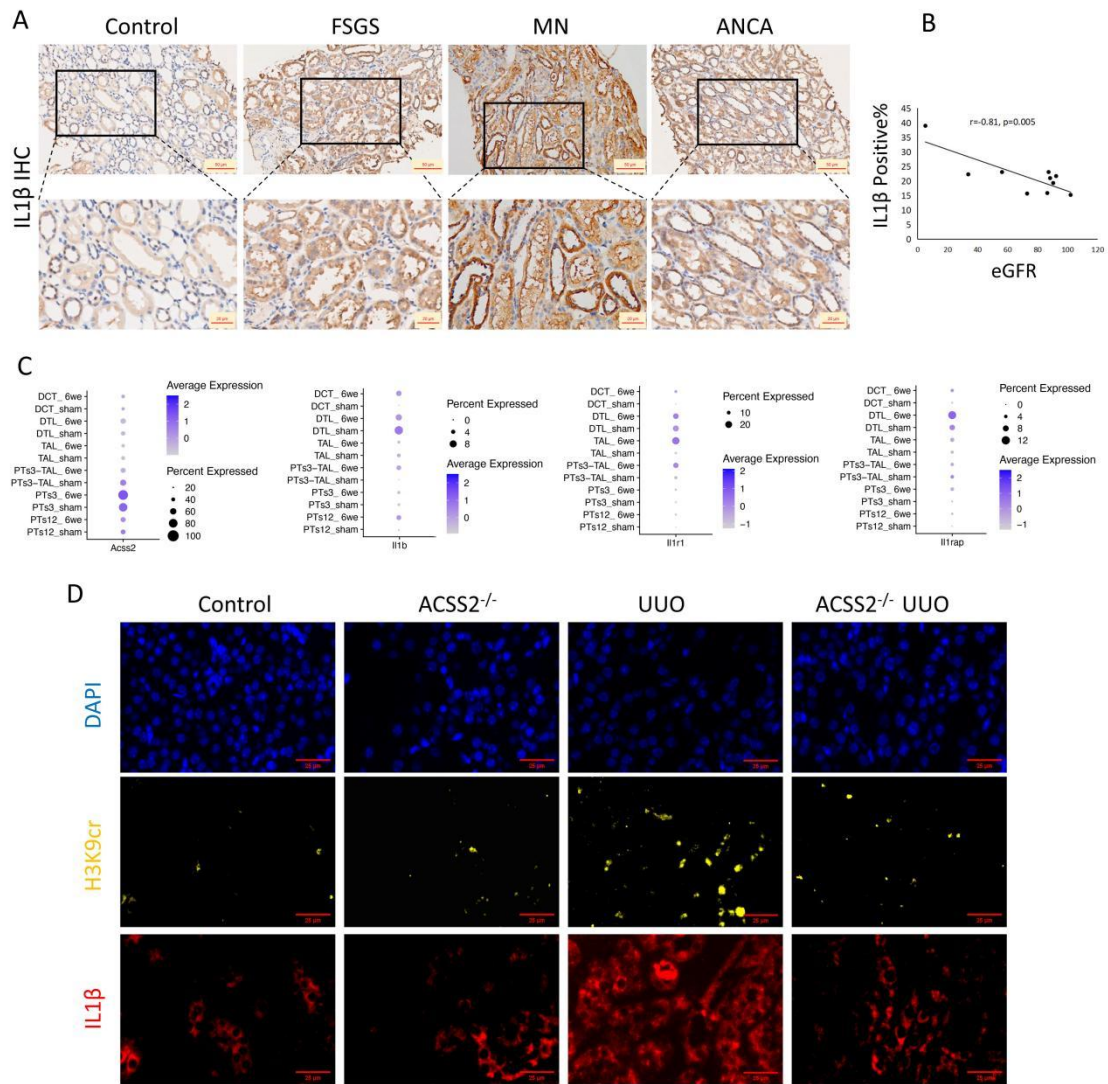

**Supplementary Fig. 16. The changes of IL-1 $\beta$  expression in kidneys. (A)**

Immunoblotting and quantification of IL-1 $\beta$  immunoblots normalizing to GAPDH in the whole kidney lysates of control and mice treated with UUO or injected with folic acid (n = 5 to 6 per group). (B) The mRNA levels of IL-1 $\beta$  in the whole kidney lysates of control and mice treated with UUO or injected with folic acid (n = 3 to 6 per group). (C) Immunoblotting and quantification of IL-1 $\beta$  immunoblots normalizing to GAPDH as well as IL-1 $\beta$  mRNA levels in control and FAN of WT and ACSS2<sup>-/-</sup> mice (n = 3 to 6 per group). (D) Immunoblotting and quantification of IL-1 $\beta$  immunoblots normalizing to GAPDH as well as IL-1 $\beta$  mRNA levels in control and FAN of WT and ACSS2<sup>tecKO</sup> mice (n = 3 to 6 per group). Ctrl: control; WT: wild type; UUO: unilateral ureteric obstruction; ACSS2<sup>-/-</sup>: ACSS2 knockout. ACSS2 CKO: TEC-specific deletion of ACSS2. Data shown are means  $\pm$  SEM. Statistical analysis by one-way ANOVA with Tukey's post hoc test. \*P < 0.05, \*\*P < 0.01 and \*\*\*P < 0.001.

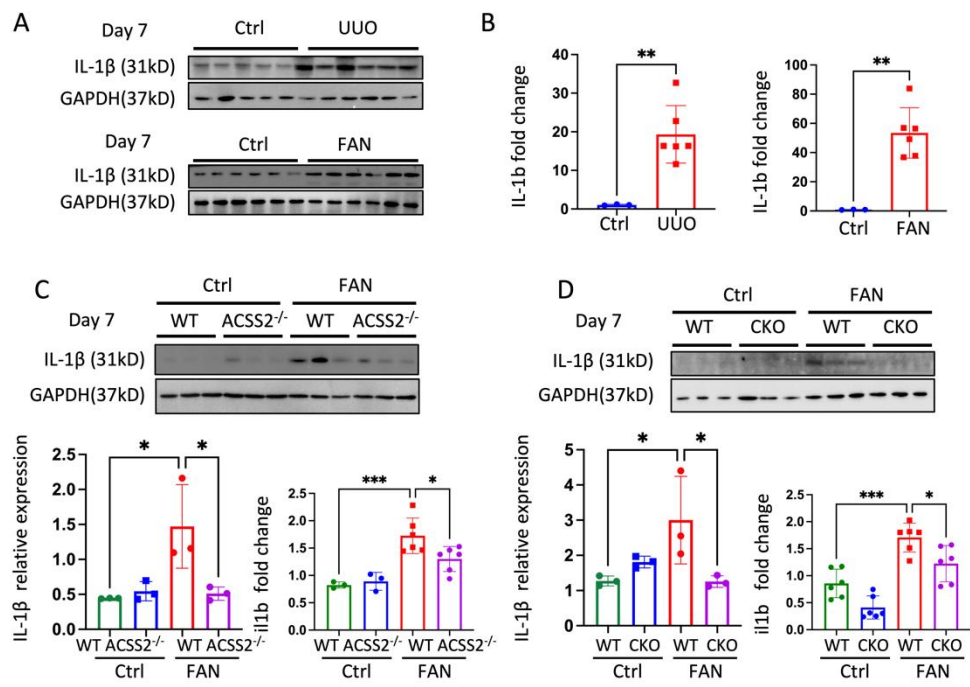

**Supplementary Fig. 17. The increased IL-1 $\beta$  expression when treated with ACSS2 plasmids or crotonate *in vitro*.** (A) Immunoblotting and quantification of IL-1 $\beta$  immunoblots normalizing to GAPDH in TCMK-1 cells treated with 10 $\mu$ M crotonate (n = 3 per group). (B) mRNA levels of IL-1 $\beta$  in TCMK-1 cells treated with 10  $\mu$ M crotonate (n = 3 per group). (C) Immunoblotting and quantification of IL-1 $\beta$  immunoblots normalizing to GAPDH in HEK-293T cells treated with 10  $\mu$ M crotonate (n = 3 per group). (D) The mRNA levels of IL-1 $\beta$  in HEK-293T cells treated with 10  $\mu$ M crotonate (n = 3 per group). (E) IL-1 $\beta$ , cleaved IL-1 $\beta$  and GAPDH immunoblotting in TCMK-1 cells transfected with ACSS2 plasmids (n = 3 per group). (F) IL-1 $\beta$  mRNA levels of TCMK-1 cells transfected with ACSS2 plasmids (n = 6 per group). (G) Cellular supernatants levels of IL-1 $\beta$  in TCMK-1 cells transfected with ACSS2 plasmids by ELISA kit (n = 6 to 8 per group). (H) IL-1 $\beta$ , cleaved IL-1 $\beta$  and GAPDH immunoblotting in HEK-293T cells transfected with ACSS2 plasmids (n = 3 per group). (I) IL-1 $\beta$  mRNA levels of HEK-293T cells transfected with ACSS2 plasmids (n = 6 per group). (J) Cellular supernatants levels of IL-1 $\beta$  in HEK-293T cells transfected with ACSS2 plasmids by ELISA kit (n = 5 per group). (K) ACSS2 mRNA levels of PTC treated with TGF $\beta$  (n = 6 per group). (L) Protein expression of ACSS2 and H3K9cr in PTC from WT and ACSS2<sup>-/-</sup> mice treated with TGF $\beta$  were determined by western blotting (n = 3 per group). (M) IL-1 $\beta$  mRNA levels of PTC treated with TGF $\beta$  (n = 6 per group). Ctrl: Control; CR10: 10 $\mu$ M crotonate; ACSS2 OE: ACSS2 overexpression; PTC: primary tubular epithelial cells. Data shown are means  $\pm$  SEM. Statistical analysis by t-test. \*P < 0.05, \*\*P < 0.01 and \*\*\*P < 0.001.

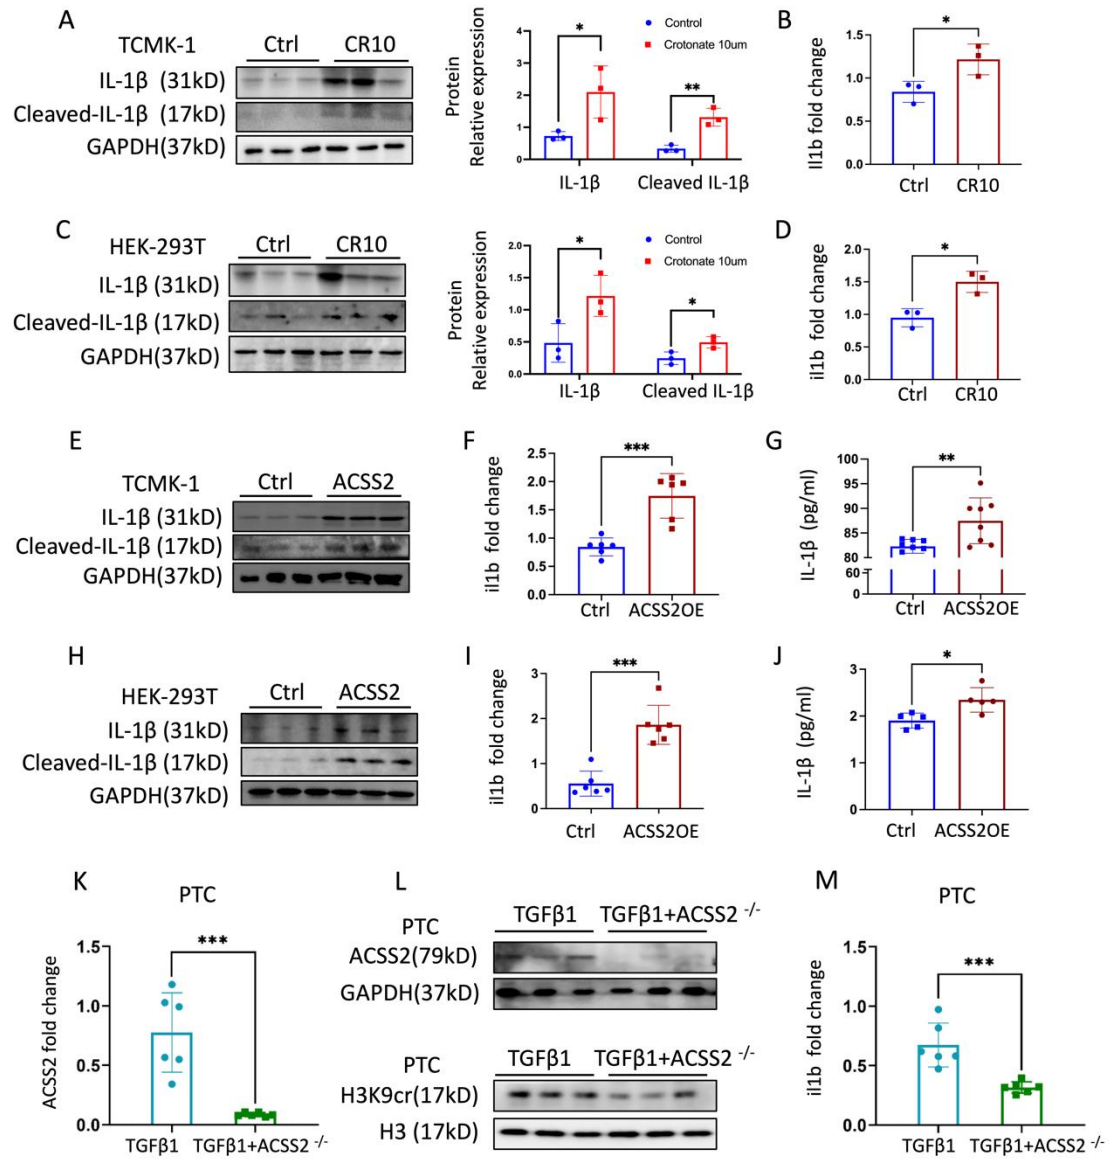

**Supplementary Fig. 18. The decreased IL-1 $\beta$  expression when treated with SIRT1/2/3 and HDAC1/2/3 plasmids *in vitro*.** (A) IL-1 $\beta$  and GAPDH immunoblotting and quantification of immunoblots normalizing to GAPDH in TCMK-1 and HEK-293T cells transfected with SIRT1/2/3 and HDAC1/2/3 plasmids (n = 3 per group). (B) IL-1 $\beta$  and GAPDH immunoblotting and quantification of immunoblots normalizing to GAPDH in TCMK-1 and HEK-293T cells transfected with SIRT1/2/3 and HDAC1/2/3 plasmids (n = 3 per group). Data shown are means  $\pm$  SEM. Statistical analysis by one-way ANOVA with Tukey's post hoc test. \*P < 0.05, \*\*P < 0.01 and \*\*\*P < 0.001.

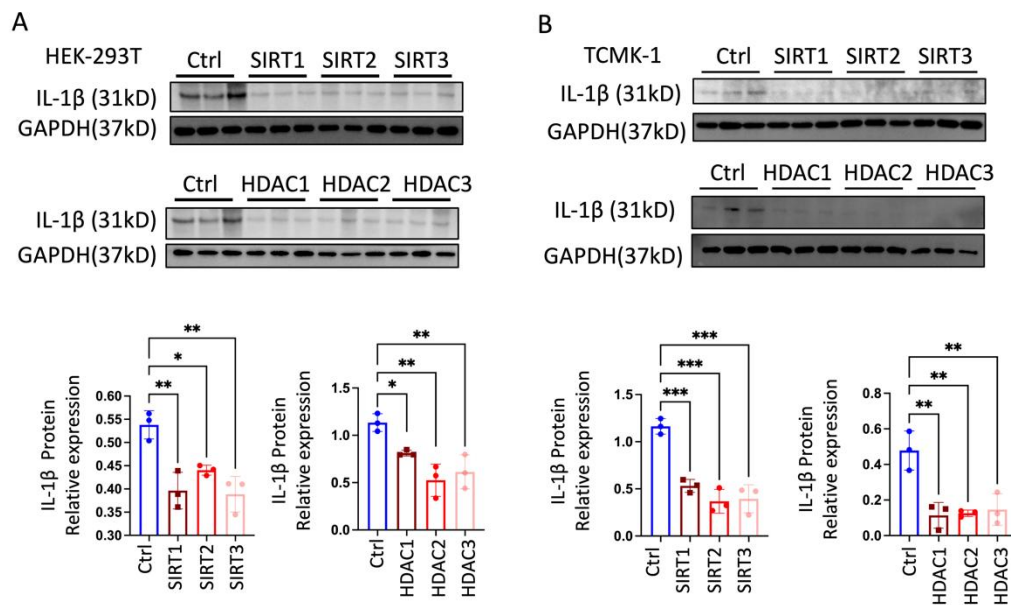

**Supplementary Fig. 19. The unchanged IL-1 $\beta$  expression when treated with SIRT4/5/6 plasmids in vitro.** (A) IL-1 $\beta$ , cleaved IL-1 $\beta$  and GAPDH immunoblotting and quantification of immunoblots normalizing to GAPDH in TCMK-1 cells transfected with SIRT4/5/6 plasmids (n = 3 per group). (B) IL-1 $\beta$ , cleaved IL-1 $\beta$  and GAPDH immunoblotting and quantification of immunoblots normalizing to GAPDH in HEK-293T cells transfected with SIRT4/5/6 plasmids (n = 3 per group). Data shown are means  $\pm$  SEM. Statistical analysis by one-way ANOVA with Tukey's post hoc test.

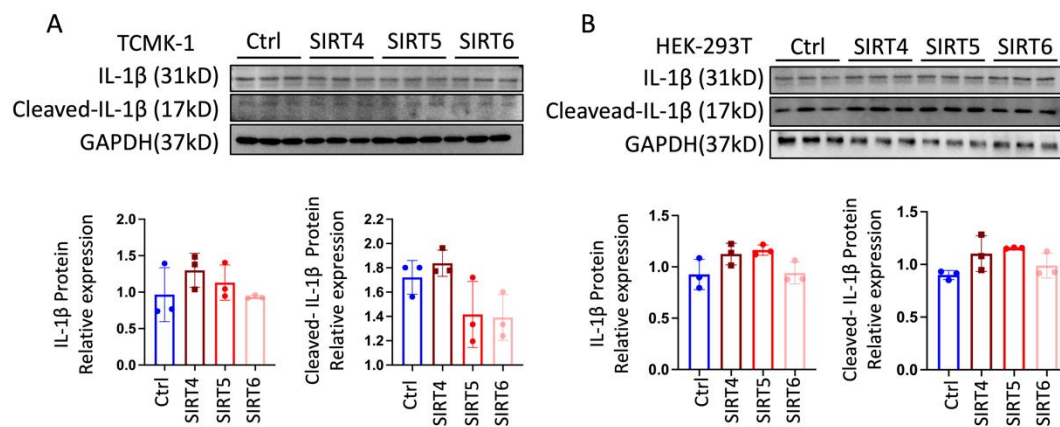

**Supplementary Fig. 20. The changes of M1 macrophage polarization when treating IL-1 $\beta$  *in vitro*.** (A) Cell type clustering and (B) the expression of ACSS2 and CD68 in kidneys in spatial transcription analysis. Cell types include proximal tubule segments 1–2 (PTs12), proximal tubule segment 3 (PTs3), distal convoluted tubules (DCT), intercalated cells (IC), podocytes (Pod), fibroblasts (Fib), thick ascending limb (TAL), principal cells (PC), urothelium (Uro), and proximal tubule segment 3-thick ascending limb (PTs3-TAL), macrophage (Macro), adipocytes (Adipo). (C) CCK8 results of RAW264.7 stimulating with different doses of IL-1 $\beta$  (n = 6 per group). (D) Microscopic images depicted the changes of RAW264.7 morphology from rounded M0 phenotype to flat M1 phenotype after IL-1 $\beta$  stimulation. Scale bar: upper panels: 50  $\mu$ m; lower panels: 20  $\mu$ m. (E) Tnf- $\alpha$ , iNOS, IL-1 $\beta$  and Cd206 mRNA levels of RAW264.7 which was stimulated with IL-1 $\beta$  under different doses (n = 5 per group). Data shown are means  $\pm$  SEM. Statistical analysis by one-way ANOVA with Tukey's post hoc test. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001

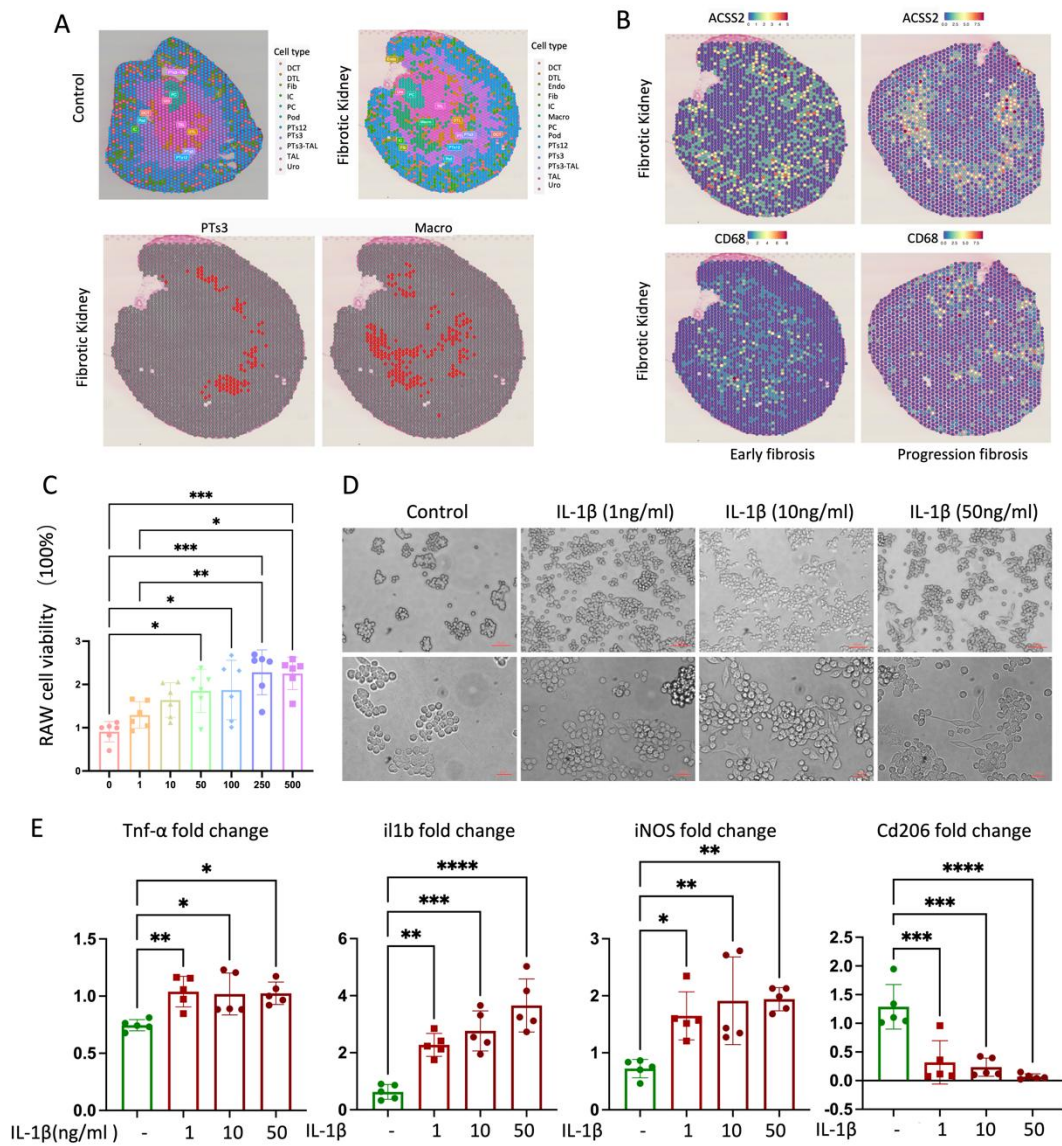

**Supplementary Fig. 21. The changes of macrophage polarization when changing H3K9cr level by ACSS2 alteration both *in vitro* and *in vivo*.** (A) The iNOS, Tnf- $\alpha$ , Mcp1, Il6, and IL-1 $\beta$  mRNA levels of RAW264.7 which was stimulated with cellular supernatants from HEK-293T cells transfected with ACSS2 plasmids for 24h (n = 3 per group). (B) The iNOS, Mcp1 and Tnf- $\alpha$  mRNA levels of RAW264.7 which was stimulated with cellular supernatants from TCMK-1 cells transfected with ACSS2 plasmids for 24 h (n = 3 per group). (C) Cd86 and Tnf- $\alpha$  mRNA levels in control and UUO of WT and ACSS2<sup>-/-</sup> mice (n = 5 per group). (D) Cd86 and Tnf- $\alpha$  mRNA levels in control and UUO of WT and ACSS2<sup>tecKO</sup> mice (n = 5 to 6 per group). (E) IF staining of F4/80 (yellow), iNOS (green), IL-1 $\beta$  (red) and DAPI (blue) in UUO kidneys of WT and ACSS2<sup>-/-</sup> mice. (F) IF staining of F4/80 (yellow), iNOS (green), IL1r1 (red) and DAPI (blue) in UUO kidneys of WT and ACSS2<sup>-/-</sup> mice. ACSS2OE: ACSS2 overexpression. WT: wild type; UUO: unilateral ureteric obstruction; ACSS2<sup>-/-</sup>: ACSS2 knockout. Data shown are means  $\pm$  SEM. Statistical analysis by one-way ANOVA with Tukey's post hoc test. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001.

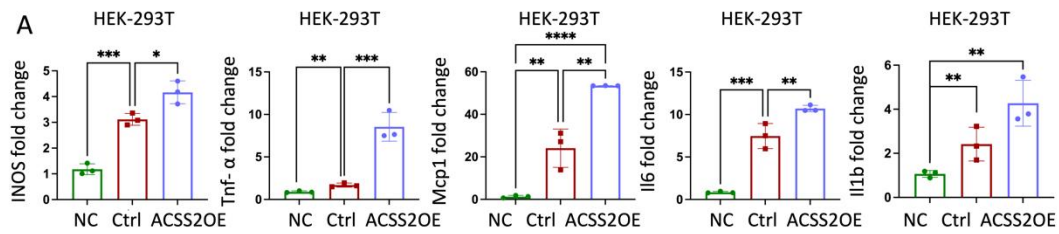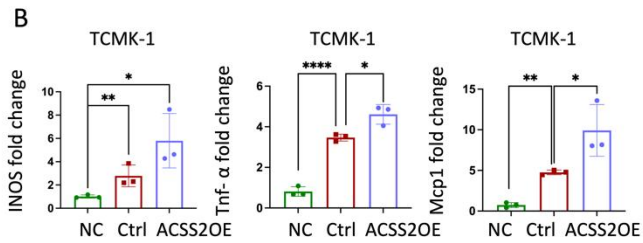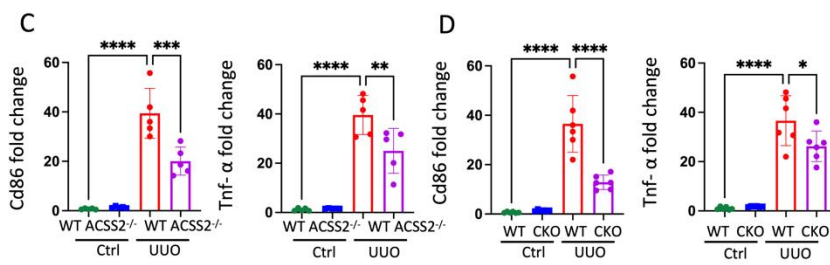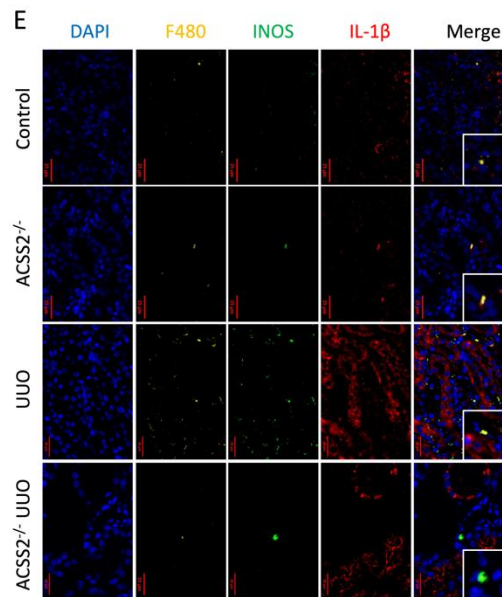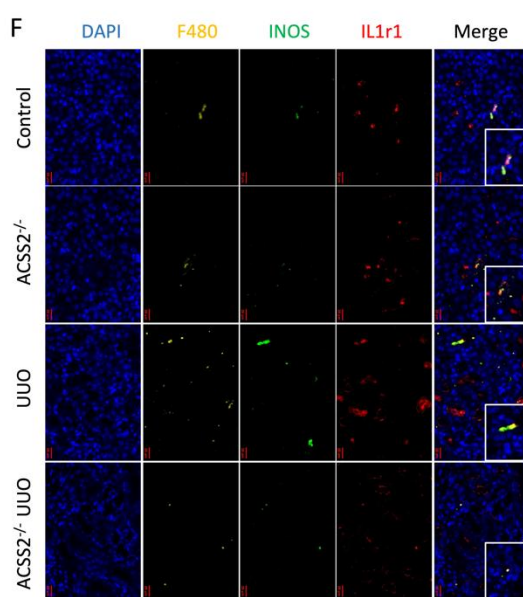

**Supplementary Fig. 22. The changes of macrophage polarization when changing H3K9cr level using HDAC1/2/3 and SIRT1/2/3 plasmids.** (A) Microscopic images depicted the changes of RAW264.7 cells morphology after stimulation of cellular supernatants from 293T cells transfected with HDAC1/2/3 and SIRT1/2/3 plasmids for 24 h (n = 3 per group). Scale bar: upper panels: 20  $\mu$ m; lower panels: 50  $\mu$ m. (B) iNOS, Tnf- $\alpha$  and Mcp1 mRNA levels of RAW264.7 which was stimulated with cellular supernatants from TCMK-1 cells transfected with HDAC1/2/3 and SIRT1/2/3 plasmids for 24 h (n = 3 per group). (C) iNOS, Tnf- $\alpha$ , Mcp1, Il6, and IL-1 $\beta$  mRNA levels of RAW264.7 which was stimulated with cellular supernatants from HEK-293T cells transfected with HDAC1/2/3 and SIRT1/2/3 plasmids for 24 h (n = 3 per group). Data shown are means  $\pm$  SEM. Statistical analysis by one-way ANOVA with Tukey's post hoc test. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001.

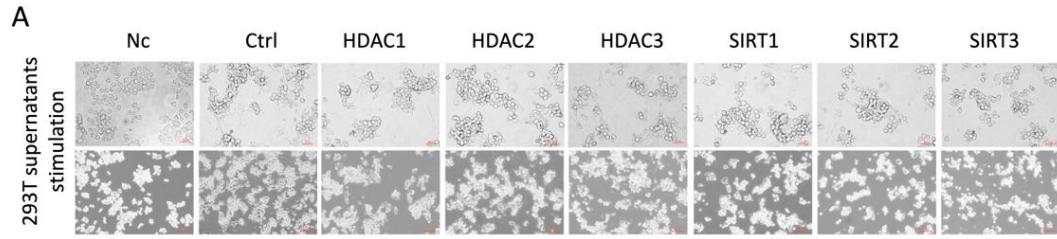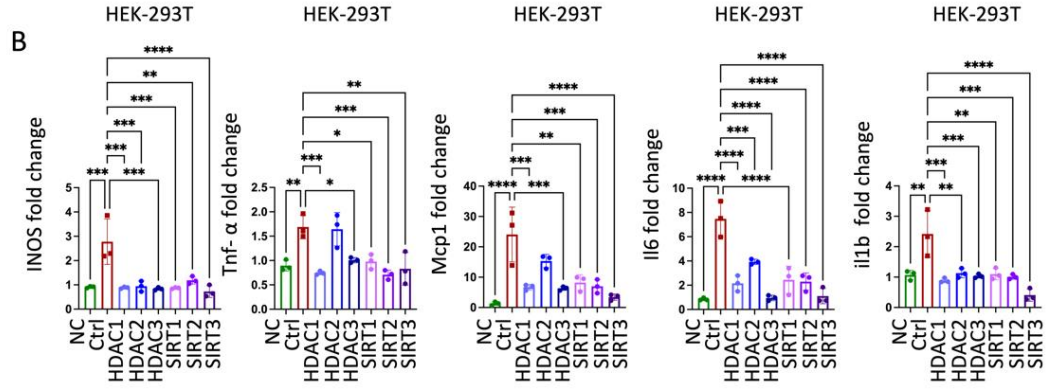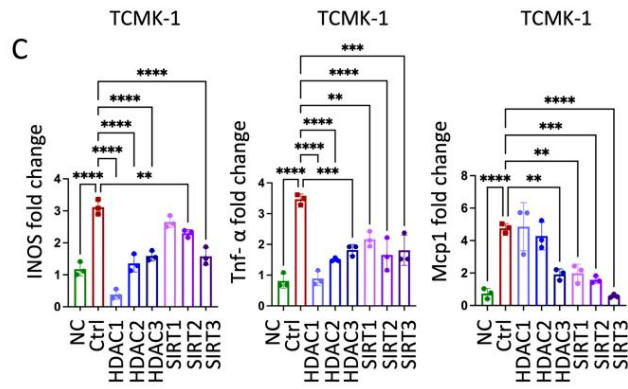

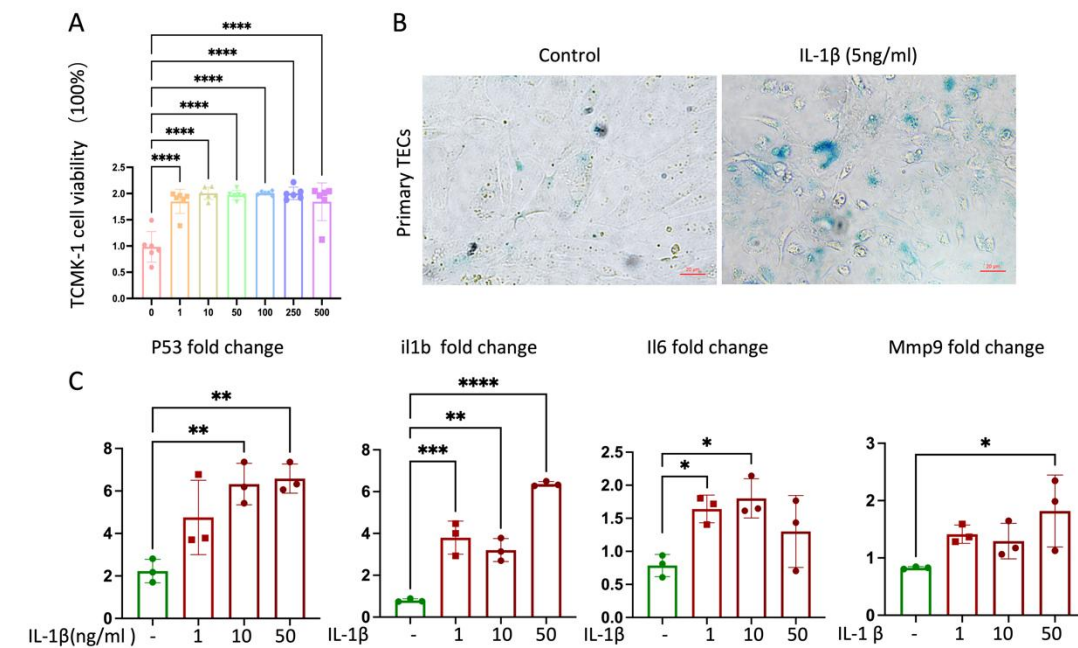

**Supplementary Fig. 24. The changes of cellular senescence when changing H3K9cr level both in vivo and in vitro.** (A) P53 and GAPDH immunoblotting in TCMK-1 cells which are stimulated by supernatants from TCMK-1 and HEK-293T cells transfected with ACSS2 plasmids (n = 3 per group). (B) P53, Mcp1 and Il6 mRNA levels of TCMK-1 cells stimulated with cellular supernatants from TCMK-1 cells transfected with ACSS2 plasmids. IL-1 $\beta$  antibody (5 $\mu$ g/ml) was added to neutralize supernatants (n = 6 per group). (C) P53, IL6, MCP1 and GAPDH immunoblotting in control and UUO mice (n = 5 to 6 per group). (D) P53, Il6 and Mcp1 mRNA levels of whole kidney lysates of control and UUO mice (n = 3 to 6 per group). (E) P53, IL6, MCP1 and GAPDH immunoblotting in control and FAN mice (n = 6 per group). (F) P53, Il6 and Mcp1 mRNA levels of whole kidney lysates of control and FAN mice (n = 3 to 6 per group). (G) P53, IL6, MCP1 and GAPDH immunoblotting in the whole kidney lysates of control and UUO of WT and ACSS2<sup>-/-</sup> mice (n = 3 per group). (H) P53, Il6 and Mcp1 mRNA levels in the whole kidney lysates of control and UUO of WT and ACSS2<sup>-/-</sup> mice (n = 5 per group). (I) P53, IL6, MCP1 and GAPDH immunoblotting in the whole kidney lysates of control and FAN of WT and ACSS2<sup>-/-</sup> mice (n = 3 per group). (J) P53, Il6 and Mcp1 mRNA levels in the whole kidney lysates of control and FAN of WT and ACSS2<sup>-/-</sup> mice (n = 3 to 5 per group). (K) P53, IL6, MCP1 and GAPDH immunoblotting in the whole kidney lysates of control and UUO of WT and ACSS2<sup>tecKO</sup> mice (n = 3 per group). (L) P53, Il6 and Mcp1 mRNA levels in the whole kidney lysates of control and UUO of WT and ACSS2<sup>tecKO</sup> mice (n = 5 to 6 per group). WT: wild type; FAN: folic acid

nephropathy; Ctrl: Control; UUO: unilateral ureteric obstruction; ACSS2<sup>-/-</sup>: ACSS2 knockout; ACSS2 CKO: tubular epithelial cell-specific deletion of ACSS2. Data shown are means  $\pm$  SEM. Statistical analysis by t-test or one-way ANOVA with Tukey's post hoc test. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001.

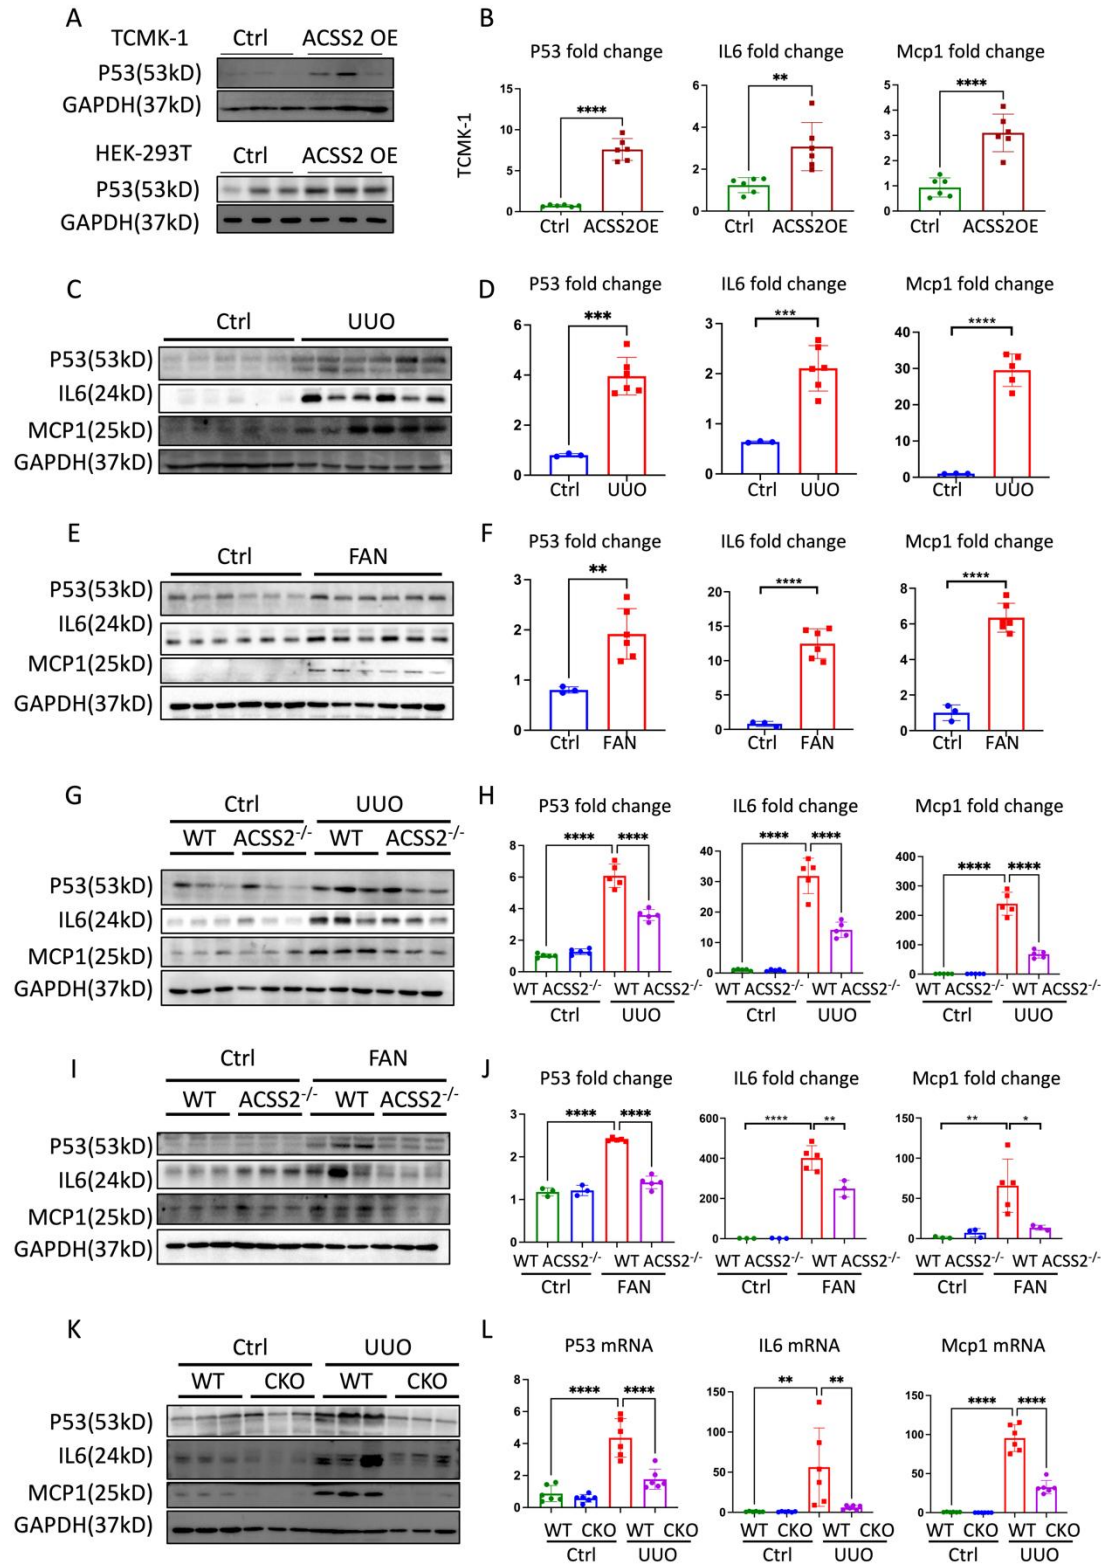

**Supplementary Fig. 25. Immunofluorescence staining of  $\gamma$ H2AX when changing ACSS2 expression both *in vivo* and *in vitro*.** (A) IF staining of  $\gamma$ H2AX (green) and DAPI (blue) in UUO kidneys of WT and ACSS2<sup>-/-</sup> mice and treated with ACSS2 inhibitor. Scale bar: 25  $\mu$ m. (n= 3 per group). (B) IF staining of  $\gamma$ H2AX (green) and DAPI (blue) in PTC from WT and ACSS2<sup>-/-</sup> mice and HEK-293T cells transfected with ACSS2 plasmids treated with TGF $\beta$ 1. Scale bar: 50  $\mu$ m. (n= 3 per group). IF: immunofluorescence; PTC: primary tubular epithelial cells; WT: wild type; UUO: unilateral ureteric obstruction; ACSS2<sup>-/-</sup>: ACSS2 knockout; ACSS2OE:ACSS2 overexpression.

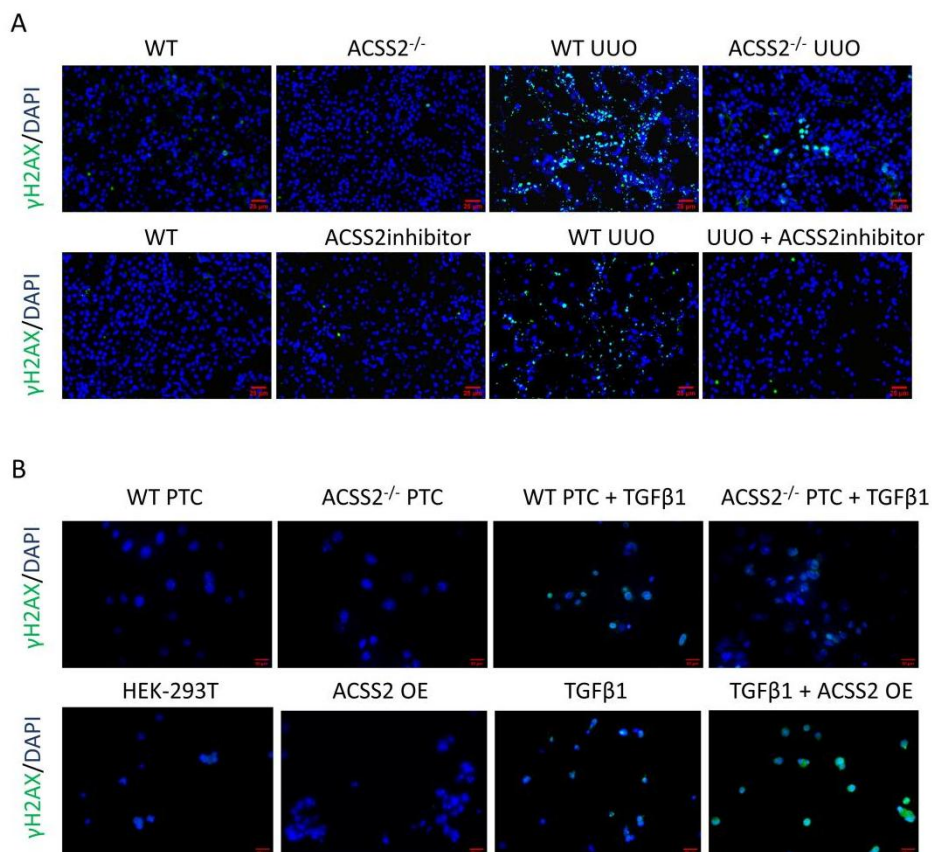

## Supplementary Fig. 26. Anti-IL-1 $\beta$ IgG decreased kidney fibrosis, M1

**macrophage and cellular senescence markers expression.** (A) Quantification of

COL6 and  $\alpha$ -SMA immunoblots normalizing to GAPDH in the whole kidney lysates

of control and UUO mice treated with IL-1 $\beta$  antibody (10 mg/kg) (n = 3 per group).

(B) Quantification of IL-1 $\beta$  and IL6 immunoblots normalizing to GAPDH in the

whole kidney lysates of control and UUO mice treated with IL-1 $\beta$  antibody (10 mg/kg)

(n = 3 per group). (C) Quantification of P53 and MCP1 immunoblots normalizing to

GAPDH in the whole kidney lysates of control and UUO mice treated with IL-1 $\beta$

antibody (10 mg/kg) (n = 3 per group). UUO: unilateral ureteric obstruction; IL-1 $\beta$

Ab: IL-1 $\beta$  neutralizing antibody. Data shown are means  $\pm$  SEM. Statistical analysis by

one-way ANOVA with Tukey's post hoc test. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001

and \*\*\*\*P < 0.0001.

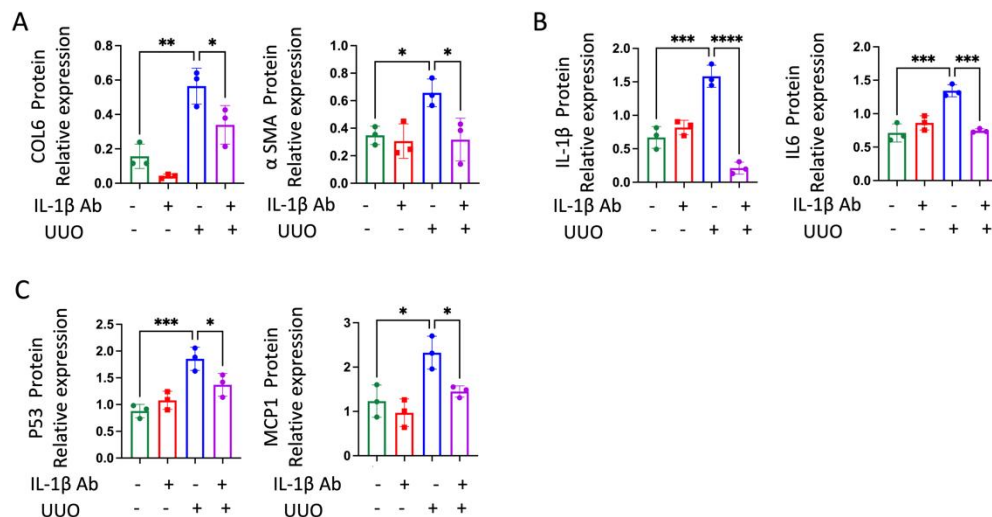

**Supplementary Fig. 27. Recombinant IL-1 $\beta$  aggravated kidney fibrosis which was suppressed by ACSS2 inhibitor.** (A-B) IL-1 $\beta$ , Col1a1 and Acta2 mRNA levels in the whole kidney lysates of control and UUO mice treated with recombinant IL-1 $\beta$  and ACSS2 inhibitor (n =6 per group). (C) IF staining and quantitative analysis of  $\alpha$ -SMA (green) and DAPI (blue) in control and UUO mice treated with recombinant IL-1 $\beta$  and ACSS2 inhibitor. (n= 3 per group). Scale bar: 20  $\mu$ m.(D) Masson staining and quantitative analysis in control and UUO mice treated with recombinant IL-1 $\beta$  and ACSS2 inhibitor. (n= 3 per group). Scale bar: 50  $\mu$ m. UUO: unilateral ureteric obstruction; ACSS2in: ACSS2 inhibitor. Data shown are means  $\pm$  SEM. Statistical analysis by one-way ANOVA with Tukey's post hoc test. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001.

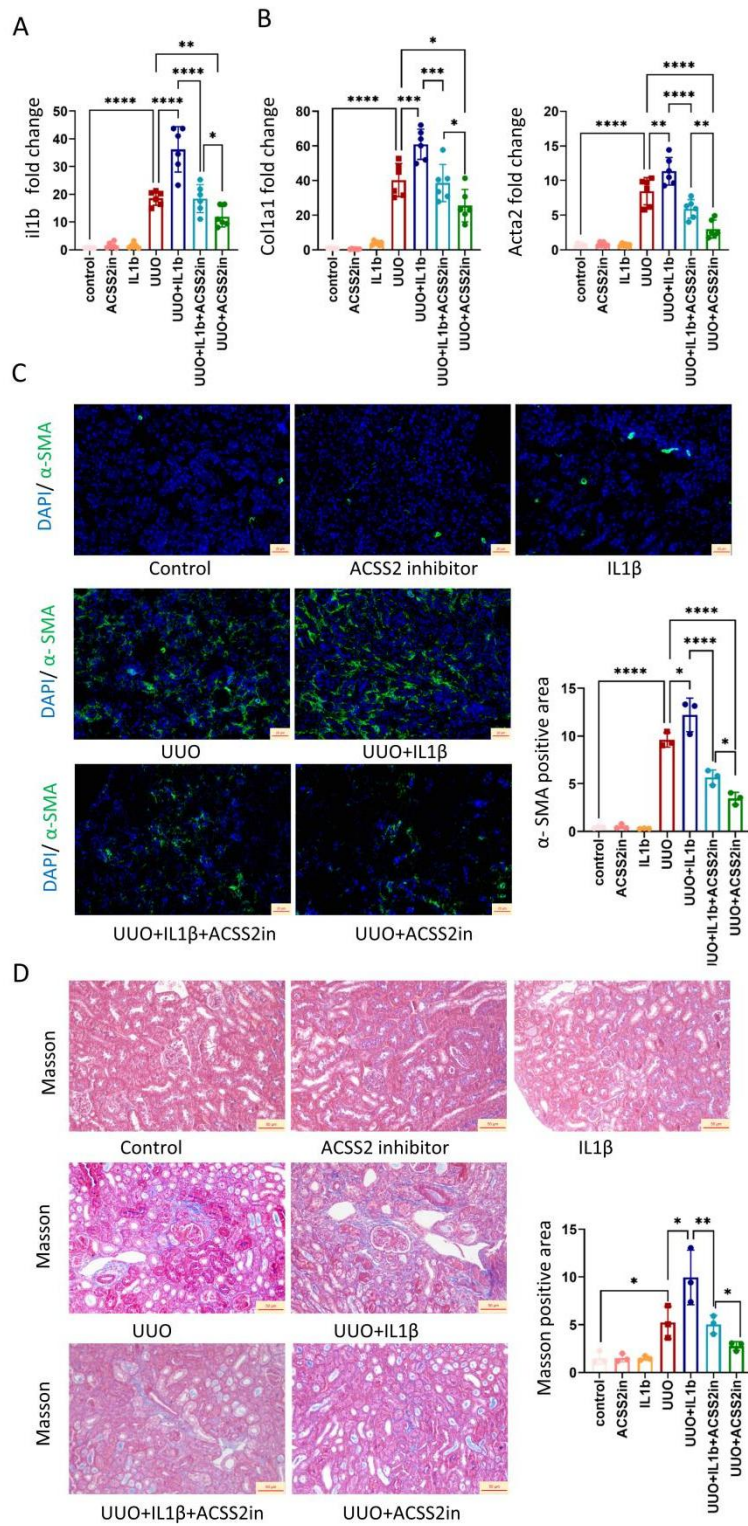

**Supplementary Fig. 28. Recombinant IL-1 $\beta$  aggravated cellular senescence in fibrotic kidneys of UUO mice which was suppressed by ACSS2 inhibitor.** (A) SA- $\beta$ -gal staining in kidneys of control and UUO mice treated with recombinant IL-1 $\beta$  and ACSS2 inhibitor. Scale bar: 25  $\mu$ m. (n= 3 per group). Scale bar: 20  $\mu$ m.(B) Quantitative analysis of SA- $\beta$ -gal staining in kidneys of control and UUO mice treated with recombinant IL-1 $\beta$  and ACSS2 inhibitor. (C) TNF $\alpha$ , CD86 and MMP9 mRNA levels in the whole kidney lysates of control and UUO mice treated with recombinant IL-1 $\beta$  and ACSS2 inhibitor (n = 6 per group). (D) IF staining of  $\gamma$ H2AX (green) and DAPI (blue) in control and UUO mice treated with recombinant IL-1 $\beta$  and ACSS2 inhibitor. Scale bar: 20  $\mu$ m. (n= 3 per group). UUO: unilateral ureteric obstruction; ACSS2in: ACSS2 inhibitor. Data shown are means  $\pm$  SEM. Statistical analysis by one-way ANOVA with Tukey's post hoc test. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001.

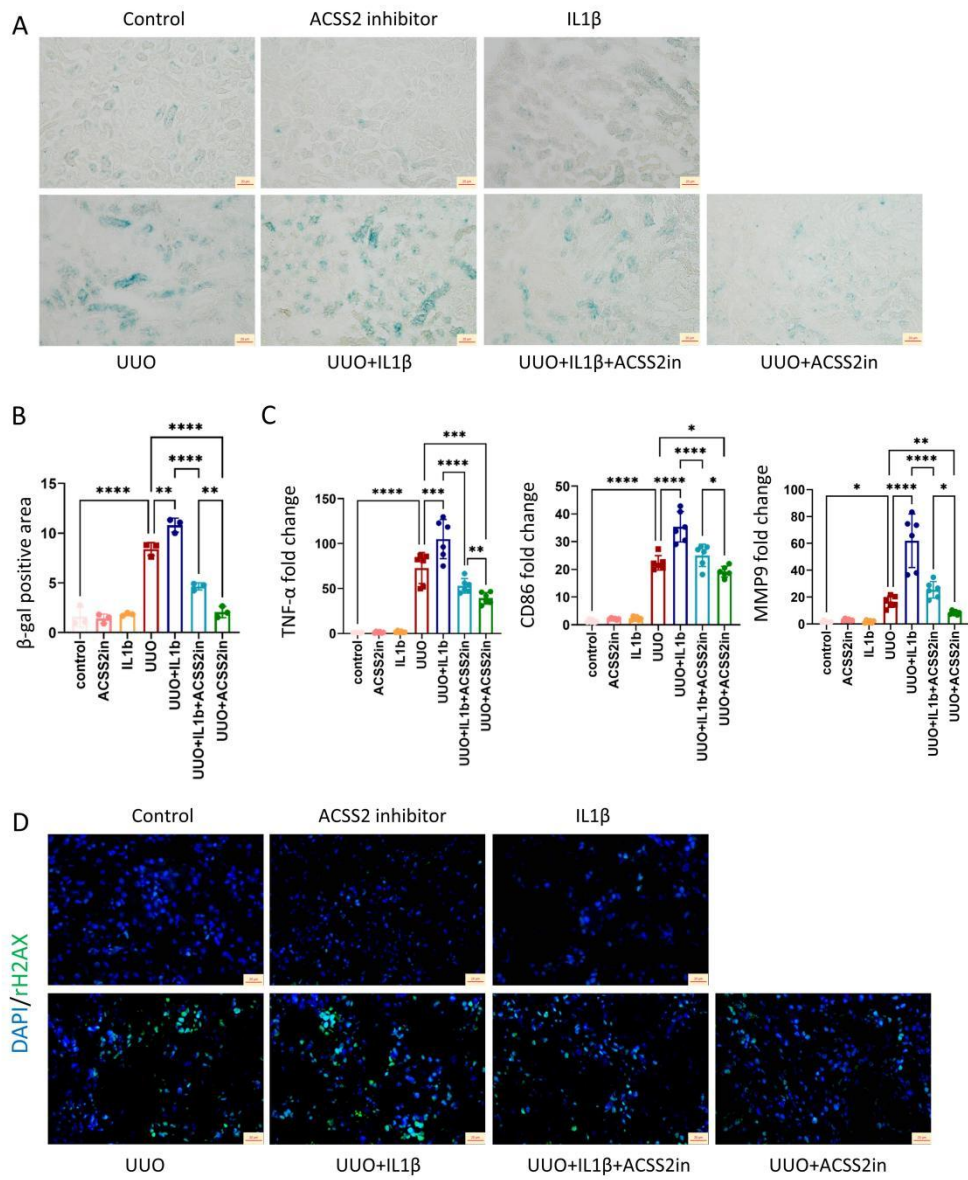

**Supplementary Fig. 29. The assessment of ACSS2 inhibitor in mice.** (A) The BUN, Scr, ALT and AST level in control and ACSS2 inhibitor-treated mice. (B) The H&E staining for heart, liver, spleen, lung, kidney in control and ACSS2 inhibitor-treated group. (n= 2 per group). Scale bar: upper panels: 200  $\mu$ m; lower panels:100  $\mu$ m. Scr: serum creatinine, BUN: blood urea nitrogen, ALT: glutamic pyruvic transaminase, AST: glutamic oxaloacetic transaminase. Data shown are means  $\pm$  SEM. Statistical analysis by t-test.

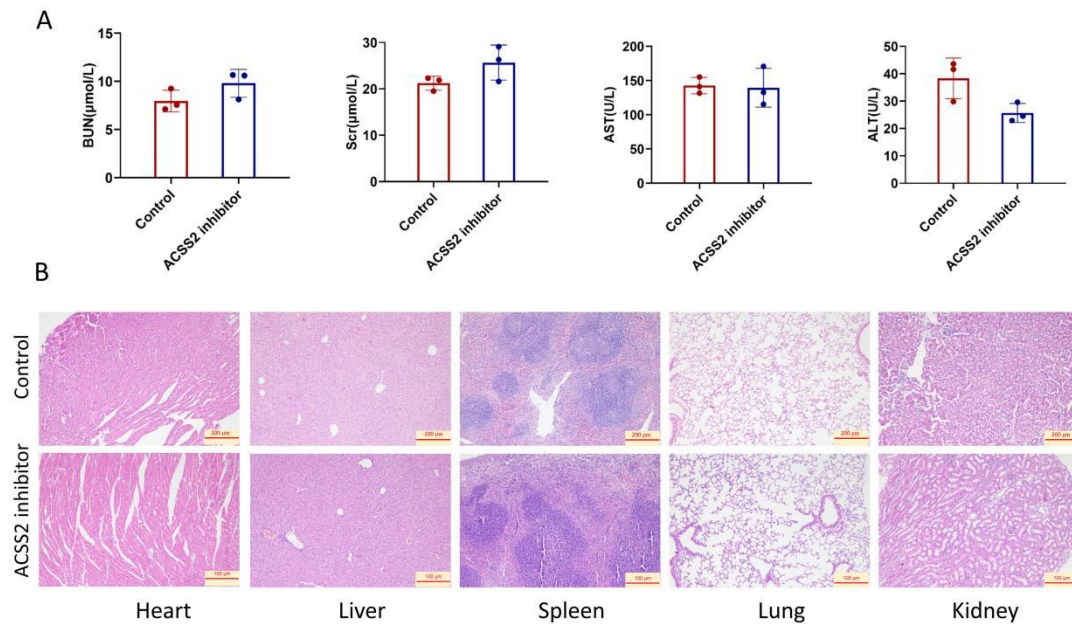

**Supplementary Fig. 30. ACSS2 inhibitor suppressed H3K9cr level and alleviated kidney fibrosis in UUO and FAN models.** (A) Protein expression of ACSS2 and GAPDH in whole kidney lysates of control and UUO/FAN fibrotic mice with or without ACSS2 inhibitor treatment (n = 3 per group). (B-C) Protein level of H3K9cr, H3K9ac and H3 and quantification of these immunoblots in whole kidney lysates of FAN mice treated with or without ACSS2 inhibitor (n = 3 per group). (D) FN1, COL6,  $\alpha$ -SMA and GAPDH immunoblotting in the whole kidney lysates of FAN mice treated with or without ACSS2 inhibitor (n = 3 per group). (E) mRNA levels of Fn1, Colla1, Acta2 and Kim1 in whole kidney lysates of control, UUO fibrotic mice and UUO mice treated with ACSS2 inhibitor (n = 4 to 6 per group). (F) Representative images of H&E and Masson staining in FAN mice treated with ACSS2 inhibitor. Scale bar: 100  $\mu$ m. (n= 3 per group). (G) Quantitative analysis of COL6, FN1,  $\alpha$ -SMA in UUO mice treated with ACSS2 inhibitor. Ctrl: Control; FAN: folic acid nephropathy; UUO: unilateral ureteric obstruction. Data shown are means  $\pm$  SEM. Statistical analysis by one-way ANOVA with Tukey's post hoc test. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001.

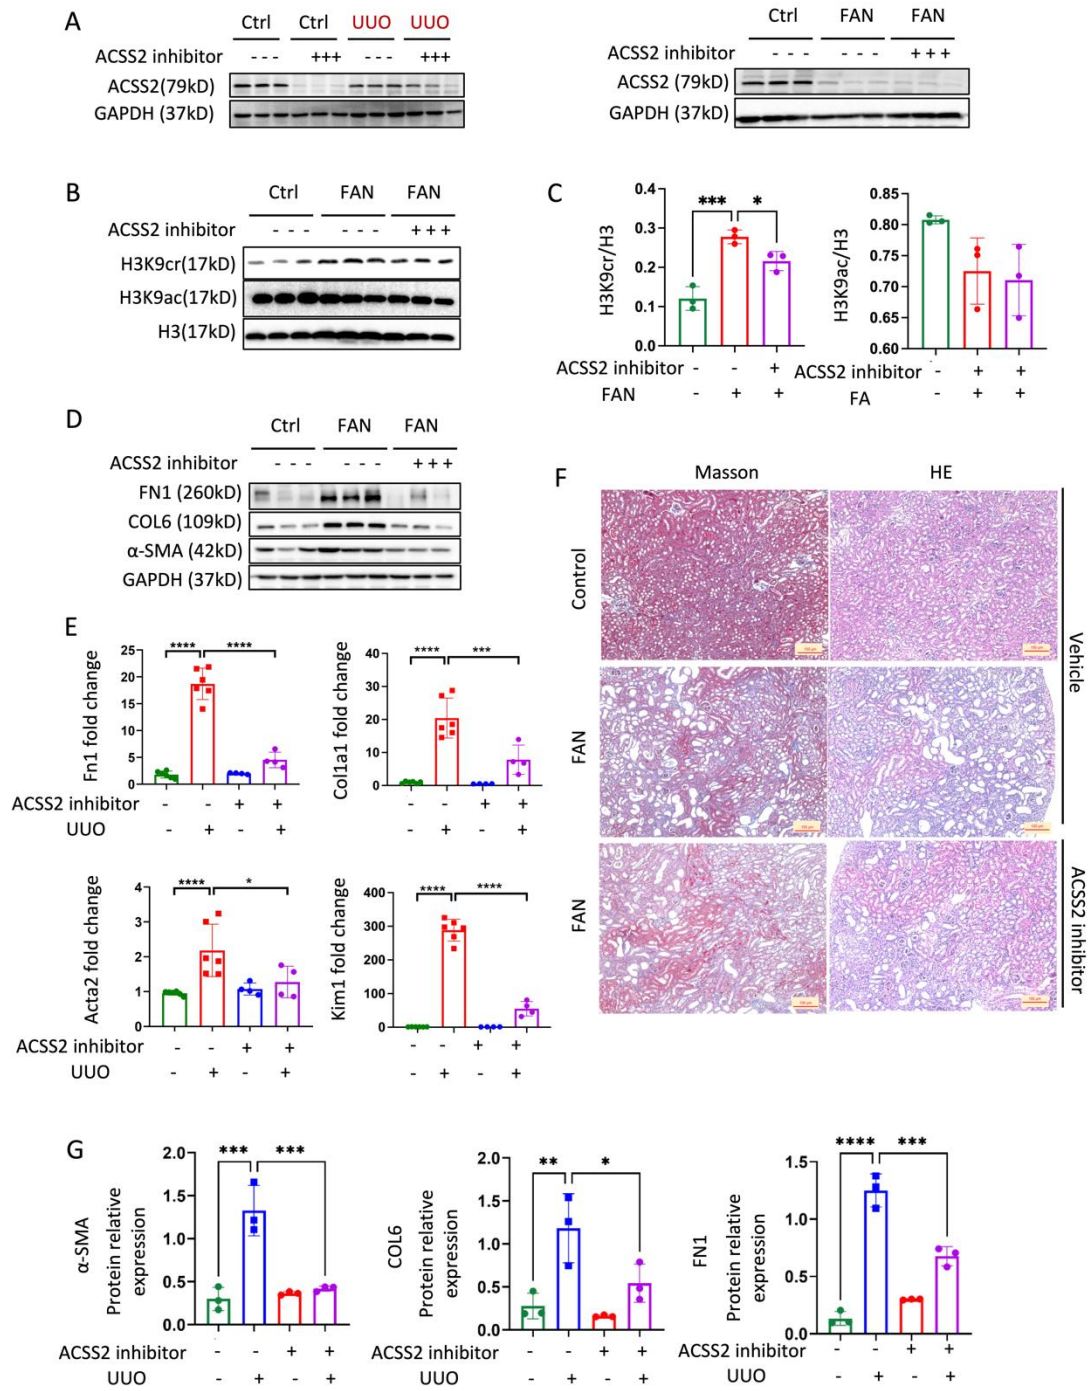

**Supplementary Fig. 31. ACSS2 inhibitor suppressed H3K9cr-mediated IL-1 $\beta$  expression, decreased cellular senescence and M1 macrophage markers in UUO and FAN models.** (A) Protein expression of IL-1 $\beta$ , cleaved-IL-1 $\beta$  and GAPDH in whole kidney lysates of control and UUO mice with or without ACSS2 inhibitor treatment (n = 3 per group). (B) Quantification of IL-1 $\beta$  and cleaved-IL-1 $\beta$  immunoblots normalizing to GAPDH in whole kidney lysates of control and UUO mice with or without ACSS2 inhibitor treatment (n = 3 per group). (C) Protein expression of IL-1 $\beta$ , cleaved-IL-1 $\beta$  and GAPDH in whole kidney lysates of control and FAN mice with or without ACSS2 inhibitor treatment (n = 3 per group). (D) Quantification of IL-1 $\beta$  immunoblots and cleaved-IL-1 $\beta$  normalizing to GAPDH as well as mRNA levels of Il1b in whole kidney lysates of control and UUO mice with or without ACSS2 inhibitor treatment (n = 3 to 6 per group). (E) SA- $\beta$ -gal staining of control, FAN fibrotic mice and FAN mice treated with ACSS2 inhibitor. (n= 2 per group). (F) mRNA levels of P53 and Il6 in whole kidney lysates of control, FA fibrotic mice and FA mice treated with ACSS2 inhibitor (n = 3 to 6 per group). Scale bar: upper panels: 200  $\mu$ m; lower panels:100  $\mu$ m. (G) Protein expression of P53, MCP1, IL6 and GAPDH in whole kidney lysates of control, FA fibrotic mice and FA mice treated with ACSS2 inhibitor (n = 3 per group). (H) Quantification of P53, MCP1 and IL6 immunoblots normalizing to GAPDH in whole kidney lysates of control, FA fibrotic mice and FA mice treated with ACSS2 inhibitor (n = 3 per group). (I) Protein expression of P53, IL6 and GAPDH in whole kidney lysates of control and UUO mice with or without ACSS2 inhibitor treatment (n = 3 per group). (J)

Quantification of P53 and IL6 immunoblots normalizing to GAPDH in whole kidney lysates of control, FA fibrotic mice and FA mice treated with ACSS2 inhibitor (n = 3 per group). Ctrl: Control; FAN: folic acid nephropathy; UUO: unilateral ureteric obstruction. Data shown are means  $\pm$  SEM. Statistical analysis by one-way ANOVA with Tukey's post hoc test. \*P < 0.05, \*\*P < 0.01, \*\*\*P < 0.001 and \*\*\*\*P < 0.0001.

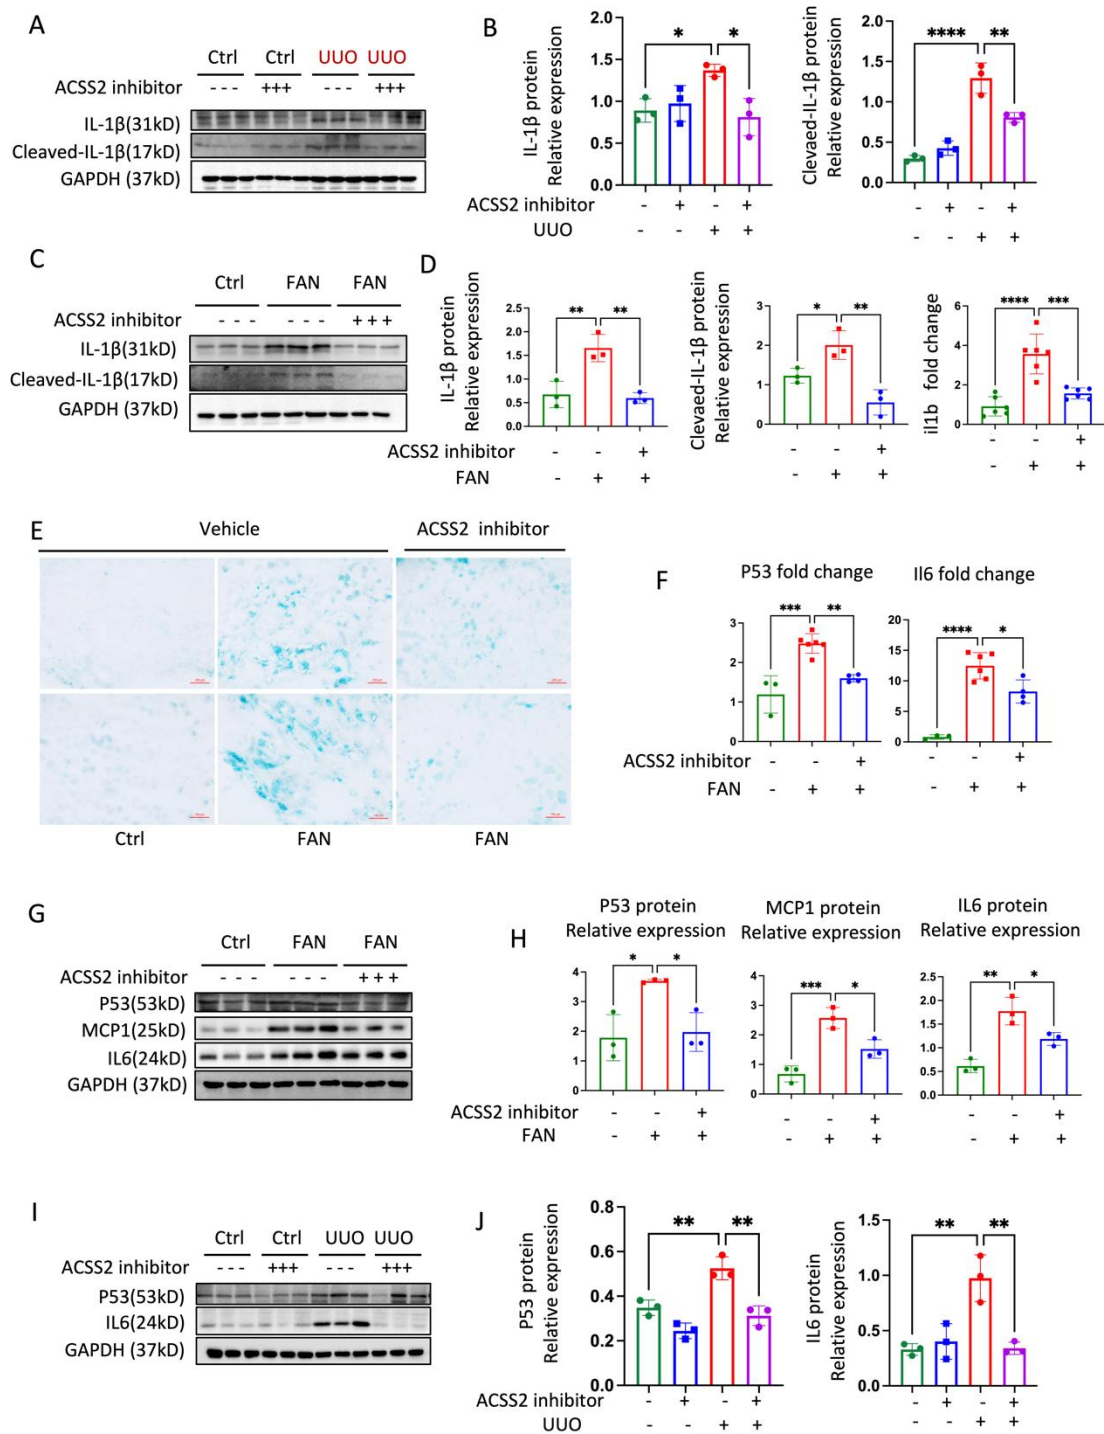

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Inhibition of ACSS2-mediated histone crotonylation alleviates kidney fibrosis via IL-1β-dependent macrophage activation and tubular cell senescence
**Source:** Nat Commun. 2024 Apr 13;15:3200. doi: 10.1038/s41467-024-47315-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

### **Supplementary Data 1 Description: The basis characteristics of the patients in figure 1A.**

Data presented as mean  $\pm$  SD. CKD-EPI, Chronic Kidney Disease Epidemiology Collaboration; ANCA, Anti-Neutrophil Cytoplasmic Antibodies.

### **Supplementary Data 2 Description: Multivariate regression of patients to adjust age and sex influence in figure1B**

Multivariate regression adjusting age and sex. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$ , \*\*\*\* $p < 0.0001$ , ns: no significant. Two-sided statistical tests.

### **Supplementary Data 3 Description: The pharmacokinetic data of ACSS2 inhibitor via i.p. administration.**

AUC, area under the plasma concentration-time curve;  $T_{1/2}$ , half-time;  $T_{max}$ , time taken to reach maximum plasma concentration;  $C_{max}$ , maximum plasma concentration.

### **Supplementary Data 4 Description: The list of chemicals and primary antibodies.**

Information (company and catalog number) of the chemicals and primary antibodies used in our manuscripts.

### **Supplementary Data 5 Description: The list of primer sequences.**

The sequence of all the primers used in our manuscript.

# Supplementary material for: Inhibition of ACSS2-mediated histone crotonylation alleviates kidney fibrosis via IL-1β-dependent macrophage activation and tubular cell senescence
**Source:** Nat Commun. 2024 Apr 13;15:3200. doi: 10.1038/s41467-024-47315-3

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Please do not complete any field with "not applicable" or n/a. Refer to the help text for what text to use if an item is not relevant to your study. For final submission: please carefully check your responses for accuracy; you will not be able to make changes later.

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                          |                                                                                                                                                                                                                                                                                     |
|--------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                      | Confirmed                                                                                                                                                                                                                                                                           |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                    |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                         |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                    |
| <input type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/> | <input type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/> | <input type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/> | <input type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                   |
|-----------------|-------------------------------------------------------------------------------------------------------------------|
| Data collection | There is no software was used for data collection                                                                 |
| Data analysis   | Single-cell data were analyzed using R 4.1.0, the other statistical analyses were analyzed using Graphpad pism9.5 |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The sequencing data generated in this study have been deposited in the GEO data repository database under accession code GSE245390 nd GSE253032 . The remaining data are available within the article, Supplementary Information or Source Data file are provided with this paper..

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |                                                                                                                                                                                                            |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Reporting on sex and gender                                        | YES                                                                                                                                                                                                        |
| Reporting on race, ethnicity, or other socially relevant groupings | Not included                                                                                                                                                                                               |
| Population characteristics                                         | 22 patients were included, the mean age was $48.59 \pm 12.12$ , 9 patients with diabetic nephropathy, ANCA(6), IgA (3), FSGS(3), renal tumors (1). Details can be found in the supplementary file table s1 |
| Recruitment                                                        | The patients were randomly selected from the files of the Service of Pathology of West China Hospital, Sichuan University, there would no any self-selection bias.                                         |
| Ethics oversight                                                   | The institutional ethical committee board approved the clinical protocol. Th research was performed according to the Helsinki's declaration principles.                                                    |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                            |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | We did not do a sample size calculation, we chooesd the number based on the principles of animal experimentation, we choosed 6 or more animals mostly, which is justified. |
| Data exclusions | No data excluded.                                                                                                                                                          |
| Replication     | The number of replicates are indicated in the figures and/or figure legends.                                                                                               |
| Randomization   | All experiments are randomized.                                                                                                                                            |
| Blinding        | All experiments are blinding.                                                                                                                                              |

## Behavioural & social sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                   |  |
|-------------------|--|
| Study description |  |
| Research sample   |  |
| Sampling strategy |  |
| Data collection   |  |
| Timing            |  |
| Data exclusions   |  |
| Non-participation |  |
| Randomization     |  |

# Ecological, evolutionary & environmental sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                          |                      |
|--------------------------|----------------------|
| Study description        | <input type="text"/> |
| Research sample          | <input type="text"/> |
| Sampling strategy        | <input type="text"/> |
| Data collection          | <input type="text"/> |
| Timing and spatial scale | <input type="text"/> |
| Data exclusions          | <input type="text"/> |
| Reproducibility          | <input type="text"/> |
| Randomization            | <input type="text"/> |
| Blinding                 | <input type="text"/> |

Did the study involve field work? ☐ Yes ☐ No

## Field work, collection and transport

|                        |                      |
|------------------------|----------------------|
| Field conditions       | <input type="text"/> |
| Location               | <input type="text"/> |
| Access & import/export | <input type="text"/> |
| Disturbance            | <input type="text"/> |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                      | Involved in the study                                           |
|--------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/> | <input checked="" type="checkbox"/> Animals and other organisms |
| <input type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                      | Involved in the study                           |
|--------------------------|-------------------------------------------------|
| <input type="checkbox"/> | <input checked="" type="checkbox"/> ChIP-seq    |
| <input type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                   |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | All of the primary and secondary antibodies were offered in supplementary table 4 of supplementary tables files                                   |
| Validation      | All of these antibodies have been validated by western blot or immunohistochemistry, etc, these data were provided on the manufacturer's website. |

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                      |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | TCMK-1, HEK-293T and RAW264.7 were acquired from the American Type Culture Collection (Manassas, VA) |
| Authentication                                                       | All cell lines have been authenticated.                                                              |
| Mycoplasma contamination                                             | No contamination.                                                                                    |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | There were no commonly misidentified cell lines were used in the study                               |

## Palaeontology and Archaeology

|                                                                                                                                                 |  |
|-------------------------------------------------------------------------------------------------------------------------------------------------|--|
| Specimen provenance                                                                                                                             |  |
| Specimen deposition                                                                                                                             |  |
| Dating methods                                                                                                                                  |  |
| <input type="checkbox"/> Tick this box to confirm that the raw and calibrated dates are available in the paper or in Supplementary Information. |  |
| Ethics oversight                                                                                                                                |  |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                     |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | C57BL/6J mice (6-8week);ACSS2 knockout mice(6-8week);Ksp cre / ACSS2 f/f mice(6-8week). The housing conditions for the mice has been described in the manuscript.   |
| Wild animals            | No wild animals                                                                                                                                                     |
| Reporting on sex        | YES                                                                                                                                                                 |
| Field-collected samples | NO                                                                                                                                                                  |
| Ethics oversight        | The protocol of the animal research was reviewed and authorized by the Experimental Animal Ethics Committee of West China Hospital, Sichuan University (2022527004) |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Clinical data

Policy information about [clinical studies](#)

All manuscripts should comply with the ICMJE [guidelines for publication of clinical research](#) and a completed [CONSORT checklist](#) must be included with all submissions.

|                             |  |
|-----------------------------|--|
| Clinical trial registration |  |
| Study protocol              |  |
| Data collection             |  |
| Outcomes                    |  |

## Dual use research of concern

Policy information about [dual use research of concern](#)

### Hazards

Could the accidental, deliberate or reckless misuse of agents or technologies generated in the work, or the application of information presented in the manuscript, pose a threat to:

| No                       | Yes                                                 |
|--------------------------|-----------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Public health              |
| <input type="checkbox"/> | <input type="checkbox"/> National security          |
| <input type="checkbox"/> | <input type="checkbox"/> Crops and/or livestock     |
| <input type="checkbox"/> | <input type="checkbox"/> Ecosystems                 |
| <input type="checkbox"/> | <input type="checkbox"/> Any other significant area |

## Experiments of concern

Does the work involve any of these experiments of concern:

| No                       | Yes                                                                                                  |
|--------------------------|------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/> | <input type="checkbox"/> Demonstrate how to render a vaccine ineffective                             |
| <input type="checkbox"/> | <input type="checkbox"/> Confer resistance to therapeutically useful antibiotics or antiviral agents |
| <input type="checkbox"/> | <input type="checkbox"/> Enhance the virulence of a pathogen or render a nonpathogen virulent        |
| <input type="checkbox"/> | <input type="checkbox"/> Increase transmissibility of a pathogen                                     |
| <input type="checkbox"/> | <input type="checkbox"/> Alter the host range of a pathogen                                          |
| <input type="checkbox"/> | <input type="checkbox"/> Enable evasion of diagnostic/detection modalities                           |
| <input type="checkbox"/> | <input type="checkbox"/> Enable the weaponization of a biological agent or toxin                     |
| <input type="checkbox"/> | <input type="checkbox"/> Any other potentially harmful combination of experiments and agents         |

## Plants

|                       |                      |
|-----------------------|----------------------|
| Seed stocks           | <input type="text"/> |
| Novel plant genotypes | <input type="text"/> |
| Authentication        | <input type="text"/> |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                    |
|--------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE245390">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE245390</a><br><a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE253032">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE253032</a> |
| Files in database submission                                       | GEO                                                                                                                                                                                                                                                                                |
| Genome browser session<br>(e.g. <a href="#">UCSC</a> )             | Pubmed                                                                                                                                                                                                                                                                             |

### Methodology

|                         |                                                                     |
|-------------------------|---------------------------------------------------------------------|
| Replicates              | Two                                                                 |
| Sequencing depth        | Deep sequencing in the Illumina Novaseq 6000 using 150bp paired-end |
| Antibodies              | H3K9cr (PTM); H3K9ac (motif active)                                 |
| Peak calling parameters |                                                                     |
| Data quality            | High                                                                |
| Software                | Bowtie2; Macs2;ChIPseeker package.                                  |

## Flow Cytometry

### Plots

Confirm that:

- ☐ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☐ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☐ All plots are contour plots with outliers or pseudocolor plots.
- ☐ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

- Sample preparation
- Instrument
- Software
- Cell population abundance
- Gating strategy
- ☐ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

## Magnetic resonance imaging

### Experimental design

- Design type
- Design specifications
- Behavioral performance measures
- Imaging type(s)
- Field strength
- Sequence & imaging parameters
- Area of acquisition
- Diffusion MRI ☐ Used ☐ Not used

### Preprocessing

- Preprocessing software
- Normalization
- Normalization template
- Noise and artifact removal
- Volume censoring

### Statistical modeling & inference

- Model type and settings
- Effect(s) tested
- Specify type of analysis: ☐ Whole brain ☐ ROI-based ☐ Both

Statistic type for inference

(See [Eklund et al. 2016](#))

Correction

## Models & analysis

n/a | Involved in the study

☐ ☐ Functional and/or effective connectivity☐ ☐ Graph analysis☐ ☐ Multivariate modeling or predictive analysis

Functional and/or effective connectivity

Graph analysis

Multivariate modeling and predictive analysis

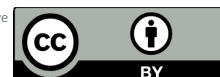

**Supplement:** Supplementary file 9 — Reporting Summary

How the deposited data were processed for this re-analysis (not part of the article)

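H3K9cr and H3K9ac were measured by ChIP-seq in kidneys of WT and ACSS2-/- mice, with and without UUO. Of the 14 libraries analysed here, 8 were of H3K9cr and 6 of H3K9ac. Conditions and replicates were taken from the sample labels and the paper, with 2 libraries in each group for H3K9cr and for H3K9ac after UUO, and 1 library for H3K9ac in each control group.

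According to the methods, the authors removed reads with adapter, unknown bases or low quality, aligned the rest to the reference genome with Bowtie2, removed organelle reads, reads of low mapping quality and PCR duplicates, and called peaks with MACS2 under a fixed q-value. The deposited lists hold genome positions of peaks, 1 list per library, and neither a score, a fold enrichment, a q-value nor a strand. Tool versions, the genome build and the control given to MACS2 are not stated in the paper's text. Read depth is not known from the lists, and deeper sequencing lets more peaks pass the same threshold, so that differences in the number of peaks carry this uncertainty. The number of peaks in a library, from 15988 to 45014, is the only measure of its yield in the lists.

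Genes came from the RefSeq annotation of GRCm38.p6, with 49943 genes, 21887 of them protein-coding. As the annotation was used without strand, the 3 kb either side of both ends of a gene were used in place of the planned window around the start site. Overlap of at least 1 bp was counted. Peaks were placed at random 20 times per library with a fixed seed. Cytokine and receptor genes were taken by symbol, 302 in all, and 6 lists of cell type markers (proximal tubule, distal nephron, injured tubule, leukocyte, endothelial and stroma) were written before the data were examined.

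Group differences were tested by exact two-sided permutation, the difference between marks over all groups by permuting the marks within groups, and gene lists by two-sided Fisher's exact test, with Benjamini-Hochberg adjustment over the tests of a family. The planned permutation of genotypes over mice, for the change of the H3K9cr/H3K9ac ratio with ACSS2 deletion in UUO, is not reported because the replicate numbers do not identify mice across the marks. Promoters were counted as gained or lost when all libraries of one group had a peak and no library of the other did. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and matplotlib 3.10.9. The overlap code was tested on simulated data and on real lists, where 0 of 8 values differed from bedtools 2.31.1. For H3K9cr promoters lost in ACSS2-/- UUO, 100% of the simulated losses among 49943 genes were recovered. When 4 copies of 1 H3K9cr list each had 10% of their peaks removed at random, 108 promoters appeared lost in 2 copies against 2, so that a number of this size arises from incomplete peak calling alone. In 200 simulations of the test over all groups without a difference, 4.50% had a p under 0.05.

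Genes named in the text were Il1b, Il1r1, Acss2, other genes that the paper names, Xist, and at most 5 genes per list of gained or lost promoters. The last were to be chosen by peak score, and were chosen by peak length because the lists hold no score. The cytokine genes and cell type markers that were gained or lost were named in addition, after their values were seen.

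Alternatives were a 1 kb window, protein-coding genes only, an overlap of at least 50% of the shorter feature, presence in at most 1 ACSS2-/- library, WT libraries only, all peaks or the total length covered in place of promoter genes, pairing by replicate number, and leaving out each library in turn. Alternatives chosen after seeing the data were the longest 15988 peaks of every library, the longest 50% of its peaks, the whole gene with 3 kb either side, pairing by the numbers in the peak names, a test of the difference between the effects of UUO on the marks, the Jaccard index with the limit that the covered lengths set, and an exact McNemar test of the marks at the cytokine genes that carried both. Motifs were left out because no genome sequence was used here. RNA-seq and input libraries were not analysed here.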

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

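Of the tests in this part, the comparison of peak numbers and the reading of the odds ratio as a share of cells were chosen only after the result was seen.

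Of 12 leukocyte markers with an H3K9cr promoter peak in all 4 UUO libraries, 5 had none in the 4 control libraries (Ptprc, C1qa, C1qb, C1qc and Tyrobp). This is a signal, absent from every control H3K9cr library, at genes that the paper does not discuss. The share gained was 41.7%, against 0.880% of other genes (odds ratio 80.5, two-sided Fisher's exact p = 4.37e-08, Benjamini-Hochberg adjusted p = 5.25e-07 over 12 tests of 6 marker lists). No member of the other lists was gained. The odds ratio lay between 29.3 and 204 in 12 alternatives, those leaving out a library included. The leukocyte list has 20 genes, of which 3 had an H3K9cr promoter peak in all control libraries, and 1 of these, Cd68, is named by the paper. At Cd68, the control H3K9cr peaks lay outside the gene or across 1 of its ends. Wholly inside it or across its other end, H3K9cr was called in both WT UUO libraries and ACSS2-/- UUO replicate 1, and in no control library. Without strand, the start site cannot be told from the termination site. Of the 5 genes gained, 3 had an H3K9ac promoter peak in 1 of the control libraries.

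Peak numbers argue against a larger yield of the UUO libraries as the source, since these held fewer H3K9cr peaks than the control libraries, with a log2 ratio of -0.22. A peak shared between neighbouring genes does not account for it either. With genes whose windows touch counted once, leukocyte markers were gained at 3 of 10 loci, against 121 of 8057 other loci (odds ratio 28.1, two-sided Fisher's exact p = 0.000393). A larger share of leukocytes in the obstructed kidney may account for the odds ratio of 80.5. This remains a hypothesis, found and tested on the same libraries. Activation of these promoters in cells already present stays open as well, since the libraries were made from whole kidneys and were not resolved by cell type.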

How the results depend on the processing

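In this part, the settings with the longest peaks, the whole gene or the numbers in the peak names, and the test of UUO effects between marks, were chosen only after the data were seen. Where a value changed, the cause was not tested unless stated.

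Under the alternatives set before the data were examined, 29 values kept their direction and stayed within the spread or on their side of the threshold, 23 moved, 4 passed the threshold, 1 no longer did and 2 were reversed. The spread of a ratio is that between single libraries, and in groups with 1 H3K9ac library it counts H3K9cr alone. With all peaks counted, the log2 H3K9cr/H3K9ac ratios were 0.44 in WT control, 0.96 in WT UUO, 0.33 in ACSS2-/- control and 0.59 in ACSS2-/- UUO kidneys, with changes of 0.52 for UUO in WT mice and -0.36 for ACSS2 deletion in UUO. With the total length covered, these were 0.34, 1.03, 0.18 and 0.46, with changes of 0.69 and -0.57, and -0.16 for ACSS2 deletion in control kidneys. With a 1 kb window, peaks were at gene ends 4.67 times as often as at random, and 4.57 times with protein-coding genes only. No cytokine gene lost H3K9ac with the 1 kb window, so that its odds ratio was reversed to 0. With protein-coding genes only, which leaves fewer genes to count, 144 promoters lost H3K9cr and 18 lost H3K9ac in ACSS2-/- UUO kidneys, and 95 gained and 59 lost H3K9cr in UUO. With loss counted in at most 1 ACSS2-/- library, which is by construction a wider definition, 1368 and 508 promoters were lost, and the cytokine odds ratios were 2.34 for H3K9cr and 3.60 for H3K9ac, both past the threshold. An overlap of 50% gave 6.11 for H3K9ac, from 2 of 103 genes, past the threshold as well (two-sided Fisher's exact p = 0.0465). With WT libraries only, a less strict comparison of fewer samples, 920 promoters gained and 498 lost H3K9cr in UUO, and the proximal tubule odds ratio was 14.3, past the threshold.

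With the 15988 longest peaks of every library, the H3K9cr/H3K9ac ratios were reversed in all 4 groups, at -0.12 in WT control, -0.016 in WT UUO, -0.20 in ACSS2-/- control and -0.057 in ACSS2-/- UUO kidneys, and over all groups at -0.10. The change for UUO in WT mice was 0.10. The effect of UUO on H3K9cr against H3K9ac had a log2 of 0.18 for promoter genes from the complete lists (two-sided exact permutation p = 0.179) and 0.12 here (p = 0.0154 from the same exact test). The cytokine odds ratio for H3K9cr was 4.53 and that of proximal tubule markers 26.0, both past the threshold, 115 promoters lost H3K9ac in ACSS2-/- UUO kidneys, and peaks were at gene ends 3.62 times as often as at random. Of the 9 cytokine genes that lost H3K9cr in this setting, only 1, Fasl, was among the 6 lost with all peaks. The higher odds ratio thus rests on largely other genes. With the longest 50% of the peaks, the ratio was 0.48 in WT UUO, reversed to -0.012 in ACSS2-/- control kidneys, and changed by 0.40 for UUO in WT mice. The effect of UUO on H3K9cr against H3K9ac had a log2 of 0.32 in this setting (two-sided exact permutation p = 0.182). The odds ratios were 4.08 for cytokine genes with H3K9cr, 0 with H3K9ac, a reversal, and 19.7 for proximal tubule markers. In this setting 52 promoters lost H3K9ac, the share at gene ends was 3.63 times the random one and 92.2% of H3K9ac peaks overlapped H3K9cr. With the whole gene, the cytokine odds ratio for H3K9cr was 2.24, past the threshold. The direction of the ratios depends on which peaks are kept, and the read depth that would set the libraries on one scale is unknown.

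When each library was left out in turn, 91 values kept their direction and side, 9 moved, 3 passed the threshold and 1 was reversed. For the cytokine odds ratios, these fits left 1 library in a group and no p-value was computed. Whether they passed the threshold is therefore unknown, and they were counted by direction alone. The number of promoters that lost H3K9cr in ACSS2-/- UUO kidneys ranged from 532 to 1194, highest without ACSS2-/- UUO replicate 1, and the number that lost H3K9ac from 48 to 492, highest without ACSS2-/- UUO replicate 2. The rise is by construction, since fewer libraries must have or lack a peak. H3K9cr promoters gained in UUO ranged from 163 to 353 and those lost from 182 to 279. The log2 ratio ranged from 0.06 to 0.10 in WT control, from 0.26 to 0.35 in WT UUO, from -0.019 to 0.072 in ACSS2-/- control and from 0.07 to 0.27 in ACSS2-/- UUO kidneys, and from 0.12 to 0.17 over all groups. Its changes ranged from 0.18 to 0.27 for UUO in WT mice, from -0.24 to -0.03 for ACSS2 deletion in UUO and from -0.10 to -0.01 in control kidneys. The odds ratios ranged from 1.37 to 2.72 for cytokine genes with H3K9cr, from 2.04 to 3.72 with H3K9ac, from 32.6 to 92.4 for leukocyte and from 3.63 to 16.6 for proximal tubule markers, and the overlap of the marks from 78.5% to 86.9%.

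The paper measured both marks in the same samples, but the replicate numbers of the labels were not shown to pair the libraries. Over 49943 genes, deviations from the group mean had a correlation of 0.00514 between same-numbered libraries in WT UUO and -0.140 in ACSS2-/- UUO kidneys. In the latter, the peak names pair the libraries the other way round, which by construction gives 0.140. With the replicate block, the ratio in ACSS2-/- control kidneys, then from 1 pair, was reversed to -0.019, and the ratio over all groups was 0.17 (two-sided exact sign-flip p = 0.0938). With mice paired as numbered in the peak names, these were -0.019 and 0.13 (p = 0.125 from the same exact test), and the change for UUO in WT mice was 0.12.

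The strongest 50% of the peaks and the same number of peaks by score were not run because the lists hold no score, and peak length stood in for it. The motif results and their alternatives were not run because no genome sequence was used.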

Differences from the paper's values

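In this part, the tests between the marks at cytokine genes and the settings with the longest peaks were chosen only after the data were seen.

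The paper states that H3K9cr and H3K9ac ChIP signals did not differ in control mice. In WT control kidneys, both H3K9cr libraries held more peaks (34715 ± 2503, SD, n = 2) than the single H3K9ac library (25585), and 3 libraries cannot give an exact two-sided permutation p below 0.33. With the 15988 longest peaks of every library, a setting chosen after seeing the values, the log2 ratio of promoter genes was -0.12. These are numbers of called peaks and not signal.

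For ACSS2 deletion in control kidneys, the paper states that the H3K9cr level did not change. Both ACSS2-/- control libraries covered more of the genome with H3K9cr peaks than both WT control libraries, at 58.0 ± 9.34 against 43.3 ± 2.13 Mb (SD, n = 2 each, two-sided exact permutation p = 0.33, the smallest possible). The length covered was 1.34 times the WT control value for H3K9cr and 1.49 times for H3K9ac (1 library in each group), so the rise was not specific to H3K9cr. The length covered by called peaks is not the H3K9cr level.

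From a GO analysis of its ChIP-seq data, the paper states that ACSS2 deletion in UUO affected genes that control the production of cytokines more through H3K9cr than through H3K9ac (Fig. 4E). The values here are called peaks at 302 cytokine and receptor genes taken by symbol. The set of genes and the measure both differ from the paper's, so these values do not test its statement directly. At the 104 cytokine genes with both marks in both WT UUO libraries, Fasl alone lost H3K9cr and Fasl alone lost H3K9ac. Over all cytokine genes with either mark, lost promoter peaks did not tell the marks apart, at 6 of 149 cytokine genes for H3K9cr and 1 of 105 for H3K9ac (two-sided Fisher's exact p = 0.245). Of the alternatives set before the data were examined, the 1 kb window separated them (6 of 129 against 0 of 91, exact p = 0.0432), while an overlap of 50% (p = 0.474) and loss in at most 1 ACSS2-/- library (p = 0.362) did not. The longest 50% of the peaks, chosen after seeing the values, separated them as well (9 of 106 against 0 of 67, exact p = 0.0130), and the 15988 longest peaks (p = 0.0590) and the whole gene (p = 0.147), chosen likewise, did not. These tests count genes with both marks as if they were separate genes. At genes with both marks, 2 of 90 lost H3K9cr and 0 lost H3K9ac with the 1 kb window (two-sided exact McNemar p = 0.500), and 1 and 0 of 67 with the longest 50% of the peaks (p = 1 from the same exact test). With loss in at most 1 ACSS2-/- library, 5 of 104 lost H3K9cr and 12 lost H3K9ac (two-sided exact McNemar p = 0.0391), the opposite direction. The same exact test gave p = 1 with an overlap of 50% and with the whole gene, and p = 0.250 with the 15988 longest peaks (4 of 88 against 1).

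The paper describes increased H3K9cr at the promoters of Il1b and Il1r1 in UUO kidneys, and fewer changes of H3K9ac. An H3K9cr promoter peak was called at Il1r1 in all 8 libraries, whatever the operation or genotype. Its presence cannot show whether the signal rose. The peaks lay in more than 1 region. From 40222615 to 40223418, H3K9cr was called in both WT UUO libraries, 1 WT control and 1 ACSS2-/- UUO library. From 40224348 to 40226015, it was called in all H3K9cr libraries except WT UUO replicate 1. At Il1b, an H3K9cr promoter peak was called in both WT UUO and none of the 4 control libraries. With ACSS2 deletion, the peak of 1645 bp in 1 of the 2 ACSS2-/- UUO libraries was longer than those of 390 and 513 bp in WT UUO kidneys, and the other ACSS2-/- UUO library had none. Farther from the gene, 1941 and 1392 bp were covered in WT UUO and 817 bp in 1 of the 2 ACSS2-/- UUO libraries.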

Other observations

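In this part, the counts over other splits, the comparison of mouse numbers, the marker tests for ACSS2 deletion, the reverse comparison of peak lengths and the reading of the 2 tests that it and the equal number of peaks bear on were chosen only after the results were seen.

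The numbers of H3K9cr promoters gained (150) and lost (168) in UUO were counted again in all 35 splits of the 8 H3K9cr libraries into 4 against 4. Only 1 of the 35 splits, the real one, had as many promoters in either direction, for gained and for lost alike, and the largest number in another split was 57. No leukocyte marker was gained in any other split. Of the proximal tubule markers, 1 of 16 lost H3K9cr in UUO (Slc5a12, odds ratio 6.68, two-sided Fisher's exact p = 0.148). No marker of the distal nephron, injured tubule, endothelial or stroma lists was gained or lost.

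H3K9ac peaks away from gene ends were fewer in UUO than in control kidneys, with a log2 ratio of -1.31 (n = 4 against 2, two-sided exact permutation p = 0.0667, the smallest possible), and H3K9cr peaks had a log2 ratio of -0.40 (n = 4 against 4, two-sided exact permutation p = 0.143). The difference between the marks was not tested. At promoters, 1852 of 17435 genes with H3K9ac in WT control kidneys had it in neither WT UUO library. Their control peaks had a median of 583.5 bp, against 1972 bp at genes with H3K9ac in both, a difference of -1388.5 bp, where the lowest of 200 random draws was -92 bp. Fewer weak peaks passing the threshold in the UUO libraries might give this, but the 215 genes with H3K9ac in UUO alone also had shorter peaks, by a difference of -711 bp. Short peaks thus come and go in both directions, and a threshold effect and a loss of H3K9ac cannot be told apart without peak heights.

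Leukocyte markers were among the promoters that lost H3K9cr in ACSS2-/- UUO kidneys, at 3 of 18 (Cd2, Cd3e and Lyz2; odds ratio 9.86, two-sided Fisher's exact p = 0.00521, adjusted p = 0.0625 over 12 tests). A smaller share of leukocytes would also remove H3K9ac, which was lost at 0 of 14 leukocyte markers, where 0.222% of other genes lost it. With a rate this low and 1 of the 3 genes with H3K9ac in both WT UUO libraries, a smaller share of leukocytes, a lower yield and a change of H3K9cr cannot be told apart. With the 15988 longest peaks of every library, none of the 3 genes was in both WT UUO libraries, and 2 other markers (Fcer1g and Itgb2) were lost, so that this test leaves fewer peaks in the ACSS2-/- libraries open. In the other lists, Krt20 (1 of 9 injured tubule markers) and Tie1 (1 of 9 endothelial markers) lost H3K9cr (two-sided Fisher's exact p = 0.167 each), no proximal tubule, distal nephron or stroma marker did, and none of these lost H3K9ac.

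The mouse number in the names of the peaks differed from the replicate number of the label in 4 of 14 libraries. Promoter peaks at 4 Y-linked genes were present in 6 libraries and absent from 8, and a peak at Xist was present in those 8 and in none of the 6. This is the pattern of male and female mice, read here from peaks alone. Of 6 pairs of H3K9cr and H3K9ac libraries with the same label number in a group, 3 differed in Y-linked peaks, and of 5 pairs with the same number in the peak names, 0 did. This is consistent with the peak names giving the mouse of a library in those 3 pairs, in which case labels and mice differ in number only, as group and mark were the same in both. Each H3K9cr group had Y-linked peaks in 1 of its 2 libraries. For H3K9ac, they were present in the WT control library, in 0 of 2 WT UUO libraries, not in the ACSS2-/- control library, and in 1 of 2 ACSS2-/- UUO libraries. The WT UUO and WT control H3K9ac libraries thus differ in these peaks, and on this reading in sex, as well as in the operation. In WT mice, a change of H3K9ac with UUO cannot be separated from that difference. No other explanation of the mouse numbers was tested.

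In UUO kidneys, 434 promoters had H3K9cr in both replicate 1 libraries and in neither replicate 2 library, and 358 were lost with ACSS2 deletion. Both replicate 1 libraries had Y-linked peaks and another mouse number in the peak names than the replicate 2 libraries, so this split does not measure the spread between like mice. Of the 434, 4 were on the Y and 3 on the X chromosome. The replicate 1 libraries held 35638 and 36734 peaks, and the replicate 2 libraries 27530 and 30406. Cytokine genes were lost at 8 of 153 in this split (two-sided Fisher's exact p = 0.0314), and H3K9ac was gained in ACSS2-/- UUO kidneys at 7 of 110 cytokine genes (two-sided Fisher's exact p = 0.0109). Neither p was adjusted over the 12 splits tested.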
